# Genome-wide Profiling of 8-Oxoguanine Reveals Its Association with Spatial Positioning in Nucleus

**DOI:** 10.1093/dnares/dsu023

**Published:** 2014-07-09

**Authors:** Minako Yoshihara, Li Jiang, Shinya Akatsuka, Mikita Suyama, Shinya Toyokuni

**Keywords:** 8-oxoguanine, lamina-associated domain, DNA modification, oxidative stress

## Abstract

8-Oxoguanine (8-oxoG) is one of the most common DNA lesions generated by reactive oxygen species. In this study, we analysed the genome-wide distribution profile of 8-oxoG by combining immunoprecipitation by antibodies specific for the DNA fragments containing 8-oxoG with a microarray that covers rat genome. Genome-wide mapping of 8-oxoG in normal rat kidney revealed that 8-oxoG is preferentially located at gene deserts. We did not observe differences in 8-oxoG levels between groups of genes with high and low expression, possibly because of the generally low 8-oxoG levels in genic regions compared with gene deserts. The distribution of 8-oxoG and lamina-associated domains (LADs) were strongly correlated, suggesting that the spatial location of genomic DNA in the nucleus determines the susceptibility to oxidative modifications. One possible explanation for high 8-oxoG levels in LADs is that the nuclear periphery is more susceptible to the oxidative damage caused by the extra-nuclear factors. Moreover, LADs have a rather compact conformation, which may limit the recruitment of repair components to the modified bases.

## 1. Introduction

Since the emergence of life on Earth, deoxyribonucleic acid, the carrier of genetic information, has been continuously exposed to various types of damaging factors, including internally generated reactive oxygen species (ROS), and several external factors, such as ionizing radiation, UV radiation, ROS, and other reactive molecules.^1^ Unrepaired DNA lesions cause mutations, which can lead to undesirable cell death, carcinogenesis, or age-related pathophysiology.^2^ Living organisms have various DNA repair systems to counteract these threats and to deal with errors in the DNA replication process. Thus, DNA repair systems are essential for all organisms, from bacteria to higher eukaryotes; most of these systems have been evolutionarily conserved.^3,4^

Because life evolved to use highly reactive molecular oxygen for energy production under aerobic conditions, ROS is one of the major factors involved in the generation of DNA lesions. Among oxidative DNA lesions, with more than 100 types of modifications identified in mammals, 8-oxoguanine (8-oxoG; also known as its tautomer 8-hydroxyguanine) is the most abundant and well-characterized base modification.^5,6^ It has been shown that, under normal conditions, there is one 8-oxoG molecule per 10^5^–10^6^ guanines in a genome, corresponding to thousands of 8-oxoG molecules per single cell.^7,8^

Genomic 8-oxoG can be formed in two ways; direct oxidation of a guanine residue in a genomic sequence or oxidation at the nucleotide pool levels, i.e. the formation of 8-oxo-dGTP followed by its incorporation during DNA synthesis.^9,10^ If a guanine residue in the genome is oxidized to 8-oxoG and the strand is used as a template in replication, an adenine residue is often incorporated in the daughter strand as the complementary nucleotide. This is because not only cytosine but also adenine can pair with 8-oxoG. As a consequence, G → T transversion mutation is frequently observed at the position of 8-oxoG modification.^9^ During replication, the oxidized nucleotide, 8-oxo-dGTP, may be incorporated into the complementary strand to pair with an adenine residue; in the next round of replication, cytosine may be inserted complementary to 8-oxoG. This would result in an A → C transversion mutation.^11^ It has been reported that G → T somatic mutation is mostly observed in oxidative stress-associated tumours such as lung, breast, ovarian, gastric, and colon cancers.^12,13^ It has also been reported that 8-oxoG modifications are associated with other diseases such as neurodegenerative and ageing-associated disorders.^14–17^

There are several methods to measure 8-oxoG contents in genomes. The total 8-oxoG has been quantified using the HPLC–ECD (electrochemical detection) system,^18^ and specific regions of several hundred bases have been analysed by ligation-mediated polymerase chain reaction (LM-PCR).^19,20^ There are also some reports of 8-oxoG measurements in entire genomes using fluorescent *in situ* hybridization (FISH-based)^21^ and DNA immunoprecipitation (IP) methods,^22^ although the obtained resolution of 8-oxoG along with the chromosomes by these methods is tens of Mb.

No detailed analysis of genome-wide distribution of DNA damages is available thus far.^23^ To examine the distribution of 8-oxoG modifications and identify susceptible regions in the genome with high resolution, we conducted array-based comprehensive profiling. The resulting 8-oxoG profile revealed that there is a clear negative correlation between 8-oxoG distribution and gene density. The negative correlation can be attributed to spatial positioning of chromosomes, so-called chromosome territory (CT)^24^ in the nucleus, where gene deserts tend to be located at perinucleic regions. Our results can be explained by the fact that perinucleic regions are more accessible to the external ROS than the regions close to the centre of the nucleus. Another possible explanation is that the chromosomes at perinucleic regions tend to be in compact conformations, preventing the recruitment of the 8-oxoG repair components.

## 2. Materials and methods

### 2.1. Samples

Male Wistar rats (specific pathogen-free; SPF), obtained from Japan SLC, Inc. (Shizuoka, Japan), were maintained in an SPF environment. The rats were sacrificed at 5 weeks of age, and the kidneys were harvested. The Institutional Animal Care and Use Committees of Kyoto University and Nagoya University approved all the animal experimentation protocols. The experiments were performed with two biological replicates.

### 2.2. Genomic DNA extraction and 8-oxoG immunoprecipitation

Fresh rat kidneys were frozen at −80°C, and 100 mg of the tissue was homogenized in 1.0 ml of homogenization buffer (0.15 M NaCl, 0.1 M EDTA; pH 8.0) with 0.1 mM desferal using a glass homogenizer on ice. Genomic DNA was extracted using the NaI method (Wako, Osaka, Japan); the solution was saturated with argon gas and contained 0.1 mM desferal to prevent further DNA oxidation. The DNA was digested with BmgT120I (G^GNCC) (Takara Bio, Shiga, Japan) at 37°C for 90 min. Fragment sizes were established by agarose gel electrophoresis (1.5% w/v agarose). The average size of the fragments was 500 bp.

The digested DNA samples were subjected to IP; 5 µg aliquots of DNA fragments were immunoprecipitated by adding 10 µg of 8-oxoG-specific monoclonal antibody, N45.1, purchased from Japan Institute for the Control of Aging (Shizuoka, Japan). The specificity of the antibody against the DNA fragments containing 8-oxoG was already validated by quantitative PCR analysis.^22,25^ IP was performed in 900 µl of the reaction buffer (0.1% bovine serum albumin, 10 mM phosphate buffer; pH 7.4), with stirring at 4 r.p.m. for 3 h at 4°C. Subsequently, 100 µl of Dynabeads (M-280 sheep anti-mouse IgG) (Dynal, Oslo, Norway) was added to the mixture (final volume, 1000 µl) and mixed at 4 r.p.m. for 5 h at 4°C. The Dynabeads complex was washed twice in the following three buffers: buffer 1: 0.1% sodium deoxycholate, 1% Triton X-100, 1 mM EDTA, 50 mM HEPES–KOH, 140 mM NaCl (pH 7.5); buffer 2: 0.1% sodium deoxycholate, 1% Triton X-100, 1 mM EDTA, 50 mM HEPES–KOH, 500 mM NaCl (pH 7.5); and buffer 3: 0.1% sodium deoxycholate, 0.5% Nonidet P-40, 1 mM EDTA, 250 mM LiCl, 10 mM Tris–HCl, (pH 8.0). The immunoprecipitated beads were eluted from the Dynabeads complex with 80 µl of elution buffer (10 mM EDTA, 1% sodium dodecyl sulphate, 50 mM Tris–HCl; pH 8.0) at 65°C for 10 min.

### 2.3. Microarray

For two-colour microarray, the test immunoprecipitated DNA fragments and 10 ng of input (control) DNA fragments (only digested by BmgT120I, without IP by N45.1 monoclonal antibody) were treated with proteinase K at 37°C for 1 h, followed by phenol–chloroform extraction and ethanol precipitation. The following oligonucleotides were used as adaptor DNA: 5′-GNCTGCGGTGA-3′ and 5′-AGCACTCTCCAGCCTCTCACCGCA-3′; complementary sequences are underlined. Ligations of the adaptor to the test and input DNA were performed using Ligation Pack (Nippon Gene, Toyama, Japan), following the standard protocol. The fragments with the adaptor were amplified with two PCR cycles.

The test and input DNA (800 ng per sample) were labelled with Cy5 and Cy3, respectively, using the standard protocol for Agilent DNA Labeling Kit (Agilent Technologies), and the mixed samples were applied to the Rat Genome CGH Microarray Kit 244A (Agilent Technologies), following the manufacturer's instructions. The arrays were scanned using the Agilent DNA Microarray Scanner G2505B (Agilent Technologies). The scanned data were subjected to image analysis using Agilent's Feature Extraction Software (v10.5.1.1; Agilent Technologies) with the default parameters. Two biologically replicated microarray experiments were performed.

### 2.4. Genome sequence data, annotations, and other publicly available data

The rat genome sequence data (assembly November 2004; rn4)^26^ and the associated annotation data were downloaded from the UCSC Genome Browser.^27^

To draw the distribution of 8-oxoG along chromosomes, we applied a smoothing method for each probe by calculating the averaged 8-oxoG level for all the probes in 500 kb in both directions.

To compare the distribution of 8-oxoG with gene expression data previously generated using microarrays (GSE7625),^28^ gene expression data for normal rat kidney (GSM184440 and GSM184441) were downloaded from GEO database at NCBI.^29^ The raw data were normalized using MAS5 package in Bioconductor/R.^30^ Subsequently, the normalized values were log_2_-transformed for both biological replicates.

The data for lamina-associated domains (LADs) and the DNA adenine methyltransferase identification (DamID) profiles of lamin B1 in mouse embryonic fibroblast^31^ were downloaded from UCSC Genome Browser.^27^ To compare these data with our 8-oxoG profile data for the rat, we converted the genomic coordinates using the liftOver program provided by UCSC Genome Browser.^27^ We set the -minBlocks option to 0.1 to reduce unconverted regions.

We used the custom track function of UCSC Genome Browser to visually examine the distribution of properties along the chromosomes. For detailed analysis and high-quality image generation over a wide range, we wrote graph-drawing programs in Perl, PostScript, and gnuplot.

### 2.5. Statistical analysis

We used the R package to draw boxplots, histograms, and contour plots. The R package was also used to calculate *P*-values for Student's *t*-tests.

## 3. Results

### 3.1. Genome-wide distribution of 8-oxoG

To obtain a complete distribution of 8-oxoG in normal rat kidney chromosomes, we performed DNA immunoprecipitation (IP) followed by microarray analysis using input (control) DNA fragments without IP as a reference (Fig. 1; for details, see the Materials and Methods section).

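The profile rests on 2 arrays, one for each of 2 male Wistar rats killed at 5 weeks of age, and both belong to the single group of normal kidney. DNA precipitated with the 8-oxoG antibody (5 µg of DNA and 10 µg of antibody) was labelled with Cy5 and read in the red channel, and input DNA without IP was labelled with Cy3 and read in the green channel, with 800 ng of DNA per labelling. The dyes were not swapped, so a difference between the dyes cannot be separated from a difference between IP and input. The authors read the scans with Agilent Feature Extraction, which subtracted the background, removed spatial trends and matched the 2 channels of each array along the intensity by lowess. The median processed intensity was 90.6 for IP and 89.3 for input on replicate 1, and 70.4 and 70.2 on replicate 2. Signals well above background were found for 86.4% of the IP spots and 86.9% of the input spots on replicate 1, and for 83.1% and 85.3% on replicate 2. From these processed intensities log2(IP/input) was calculated for each of the 237974 spots that are not controls. Before centring, its median was 0.01 on replicate 1 and 0.06 on replicate 2, and each array was then centred on its own median. After 305 spots with an outlier flag in either channel on either array were left out and repeated spots of a probe were averaged, 235872 probes remained, of which 231247 lie on chromosomes 1 to 20 and X of the rat assembly rn4. A level of 0 is therefore the median of the array and not the absence of 8-oxoG. With 2 arrays the precision of every level is limited by their number. Each rat has 1 array, so a difference between the rats here includes any difference between the arrays.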

**Figure 1.**
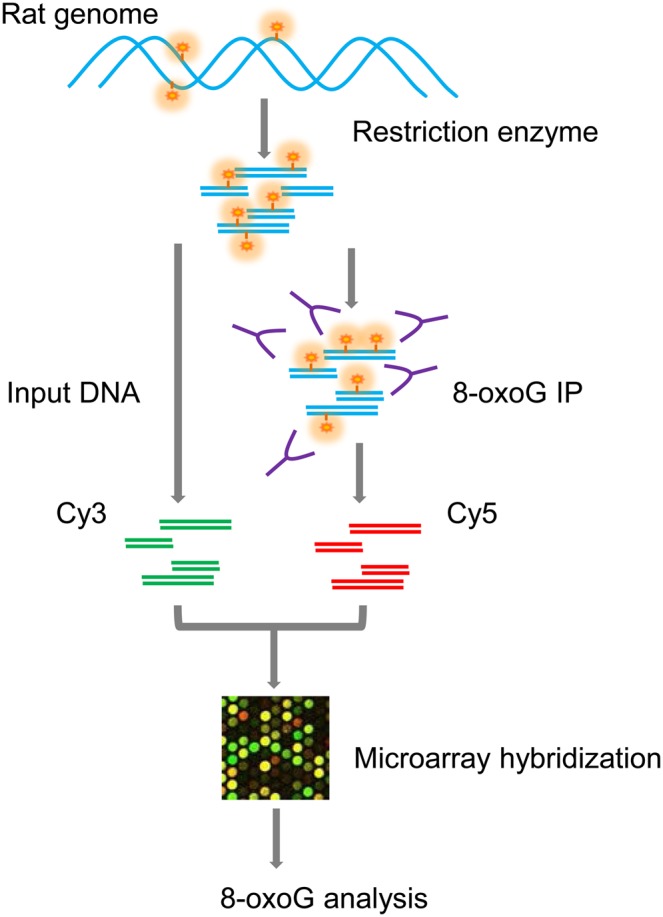
Schematic representation of the workflow for genome-wide detection of 8-oxoG. DNA double strands are shown in cyan; 8-oxoG residues are depicted in orange. The antibodies specific for the 8-oxoG-containing DNA are shown in purple. DNA obtained without immunoprecipitation was used as an input (control). Immunoprecipitated DNA and input DNA fragments were labelled with Cy5 and Cy3 dyes, respectively, and applied to the microarrays.

To analyse the distribution of 8-oxoG, we plotted the signal of each probe of the microarray in the rat chromosomes. 

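The signals of single probes spread widely around the median of the array. The SD over the 231247 placed probes was 0.96 on replicate 1 and 1.25 on replicate 2. After averaging of both arrays the SD was 0.91, and the quartiles of the probes lay between -0.59 and 0.51. Averaged signals were above 1 for 11.4% of the probes and below -1 for 13.0%. For 993 probes that are spotted more than once, the SD between spots of a probe on the same array was 0.29 on replicate 1 and 0.33 on replicate 2, which is smaller than the spread between probes.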

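The array files hold 243466 spots, of which 5492 are controls, and the remaining spots carry 235974 distinct probes. The probes have a median length of 60 bases, and the shortest is 45 bases long. On chromosomes 1 to 20 and X, neighbouring probes start 11754 bases apart on average, with a median of 7982 bases. Its 5th percentile was 3084 bases and its 95th percentile was 28870 bases, and the longest interval was 849055 bases.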

There are ∼244,000 probes (60-mer in length) on the microarray used in this study (Agilent Rat Genome CGH Microarray Kit 244A), corresponding to the average probe interval of 1 in 6,000 bases. 

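Mean levels of whole chromosomes lay between -0.20 and 0.03. The lowest means were those of chromosome 12, at -0.20 ± 0.04 (SD, n = 2), chromosome 10, at -0.20 ± 0.0045 (SD, n = 2), and chromosome 19, at -0.14 ± 0.0066 (SD, n = 2). These 3 chromosomes were below 0 on both arrays and in each alternative processing that was run. Normexp background correction brought them to -0.08, -0.08 and -0.07, in that order, by more than the spread between the rats. With only the probes well above background, chromosomes 10 and 19 also moved beyond that spread, to -0.16 and -0.11. The normexp setting adds an offset of 50 to both channels, which draws ratios towards 0 by construction, and it leaves out dye normalization. Its moves here and below therefore do not isolate the background correction. The highest means were 0.03 ± 0.08 (SD, n = 2) on chromosome 2 and 0.03 ± 0.07 (SD, n = 2) on chromosome 11, and both were above 0 on replicate 1 only, so the spread between rats exceeds them. With normexp background correction chromosomes 2 and 11 fell below 0, to -0.05 on each, and chromosome X was highest, at -0.0082. Chromosome X was also highest before dye normalization, at 0.09, against 0.08 on chromosomes 2 and 11. In the main processing no chromosome had a mean above 0 on both arrays, whereas 12 of the 21 chromosomes were below 0 on both. These counts depend on the processing. With normexp background correction all 21 chromosomes were below 0 on both arrays, whereas in the authors' table, which is not centred, 4 were above 0 on both arrays and 7 below. Chromosome X differed most between the rats, with 0.02 on replicate 1 and -0.19 on replicate 2. Within a chromosome, the correlation of 1 Mb averages between the rats ranged from 0.53 on chromosome 17 to 0.87 on chromosome 13.

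**Figure D1:**
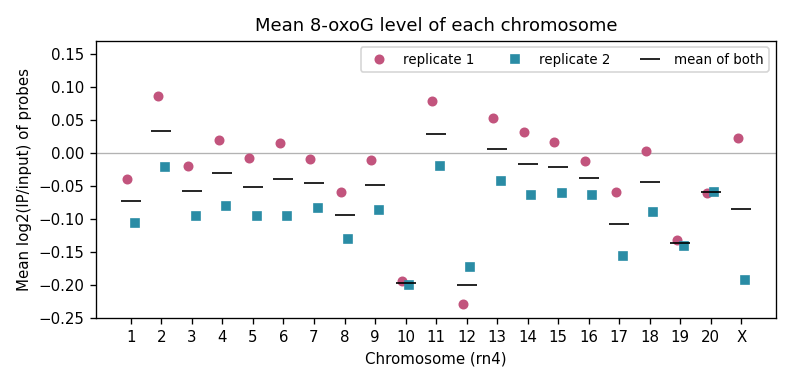
Mean log2(IP/input) over the probes of each chromosome, with replicate 1 as circles, replicate 2 as squares and the mean of both as a bar. Chromosomes 10, 12 and 19 lie lowest, and chromosome X shows the widest gap between the rats.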

The averaged 8-oxoG levels are plotted along the chromosomes and shown together with the ideogram in Figure 2. 

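After averaging over all probes within 500 kb in both directions, stretches of consecutive probes above 0 covered 40.8% of the length of the chromosomes and held 33.7% of the probes. Of these 8-oxoG-rich regions, 300 were 1 Mb or longer, with a median length of 2.06 Mb, and 14 were longer than 10 Mb. The 3 longest lie on chromosome 5 from 82374449 to 100249999 (17.9 Mb), on chromosome 11 from 17500 to 17556745 (17.5 Mb) and on chromosome 13 from 13426503 to 30676128 (17.2 Mb). Their mean levels were 0.36 ± 0.15, 0.31 ± 0.12 and 0.37 ± 0.17 (SD, n = 2), in that order. With normexp background correction these levels fell to 0.02, 0.0093 and 0.04, by more than the spread between the rats in the main processing. Its offset draws levels towards 0 by construction, so this fall does not show that the regions depend on background correction. Replicate 1 alone gave 21 regions longer than 10 Mb and replicate 2 alone gave 2. With 1 array per rat, this gap cannot be assigned to the rats rather than to the arrays. Averages over 1 Mb were also lower on replicate 2, with a mean of -0.06 against 0.04 on replicate 1, which shortens stretches above 0. Normexp background correction, which moved the number of long rich regions most, left 1.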

The plot reveals that the regions with high 8-oxoG level are not uniformly distributed; their size fluctuates around several Mb, with some 8-oxoG-rich regions larger than 10 Mb. For example, there is a broad peak spanning more than 10 Mb in the position of 50–60 Mb in chr14. However, there are also some 8-oxoG-depleted regions. 

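The 494 probes between 50 and 60 Mb of chromosome 14 had a mean level of 0.45 ± 0.10 (SD, n = 2), with 0.52 on replicate 1 and 0.38 on replicate 2. Each of the 10 fragments of 1 Mb was above 0 on both arrays, with averages from 0.24 to 0.59. In limma's test of each fragment against 0 with Benjamini-Hochberg adjustment, 9 of them passed, and the fragment from 50 to 51 Mb had an adjusted p of 0.051. Among 2521 overlapping windows of 10 Mb, 5 had a higher mean. The smoothed level stayed above 0 from 50293329 to 61477821, over 11.2 Mb. On replicate 1 alone this stretch was 11.0 Mb long and on replicate 2 alone 13.8 Mb. With normexp background correction it shortened to 7.65 Mb and the mean level fell to 0.04. The fragment from 49 to 50 Mb, next to the peak, holds only 4 probes.

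**Figure D2:**
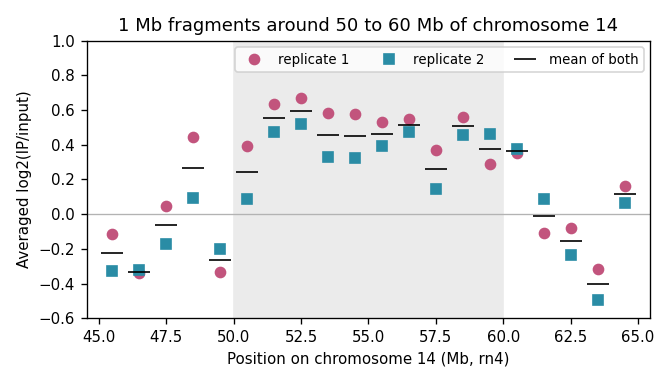
Averaged log2(IP/input) of 1 Mb fragments on both sides of the peak on chromosome 14, with replicate 1 as circles, replicate 2 as squares and the mean of both as a bar. In the shaded stretch from 50 to 60 Mb each fragment lies above 0 on both arrays.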

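Regions with a smoothed level below 0 covered 56.9% of the length of the chromosomes. There were 345 of 1 Mb or longer, with a median length of 2.75 Mb, and 27 were longer than 10 Mb. The 3 longest lie on chromosome 10 from 33645586 to 60434892 (26.8 Mb), on chromosome 3 from 140893068 to 165151348 (24.3 Mb) and on chromosome 19 from 34626480 to 58354093 (23.7 Mb). Their mean levels were -0.24 ± 0.0058, -0.24 ± 0.02 and -0.22 ± 0.03 (SD, n = 2), in that order, and -0.10, -0.09 and -0.09 with normexp background correction. Replicate 1 alone gave 18 and replicate 2 alone gave 20 depleted regions longer than 10 Mb. Normexp background correction raised the number to 55.

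**Figure D3:**
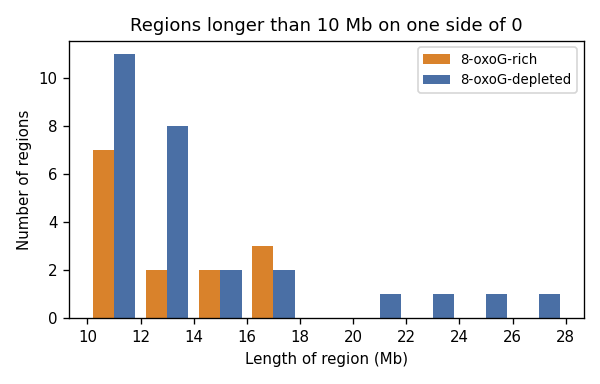
Number of regions longer than 10 Mb by length in Mb, for 8-oxoG-rich and 8-oxoG-depleted regions of the mean profile of both rats. The longest depleted region reaches 26.8 Mb and the longest rich region 17.9 Mb.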

We did not observe any clear correlation between the 8-oxoG levels and ideogram-banding patterns. The average probe interval of the microarray that we used in this experiment is 6,000 bases, while the 8-oxoG levels fluctuate with intervals of several Mb. This indicates that the probe density is high enough to depict the 8-oxoG profile along chromosomes.

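How far the rats resembled each other depended on the length over which probes were averaged. Pearson's r between the arrays was 0.34 for single probes, 0.42 for 50 kb fragments, 0.58 for 200 kb fragments, 0.71 for 500 kb fragments, 0.80 for 1 Mb fragments and 0.86 for 2 Mb fragments. These are correlations across positions of the genome, which are not independent replicates. The level of a probe on one array had a correlation of 0.05 with that of a probe 2 to 5 kb away on the other array, and of 0.04 at 200 to 500 kb. For 1 Mb fragments, the correlation between one array and the other was 0.55 for fragments 1 Mb apart, 0.19 at 5 Mb and 0.05 at 20 Mb. From the short probe interval and the slow fluctuation of the levels, the paper concludes that the density of probes is sufficient for the profile.

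**Figure D4:**
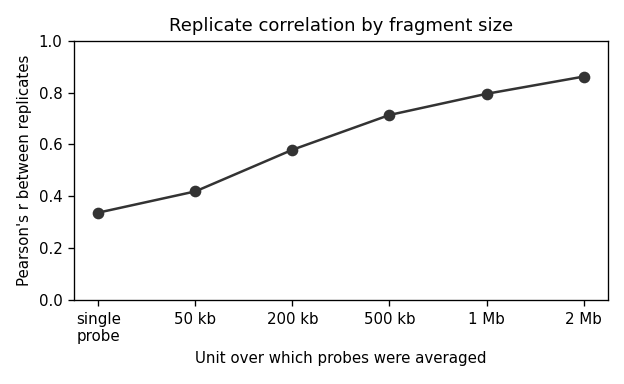
Pearson's r between replicates 1 and 2 against the length over which probes were averaged, from single probes to 2 Mb fragments. It increases from 0.34 to 0.86.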

**Figure 2.**
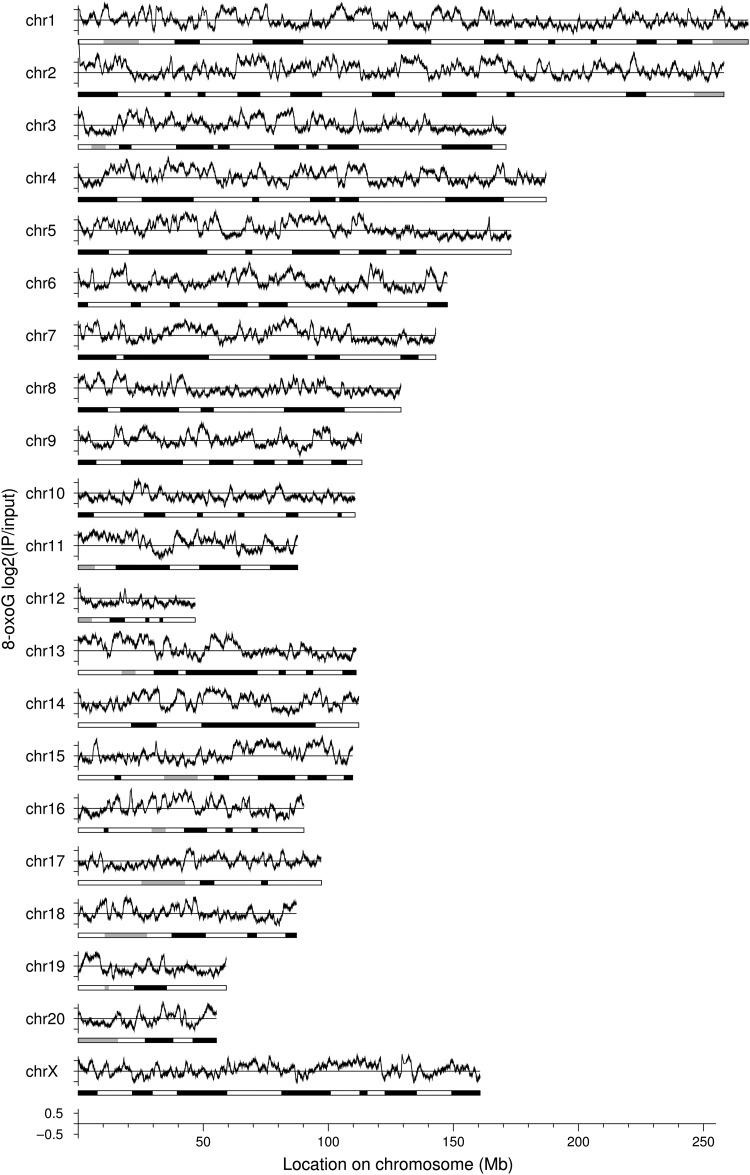
Distribution of 8-oxoG along the chromosomes. The vertical axis corresponds to log_2_ intensity of the array data. Distribution profile for 8-oxoG was calculated by averaging the intensities over a 1 Mb sliding window. Chromosome ideogram is shown under each plot.

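In the enlarged region of Fig. 3, on chromosome 2 from 140000001 to 165000000, the mean level of the 1819 probes was 0.08 ± 0.05 (SD, n = 2), and with normexp background correction it changed sign, to -0.03. Of the 25 fragments of 1 Mb in this region, 13 were above 0 on both arrays and 7 were below 0 on both, and limma called 8 of them above 0 and 1 below 0 at an adjusted p threshold of 0.05. The smoothed level was lowest at 141.5 Mb, where it was -0.30 on replicate 1 and -0.37 on replicate 2. It was highest at 163 Mb, with 0.59 on replicate 1 and 0.80 on replicate 2. In the mean profile of both rats the lowest and highest levels were -0.33 and 0.70, and normexp background correction left -0.13 and 0.07. The averages of the 25 fragments had a correlation of 0.74 between the rats. The gene annotation of this region was not used here.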

To explore the distribution of 8-oxoG along the chromosomes in detail, we enlarged a part of the plot, together with its gene annotations, in an arbitrarily selected genomic region (Fig. 3). A negative correlation between the 8-oxoG levels and gene location was observed, showing that 8-oxoG levels were lower in gene-rich regions than in gene deserts.

**Figure 3.**
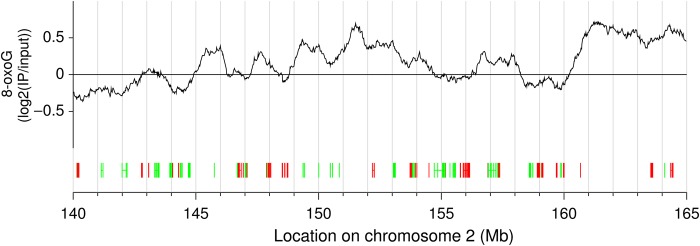
A representative genomic region showing 8-oxoG profile with gene annotation. The vertical axis corresponds to log_2_ intensity of the array data. The distribution profile of 8-oxoG was calculated by averaging the intensities over a 1 Mb sliding window. Gene structures are shown below the 8-oxoG profile. The directionality of the genes, i.e. forward and reverse orientation, is shown in green and red, respectively.

### 3.2. 8-oxoG distribution is negatively correlated with gene density

After the negative relationship between 8-oxoG distribution and gene density had been established by visual inspection of the distribution profiles and chromosome-scale quantification, we performed quantitative assessment of these relationships at a higher resolution over the entire genome. 

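Division of chromosomes 1 to 20 and X gave 2731 fragments of 1 Mb with at least 1 probe and a median of 80 probes. Their averaged log2(IP/input) values had a median of -0.07, quartiles of -0.22 and 0.19, and an SD of 0.27. The mean of both arrays was tested against 0 with limma, in which the pooled spread between arrays gave each fragment a standard error of 0.10. With Benjamini-Hochberg adjustment at 0.05, 572 fragments (20.9%) were above 0 and 557 (20.4%) were below 0. Of these, 568 and 554 had that sign on both arrays. All calls had levels beyond 0.24 in size, where the arrays seldom differ enough to disagree in sign, so this agreement follows largely from the selection. The standard error was the same for fragments with few probes, and 16 of the 29 fragments with fewer than 20 probes were called. Normexp background correction changed these numbers most, to 7 above and 99 below 0. Taking the median instead of the mean over the probes of a fragment left 589 above and 226 below 0. Among fragments with at least 50 probes, the highest levels were found on chromosome 15 from 75000001 to 76000000 (0.73 ± 0.12, SD, n = 2), chromosome 13 from 16000001 to 17000000 (0.70 ± 0.20) and chromosome 7 from 85000001 to 86000000 (0.68 ± 0.09). The lowest were found on chromosome 4 from 83000001 to 84000000 (-0.66 ± 0.16), chromosome X from 87000001 to 88000000 (-0.57 ± 0.03) and chromosome 1 from 197000001 to 198000000 (-0.53 ± 0.0071). With normexp background correction all 6 levels kept their sign but moved towards 0 by more than the spread between the rats, the highest to 0.06, 0.07 and 0.04 and the lowest to -0.17, -0.04 and -0.22, in the order given. Numbers of genes per fragment were not analysed here, since no gene annotation of rn4 was used.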

To achieve this, we divided the chromosomes into non-overlapping 1 Mb fragments, and counted the genes and averaged log_2_(IP/input) value of 8-oxoG for each fragment (Fig. 4). The box plot clearly shows that 8-oxoG levels increase with the decrease in the number of genes in a fragment (Pearson's correlation coefficient (*r*) = −0.47, *P* < 0.001), particularly for fragments with less than three genes. For the fragments without any genes (627 fragments), the median of averaged log_2_(IP/input) value of 8-oxoG is 0.39, while for the fragments with three genes (255 fragments), the averaged log_2_(IP/input) value for 8-oxoG level is −0.11. There are no clear differences between the values for 8-oxoG levels for the fragments with eight or more genes. This shows that the fragments with two or fewer genes tend to have more 8-oxoG than the fragments with three or more genes, confirming that the observed negative relationship between the profile for 8-oxoG levels and gene density was true on the genome-wide scale. In general, the GC content in gene deserts are lower than that in gene-rich regions, indicating that higher 8-oxoG levels in gene deserts are not simply due to biased base composition.

**Figure 4.**
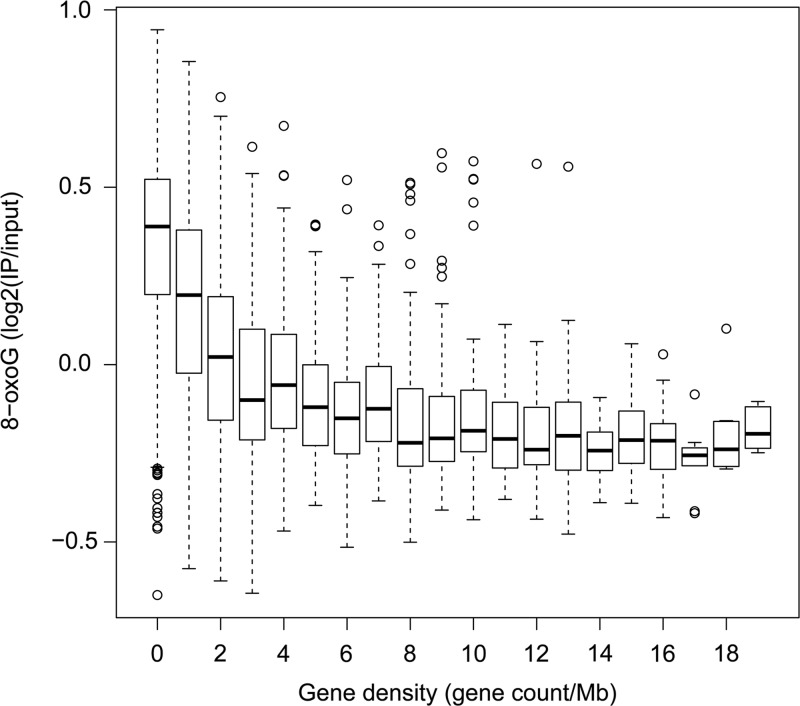
Box plot for the relationship between gene density (horizontal axis) and averaged 8-oxoG level (vertical axis). Chromosomes were divided into 1 Mb of non-overlapping regions, and the number of genes and averaged 8-oxoG levels were calculated for each region.

This trend can be partially validated by the independent data obtained in our previous study.^22^ By analysing these data, we have observed that the chromosomes with high 8-oxoG levels have low gene density, while those with high gene density have relatively low 8-oxoG levels. The data from that study were of low resolution compared with the results obtained in the present study. However, the fact that a negative correlation between 8-oxoG levels and gene density has been found in two independent studies gives more weight to our conclusions.

### 3.3. Lack of significant association between 8-oxoG levels and transcriptional activity

To analyse the negative correlation between 8-oxoG distribution and gene density, we examined the gene expression levels to establish whether the 8-oxoG levels in genic regions associates with transcriptional activity of the genes.

We used the gene expression data from microarray experiments in our previous study, which were performed on matched samples (GSM184440 and GSM184441).^28^ On the basis of the distribution of gene expression levels, we calculated the median expression value and used this value to divide the genes into two groups, i.e. those with high and low expression. For each gene, we calculated the averaged 8-oxoG level using log_2_(IP/input) values of the probes located within genic region, i.e. from the transcription start to end site. The values were subsequently used to draw histograms (Supplementary Fig. S1). The two distributions were almost identical; we did not observe any statistically significant differences (Student's *t*-test; *P* = 0.043), indicating that the 8-oxoG levels in genic regions do not associate with transcriptional activity of the genes. We also applied the same statistical test to the gene sets with extreme expression levels, i.e. (i) genes with top 25% and bottom 25% expression levels and (ii) genes with top 10% and bottom 10% expression levels, and compared the distributions of 8-oxoG levels between these groups of genes with the extreme expression. The former set (top/bottom 25%) gives *P* = 0.100 and the latter set (top/bottom 10%) gives *P* = 0.101, further confirming that the 8-oxoG levels in genic regions does not associate with transcriptional activity of the genes.

### 3.4. Association between 8-oxoG levels and structural features of chromosomes in the nucleus

It has recently been reported that the organization of chromosomes in the nucleus has a certain architecture, known as CT.^24^ CT is closely linked with gene regulation in mammalian cells and is conserved between species.^32,33^ The structural features of chromosomes have been demonstrated using FISH for specific loci^34^ and by DamID for LADs at a sub-megabase resolution.^31^ Lamins are filamentous proteins found in nuclear lamina at the nuclear periphery, serving as the scaffold of the nuclear envelope, and LADs are the specific chromosomal regions with higher AT content located close to the nuclear lamina. Gene density along the chromosomes is correlated with the structural features of chromosomes; gene-dense regions tend to be located towards the centre of the nucleus, while gene-poor regions are observed close to the nuclear periphery, i.e. LADs.

To analyse the distribution of 8-oxoG in terms of the three-dimensional architecture of chromosomes, we compared its distribution with the lamin B1 profile determined for the mouse cells using DamID mapping.^31^ There is no profile available for lamin B1 in the rat cells; however, because it has been shown that LADs do not considerably change between different cell types and species,^35^ we used the data for mouse embryonic fibroblasts. First, we downloaded the data of the lamin B1 profile for these fibroblasts with the coordinates on mm9 assembly and subsequently converted the coordinates to rat (rn4) using the liftOver program.^36^ The 8-oxoG and lamin B1 profiles showed a clear correlation (Fig. 5; Supplementary Fig. S2). For quantitative assessment of the correlation, we divided the genomic sequence into 200 kb fragments, and calculated the averaged 8-oxoG and lamin B1 values for each fragment. 

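On the 8-oxoG side, this division gave 13491 fragments of 200 kb with a median of 13 probes. Their averaged log2(IP/input) values had a median of -0.04 and quartiles of -0.26 and 0.24, and 45.6% of them were above 0. The SD over fragments was 0.36 for the mean of both arrays, 0.40 for replicate 1 and 0.42 for replicate 2. Both rats were on the same side of 0 in 72.0% of the fragments. The lamin B1 profiles were not used here.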

We adopted 200 kb as a fragment size because LADs generally span from 100 kb to 10 Mb.^37^ We converted the averaged values of these two indices for each 200 kb fragment into a contour plot to visually evaluate the relationship between 8-oxoG and lamin B1 profiles (Fig. 6A). We observed a positive trend between 8-oxoG and lamin B1 levels even though LADs are high AT content. The transitions between regions with low and high levels of lamin B1 are extremely sharp;^37^ we observed clear bimodal distribution in terms of lamin B1 levels. Next, following the bimodal distribution, the genomic fragments were grouped into two subsets using the averaged lamin B1 value of 0 as a cut-off, and the data were used to plot the histograms shown in Figure 6B. Averaged 8-oxoG values in the negative and positive lamin B1 groups were −0.13 and 0.25, respectively. The histograms show significantly different distributions (Student's *t*-test; *P* < 2.2 × 10^−16^), indicating that there is an excess of 8-oxoG in LADs.

**Figure 5.**
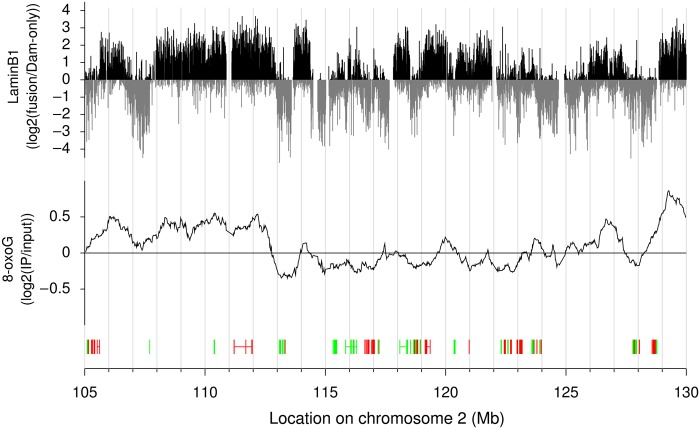
A representative genomic region showing 8-oxoG profile (middle track) and the profile of LADs (upper track). The profile of 8-oxoG was calculated by averaging the intensities over a 1 Mb sliding window. Gene structures are shown below the 8-oxoG profile. The directionality of the genes, i.e. forward and reverse orientation, is shown in green and red, respectively.

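In the region of Fig. 5, on chromosome 2 from 105000001 to 130000000, the mean level of the 1618 probes was -0.0021 ± 0.09 (SD, n = 2), closer to 0 than the spread between the rats. Of the 25 fragments of 1 Mb, 8 were above 0 on both arrays and 10 were below 0 on both. The smoothed level was lowest at 113.8 Mb, with -0.32 on replicate 1 and -0.47 on replicate 2, and highest at 129.2 Mb, with 0.84 on replicate 1 and 0.72 on replicate 2. In the mean profile the lowest and highest levels were -0.40 and 0.78. They became -0.18 and 0.09 with normexp background correction and -0.26 and 0.56 with a 2 Mb window, each a change beyond the spread between the rats. The correlation between the rats over the 25 fragments was 0.79.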

**Figure 6.**
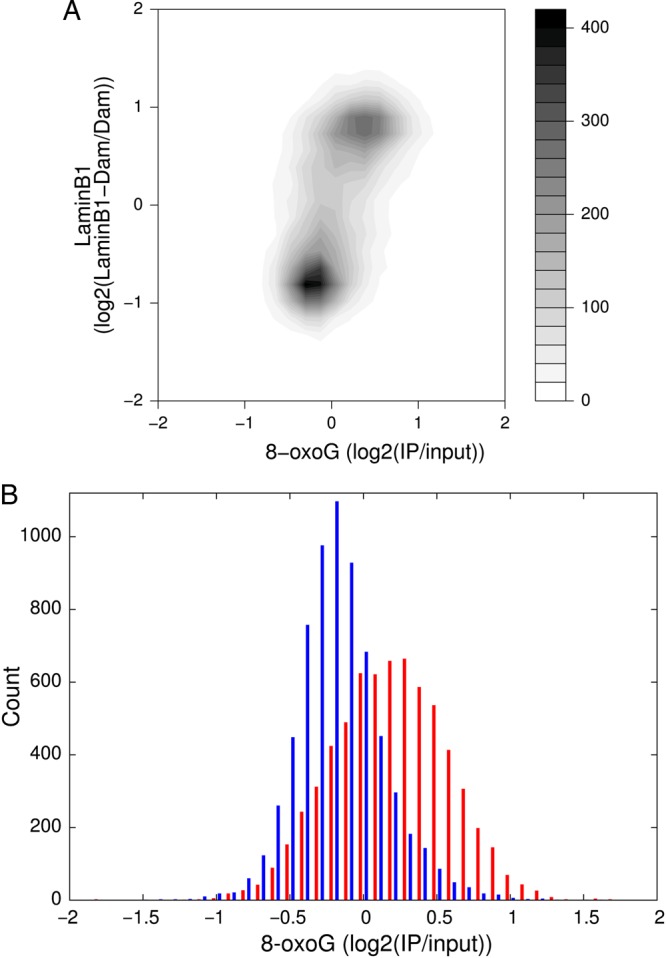
Correlation between 8-oxoG and LADs profiles. (A) A contour plot of averaged values of 8-oxoG and lamin B1 levels in 200 kb genomic fragments. (B) Histograms of averaged values of 8-oxoG in 200 kb genomic fragments. The fragments are grouped into two subsets using the averaged lamin B1 value of 0 as a cut-off. Sets with high and low contents of lamin B1 are shown in red and blue, respectively.

To confirm the significance of this trend, we evaluated the chance to obtain such differences in 8-oxoG levels in negative and positive lamin B1 groups by randomly assigning lamin B1 levels to genomic fragments. We iterated this procedure 1,000 times and confirmed that such differences do not occur by chance (*z*-score = 55; *P* < 10^−10^).

To further confirm that the observed correlation is not due to an artefact of using lamin B1 profile obtained from mouse embryonic fibroblasts transferred to rat genome but irrespective of cell types, species, and fragment size for averaging, we conducted the same analysis by using lamin B1 data for the following samples: mouse astrocytes, mouse nueral progenitor cells, mouse embryonic stem cells, and human Tig3 lung fibroblasts.^31,37^ According to the previous paper,^35^ 71% of the genomic regions are similar among different cell types in terms of LAD localization. This can be divided into two parts: the genomic regions that are constitutively classified as LADs (constitutive LADs) (33%) and the genomic regions that are always LAD free (constitute inter-LADs) (38%). By transferring the data for each cell types to rat genome, and also by changing the fragment size to 50 and 500 kb, we always obtained similar patterns of distributions to that of mouse embryonic fibroblasts with the fragment size for averaging of 200 kb, indicating that the observation that the excess of 8-oxoG in LAD regions is not affected by the data source to be transferred to rat genome and the fragment size for averaging, but rather found to be a robust feature of 8-oxoG distribution (Supplementary Fig. S3).

## 4. Discussion

The first study of the genome-wide distribution of 8-oxoG has been performed for human lymphocytes using *in situ* immunodetection.^21^ The study has shown that 8-oxoG is unevenly distributed in the genome but follows a specific pattern; the distributions are similar in different individuals.^21^ In our previous study, we have successfully determined the distribution of 8-oxoG along chromosomes in mouse kidney cells at low resolution; we have used DNA immunoprecipitation with the 8-oxoG-specific antibody and cloning followed by Sanger sequencing.^22^ Both studies obtained low-resolution profiles (∼10 Mb). In the present study, we improved our previous procedure^22^ to achieve considerably higher resolution by adopting DNA immunoprecipitation followed by microarray analysis. Therefore, we obtained the 8-oxoG distribution along rat genome with the average probe interval of 6 kb.

There is a dynamic equilibrium between generation and repair of 8-oxoG modifications; therefore, the distribution observed is a snapshot of such an equilibrium state. The main 8-oxoG repair pathway is the base excision repair (BER). This repair pathway, which involves OGG1, MTH1, and MUTYH enzymes,^38^ exists in a wide range of species from prokaryotes to higher eukaryotes.^39^ Some studies have reported another type of 8-oxoG repair mechanism in *Escherichia coli*, a transcription-coupled repair (TCR)^40,41^ although 8-oxoG is a non-helix-distorting base lesion. Recently, it has been suggested that a similar repair system may also exist in eukaryotes.^42^ If such a system existed in eukaryotes, we would observe a negative correlation between 8-oxoG levels and transcriptional activity. However, we did not observe significant correlation between 8-oxoG levels and gene expression levels. This does not exclude the existence of TCR for 8-oxoG in eukaryotes because 8-oxoG levels in genic regions is rather low compared with gene-poor regions, which makes it difficult to detect subtle, if any, differences. If we increase the 8-oxoG level by artificial oxidative stress, we may be able to see a negative correlation between the 8-oxoG level and transcriptional activity.

There are several possible reasons for the differences in 8-oxoG levels along chromosomes. According to the CT model, gene-rich regions tend to be located towards the interior of the nucleus, whereas gene-poor regions are closer to the nuclear periphery.^24^ The negative correlation observed between the 8-oxoG level and gene density may reflect the spatial architecture of chromosomes in the nucleus. LADs are well-characterized structural features of chromosomes.^31^ Therefore, we focused on the relationship between 8-oxoG and LADs. The distribution profiles of 8-oxoG and LADs are highly similar, suggesting that 8-oxoG is preferentially formed in LADs. This can be interpreted in at least two ways. One possible explanation is that LADs occupy the outermost regions of chromosomes in the nuclear spatial architecture. These regions are more exposed to the external oxidative stresses than the centrally located parts of chromosomes and more likely to be modified (Fig. 7A). This observation is consistent with the ‘bodyguard’ hypothesis proposed by Hsu.^43^ The author argued that heterochromatin localized at the nuclear periphery may protect the centrally located euchromatin against mutagens and other substances that modify chromosomal DNA. Although experimental evidence that directly supports this hypothesis was not provided for a long time,^34^ our observation that 8-oxoG tends to co-localize with LADs is in agreement with the hypothesis. In addition, guanine is known to be susceptible to oxidation because of its low oxidation potential, leading to a speculation that the formation of 8-oxoG may protect other genomic regions from mutagenesis due to oxidative stress.^44^

**Figure 7.**
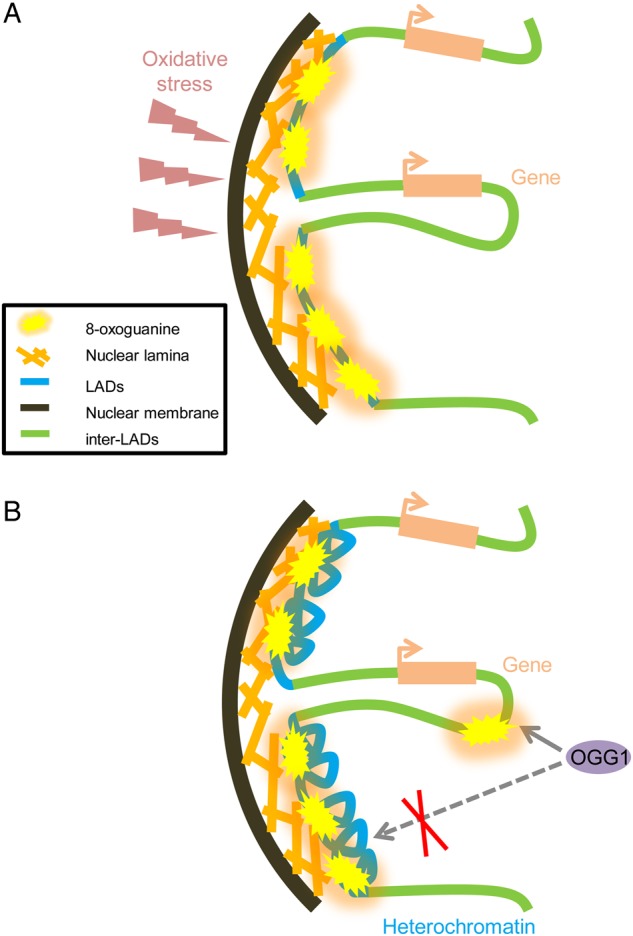
Two models showing the association of 8-oxoG distribution with the relative position in the nucleus. Marks used in the model are described in the panel. (A) Extra-nuclear oxidative stress mainly oxidizes the guanine residues in LADs. (B) Heterochromatin structures in LADs impede the access of repair enzymes, such as OGG1.

Another explanation of the similarity between 8-oxoG and LAD profiles is that the compact structure of LADs may prevent repair components from interacting with these regions (Fig. 7B). It has been shown that LADs are mostly inactive with regard to transcription and other cellular activities and are dominated by suppressive histone modifications such as H3K27me3.^37^ It has been also shown that LADs form heterochromatin.^45^ In heterochromatic regions, the recruitment of enzymes involved in BER, such as OGG1, is blocked; BER is less active in the heterochromatic than in euchromatic regions.^46^

There is a positive correlation between 8-oxoG levels, ageing, and carcinogenesis,^6^ which led us to focus on the detailed distribution of 8-oxoG along the chromosomes. We used normal rat kidney tissue, which is a suitable model for carcinogenesis due to oxidative stress. Rat kidney cancer induced by oxidative reagents, such as FeNTA, has long been used as a model for such cancers.^47,48^ In this model, the development of cancer takes from 1 to 2 years after injecting with FeNTA, which is comparable with the lifespan of a rat. The process resembles the development of cancer in humans to a larger extent than several transgenic mouse cancer models, which develops cancer considerably shorter period of time.^49–51^ Although the rate of cancer development is generally rather lower in rodents than in humans, rats injected with FeNTA develop cancer more frequently than mice after the same treatment.^47,52^ For these reasons, rats seem to be a model species particularly suitable for the analysis of cancer development in humans. We are planning to trace genome-wide changes in the distribution of 8-oxoG under oxidative stress condition to see if 8-oxoG increases in nuclear periphery. This will lead to further experiments about cancer development by measuring the 8-oxoG distributions at different stages of cancer to reveal its role in cancer progression. The data obtained in this study can constitute a basis for further studies in this and related fields.

## 5. Availability

Microarray data are available from the NCBI Gene Expression Omnibus (GEO) (http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE54007.

## Supplementary data

Supplementary data are available at www.dnaresearch.oxfordjournals.org

## Funding

This work was supported in part by a grant-in-aid for research from the Ministry of Education, Culture, Sports, Science, and Technology (MEXT) of Japan (20017017 and 22132005 to M.S.; 221S0001-04 to S.T.) and Kyushu University Interdisciplinary Program in Education and Projects in Research Development (P&P) to M.S. Funding to pay the Open Access publication charges for this article was provided by the Ministry of Education, Culture, Sports, Science and Technology of Japan.

## Supplementary Material

Supplementary Data

# Supplementary material for: Genome-wide Profiling of 8-Oxoguanine Reveals Its Association with Spatial Positioning in Nucleus
**Source:** DNA Res. 2014 Jul 9;21(6):603–12. doi: 10.1093/dnares/dsu023
**Supplement:** Supplementary Data

Genome-wide Profiling of 8-Oxoguanine Reveals Its Association with Spatial Positioning in Nucleus — Genome-wide Profiling of 8-Oxoguanine Reveals Its Association with Spatial Positioning in Nucleus — Supplementary Data 

# Genome-wide Profiling of 8-Oxoguanine Reveals Its Association with Spatial Positioning in Nucleus

## Supplementary Data

Supplementary Data

**Files in this Data Supplement:**

- Supplementary Data - Pdf file

# Supplementary material for: Genome-wide Profiling of 8-Oxoguanine Reveals Its Association with Spatial Positioning in Nucleus
**Source:** DNA Res. 2014 Jul 9;21(6):603–12. doi: 10.1093/dnares/dsu023
**Supplement:** Supplementary Data

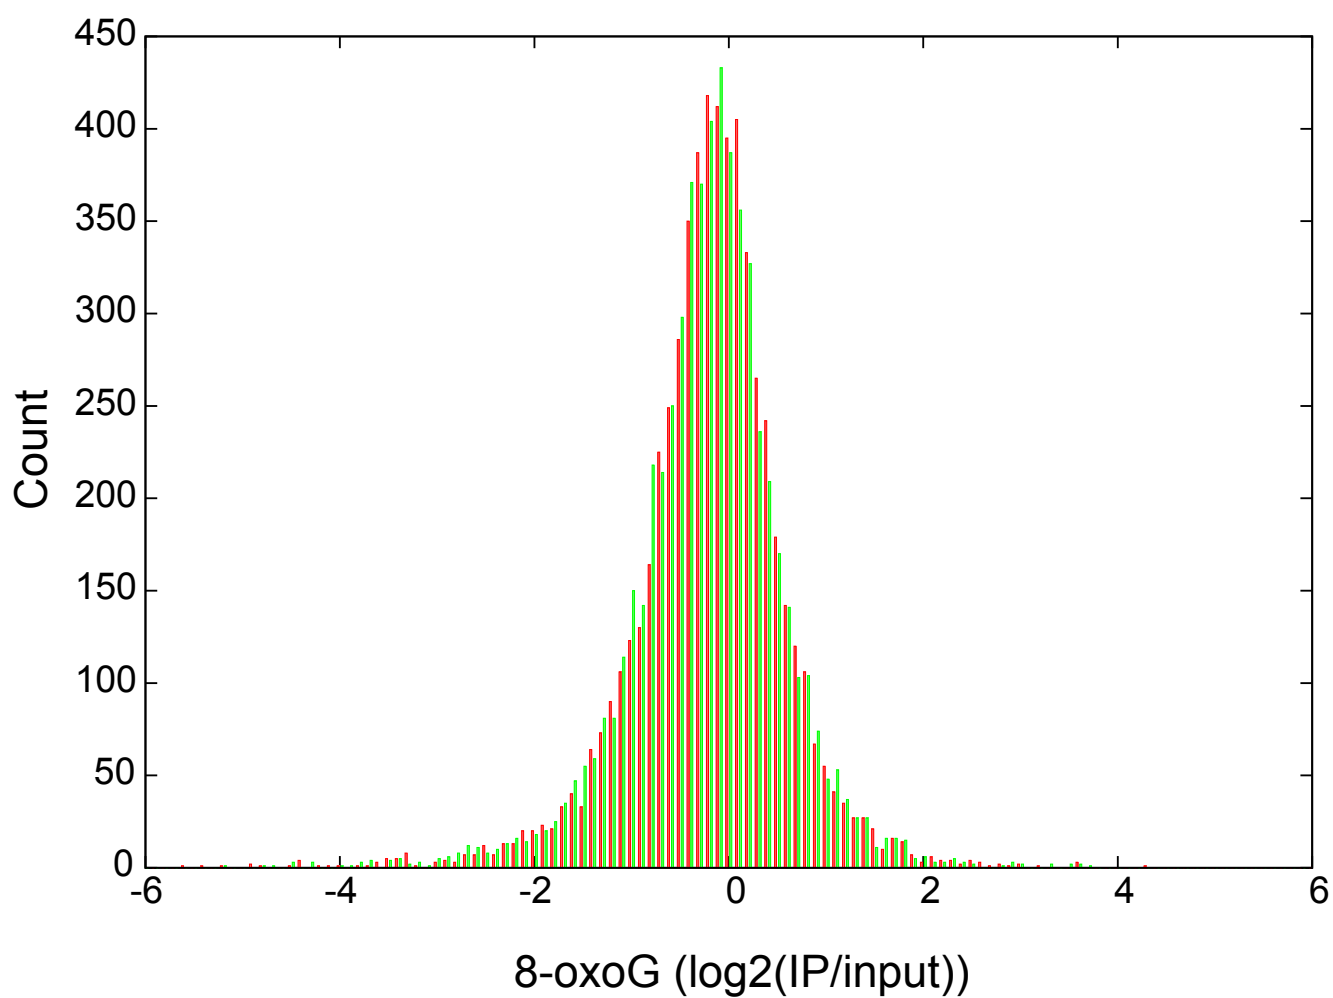

Figure S1. Histograms for the relationships between expression level of genes and 8-oxoG level. The horizontal axis represent averaged log2 intensity of 8-oxoG level measured by CGH array, and the vertical axis represent gene counts. Genes are divided into two groups, i.e., highly-expressed genes (in green) and the lowly-expressed genes (in red).

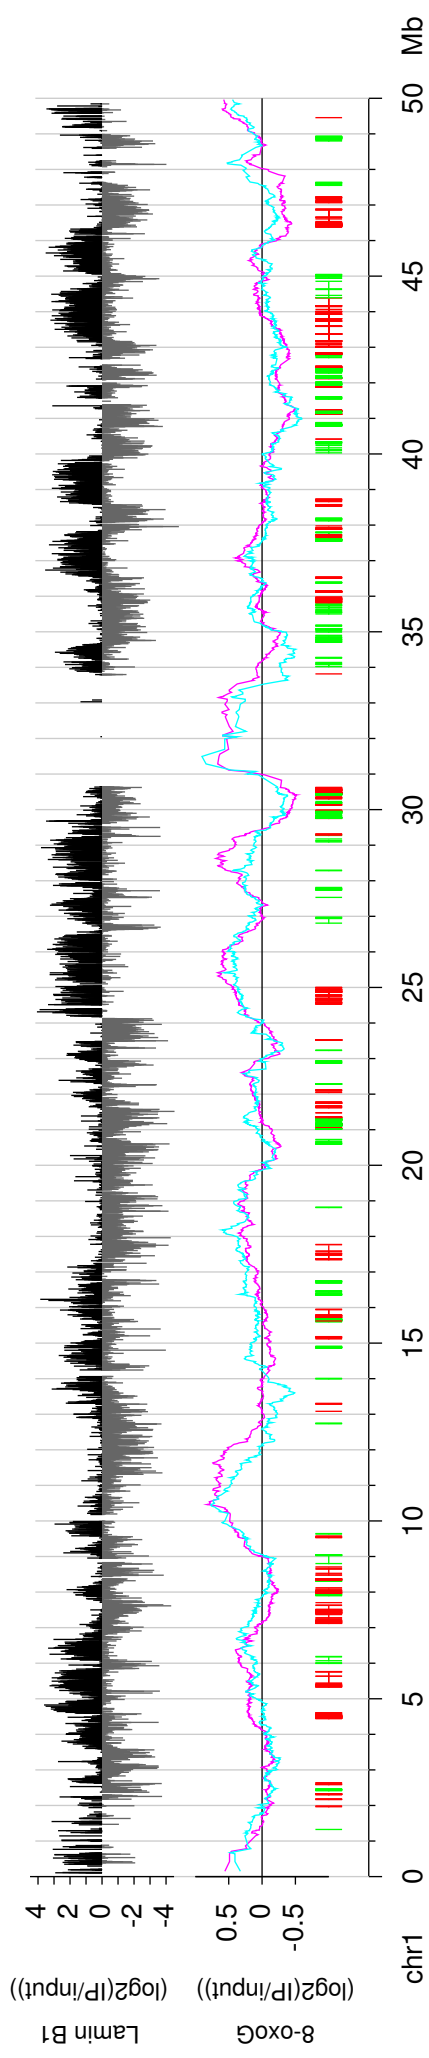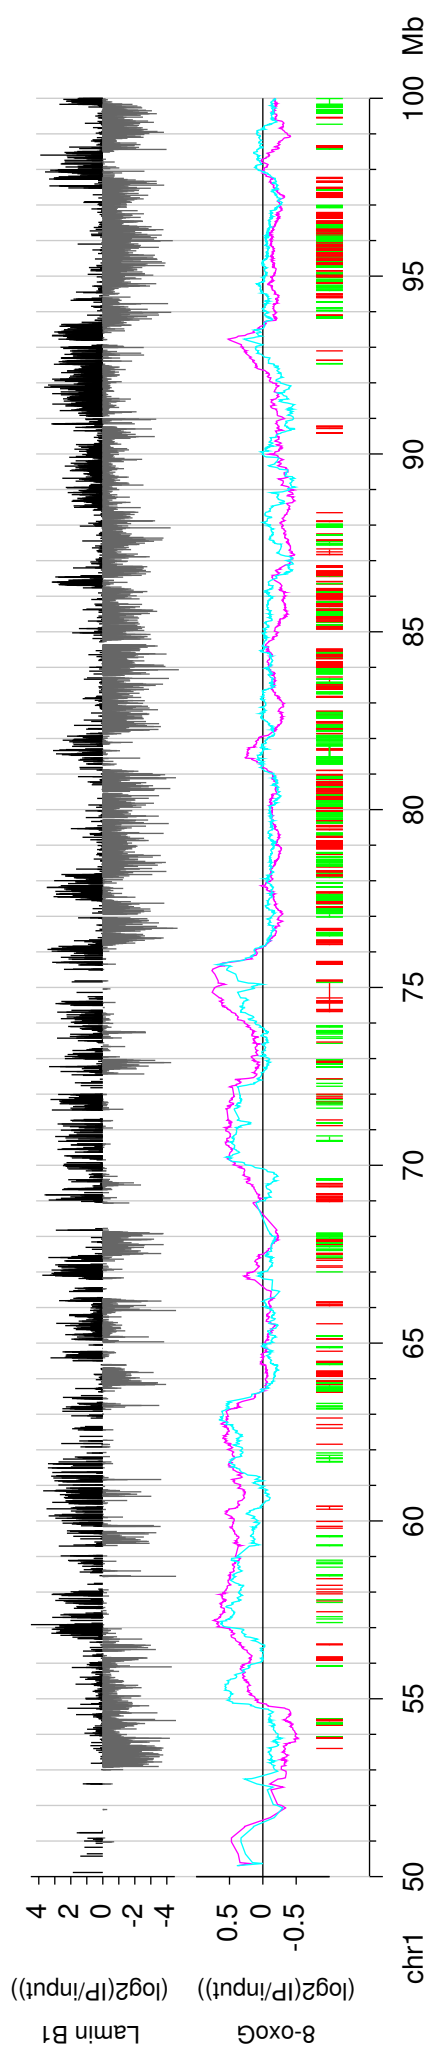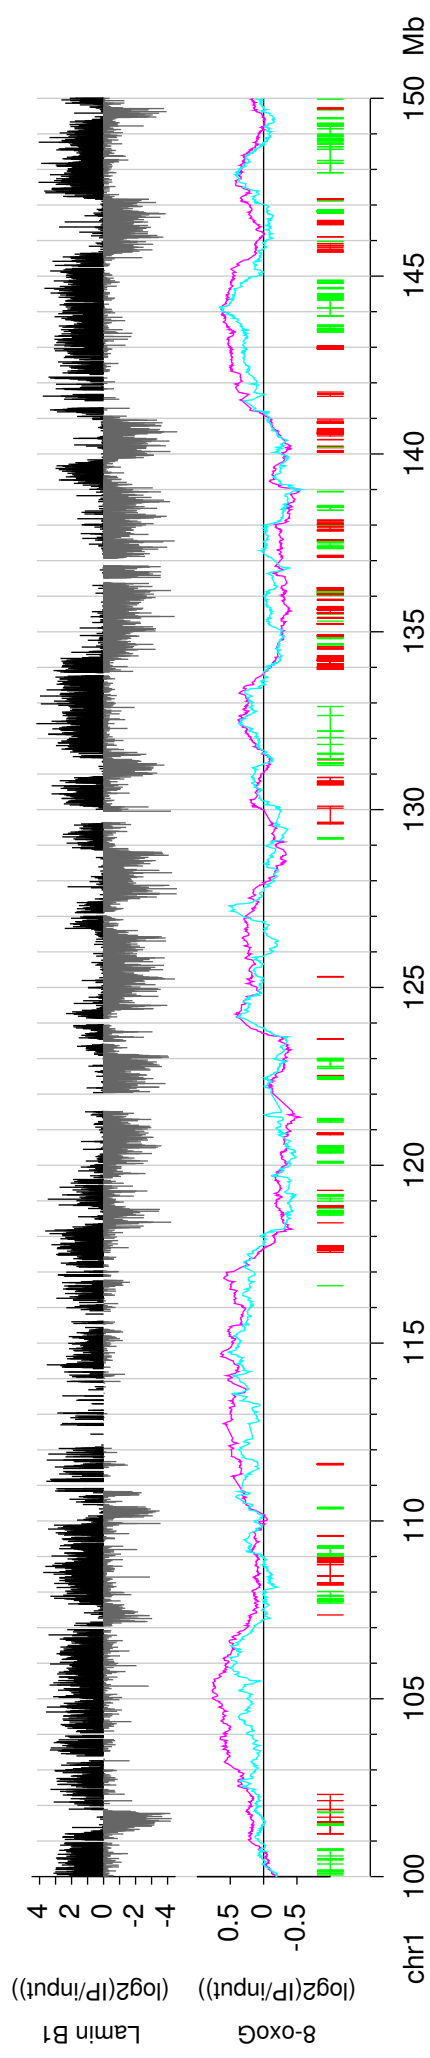

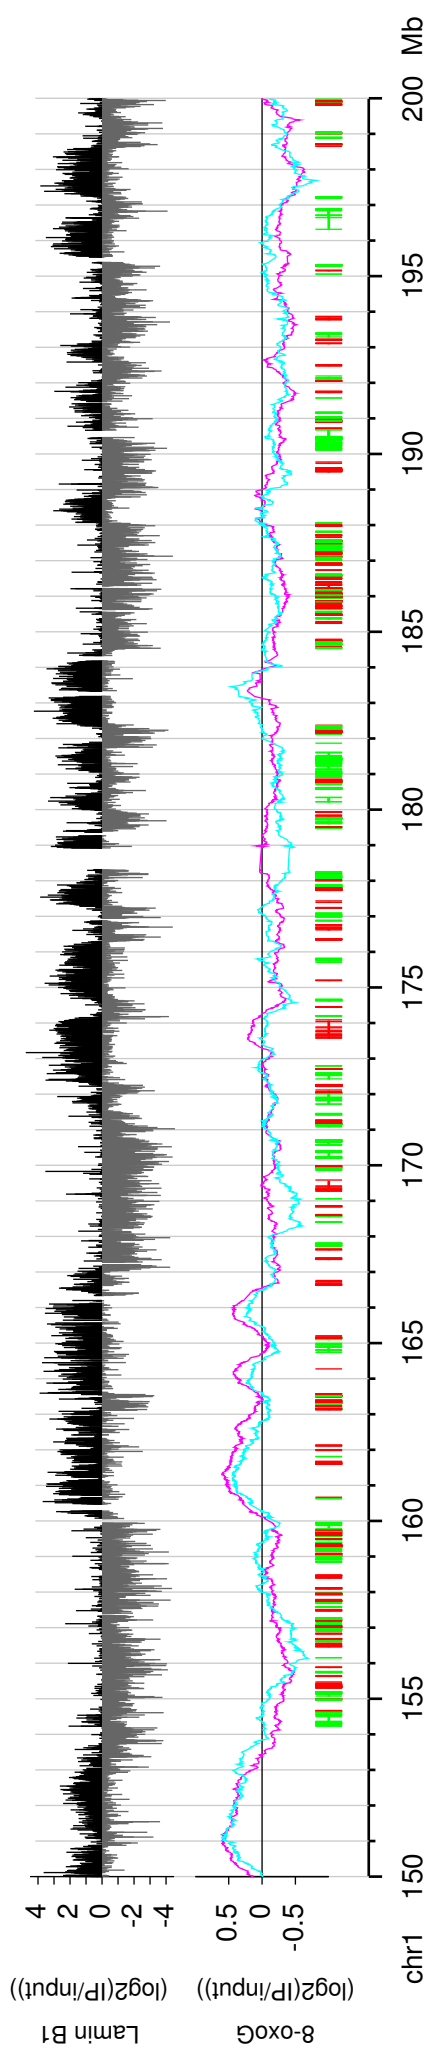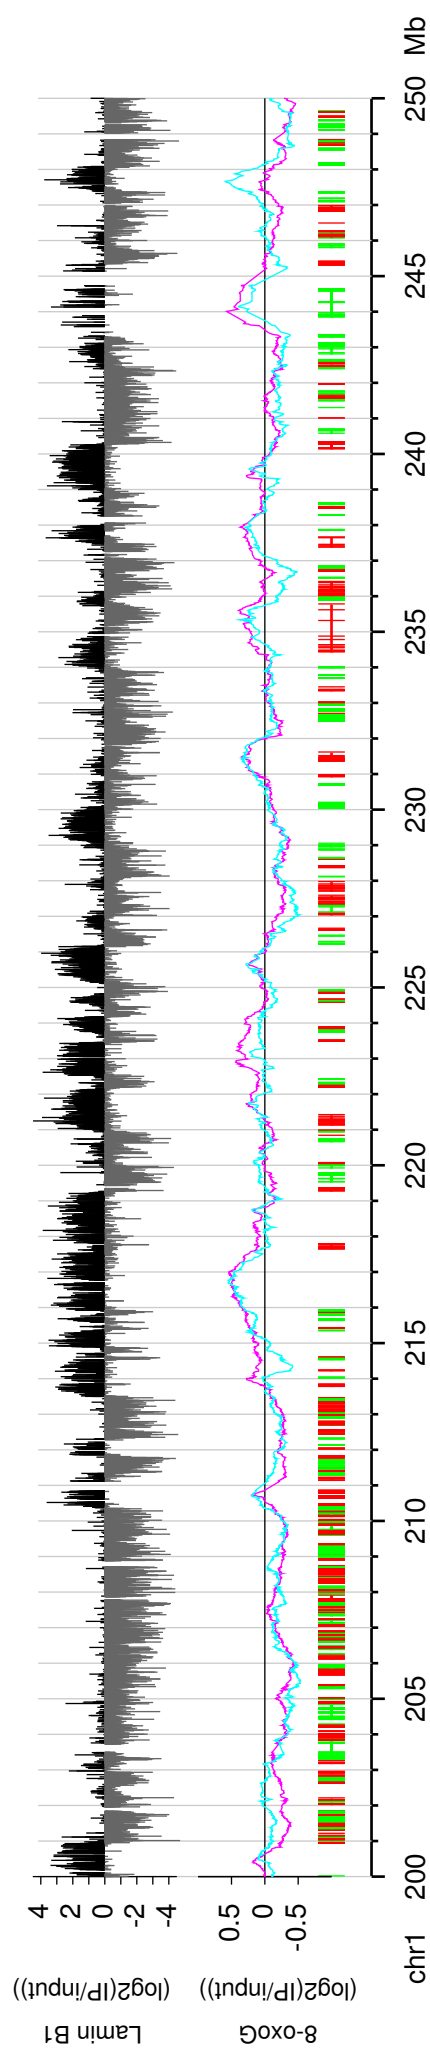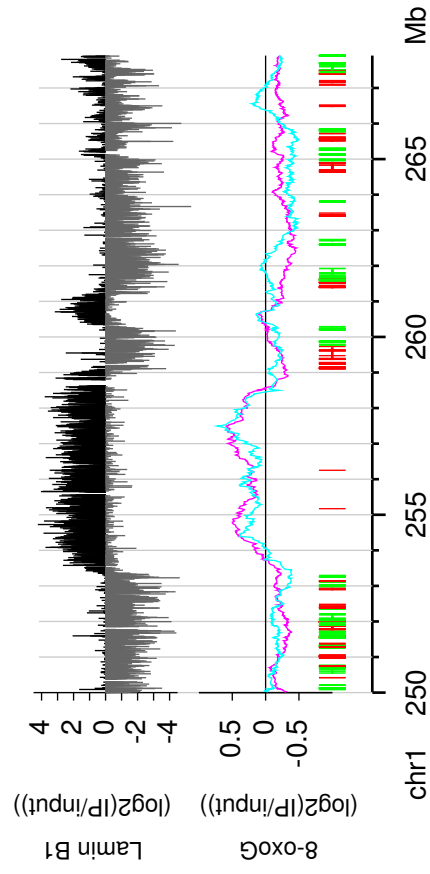

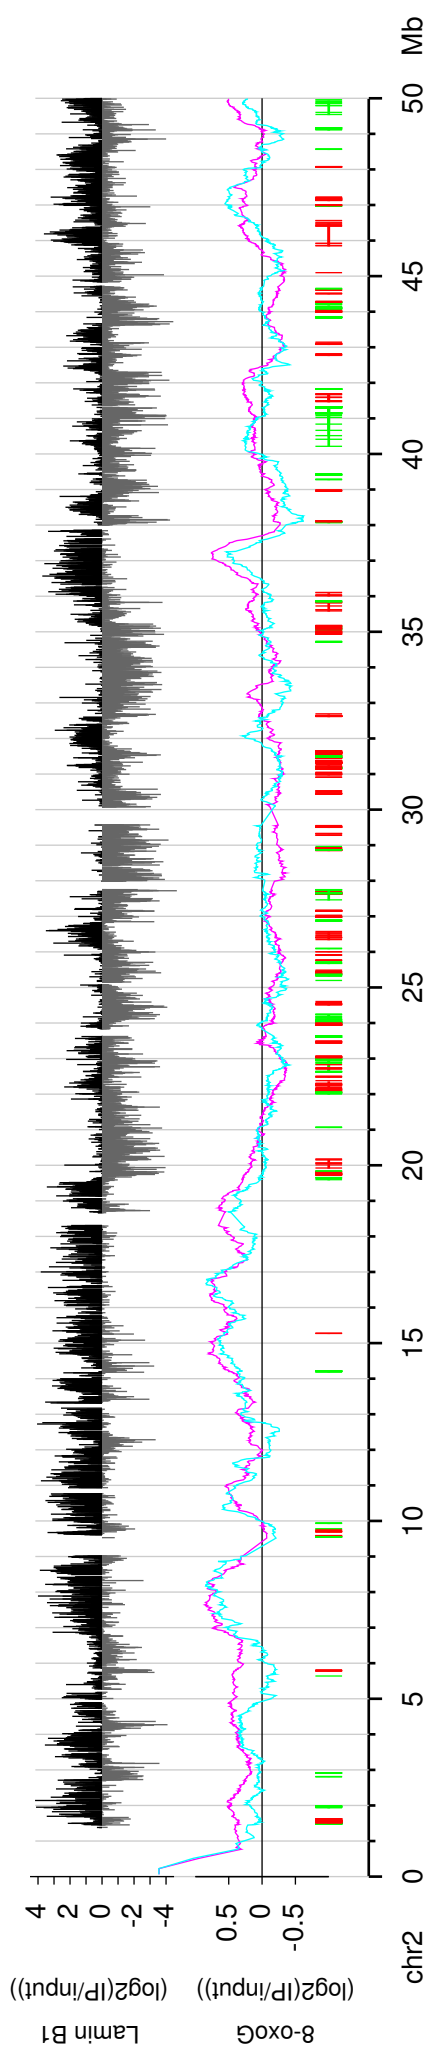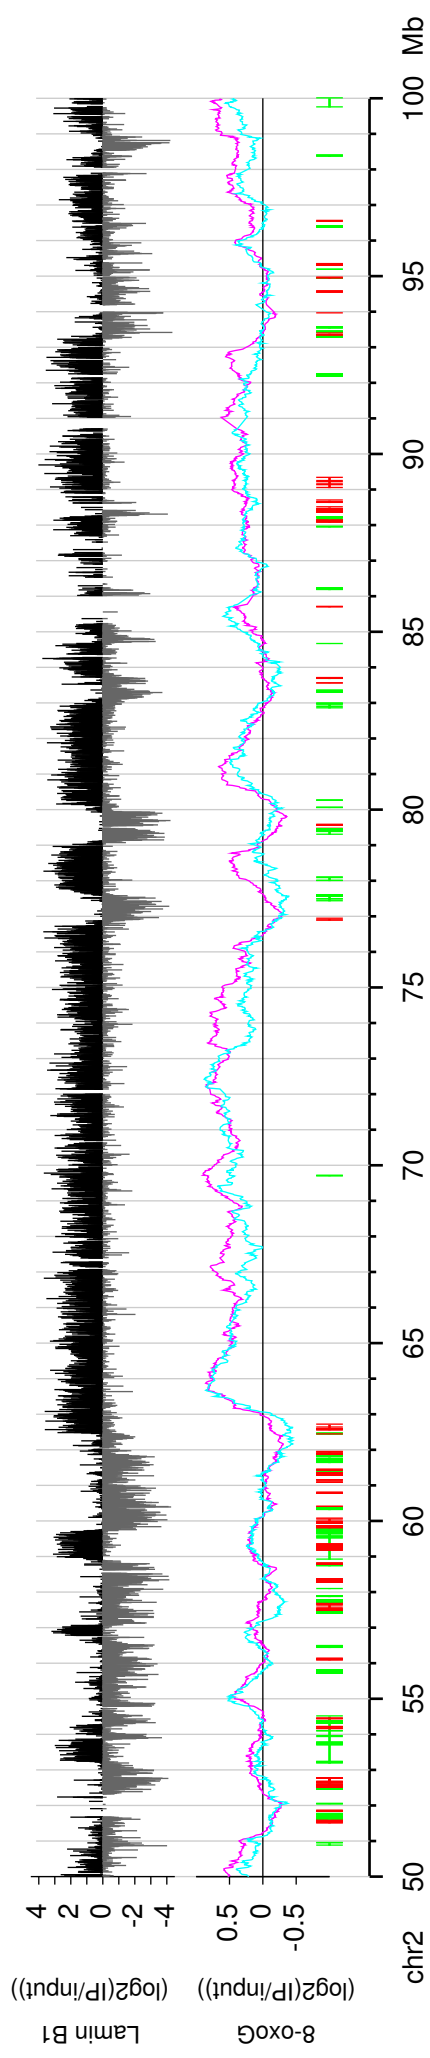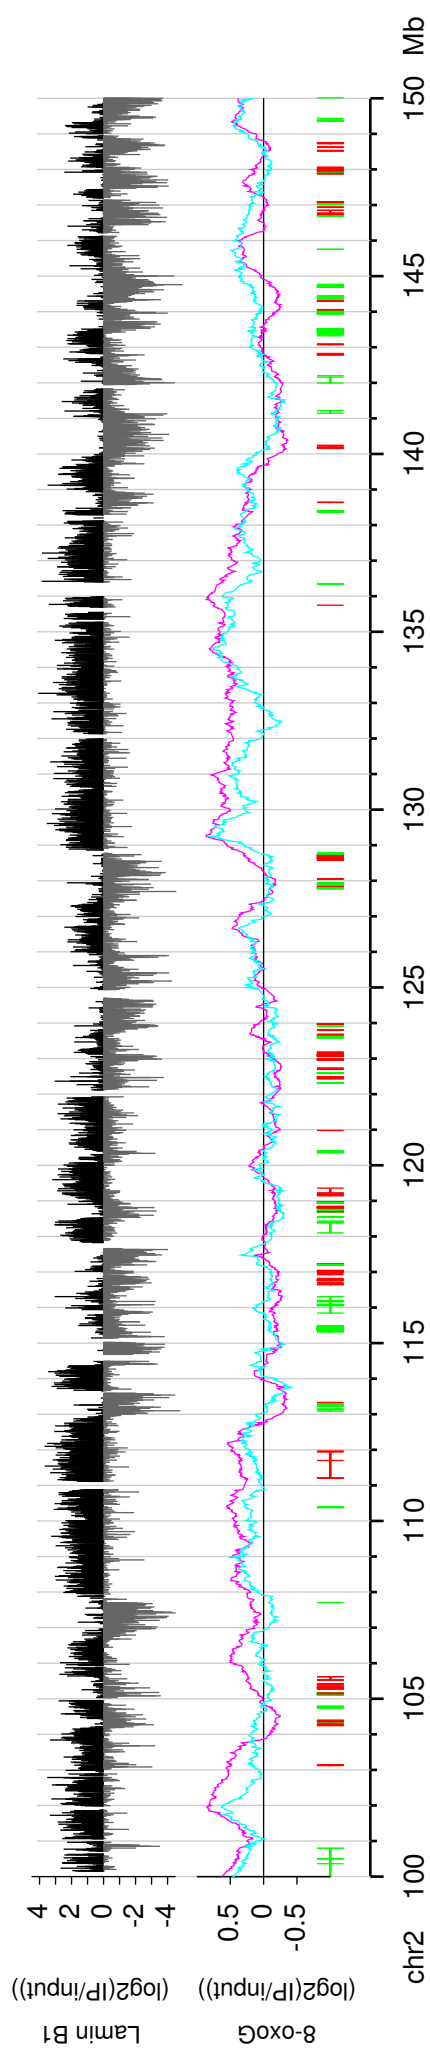

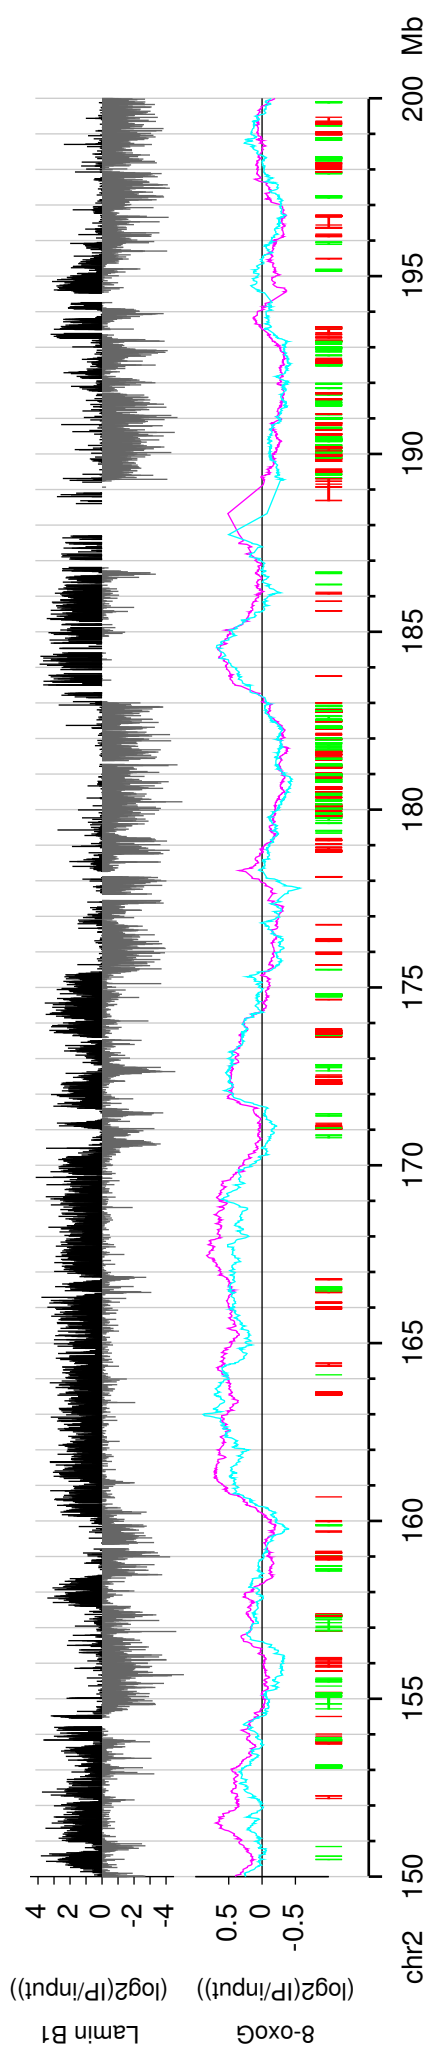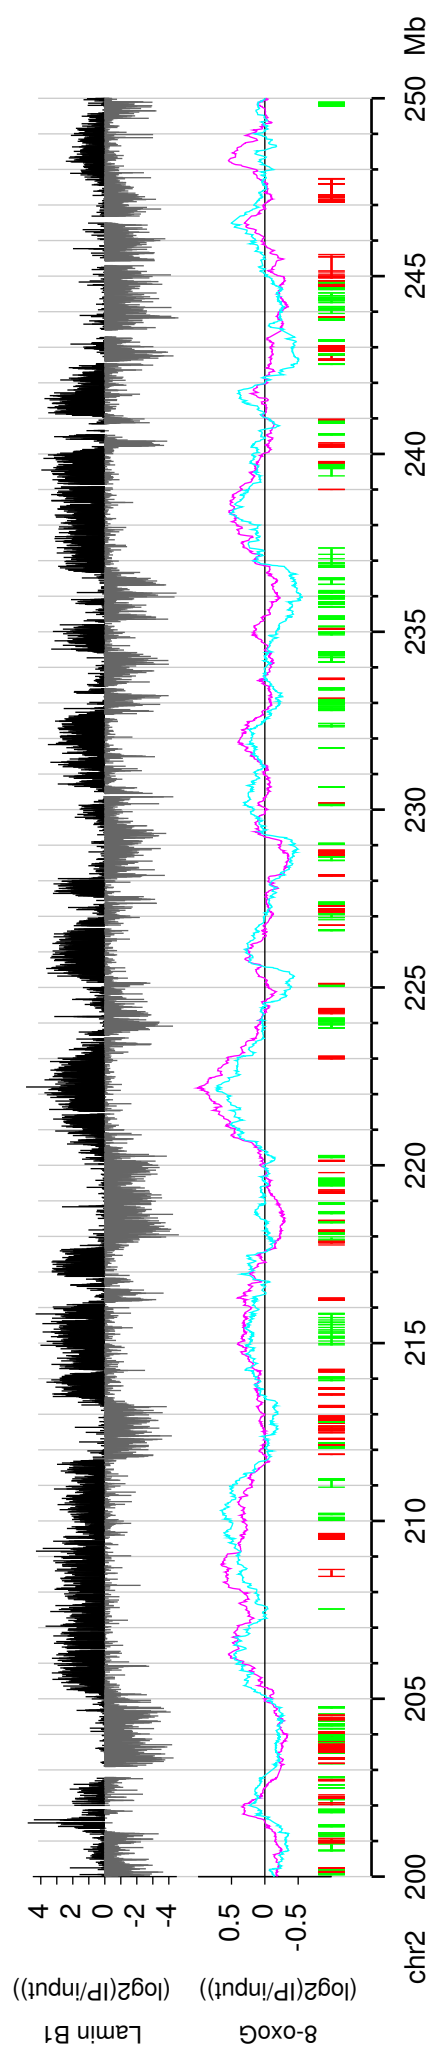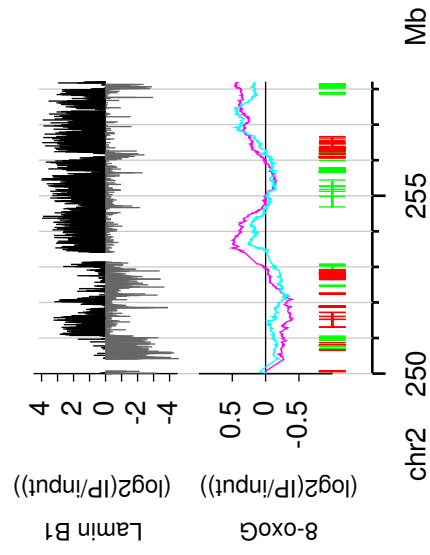

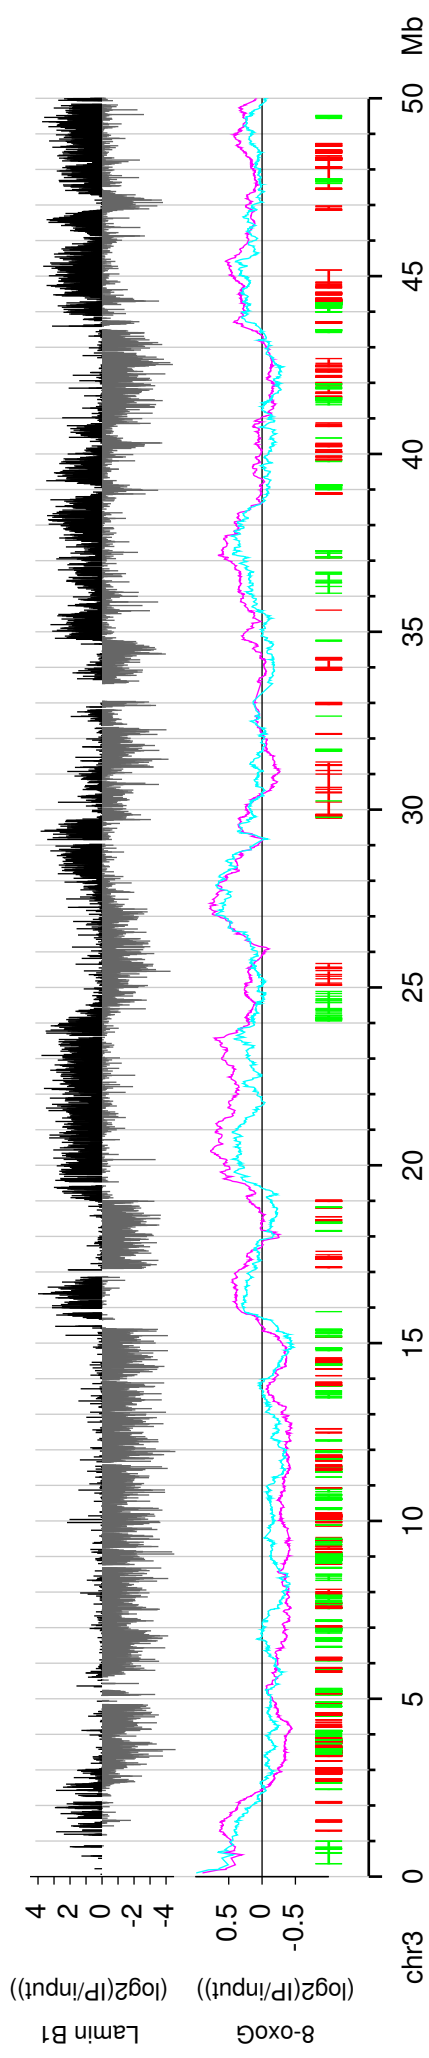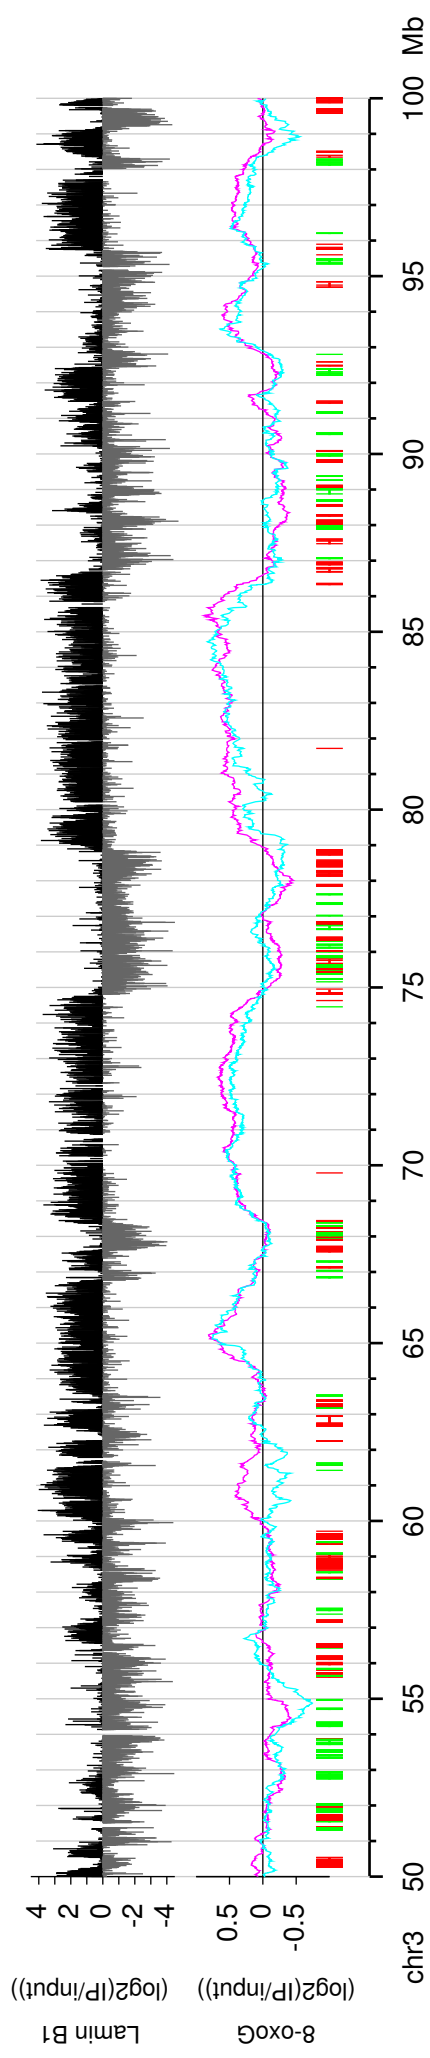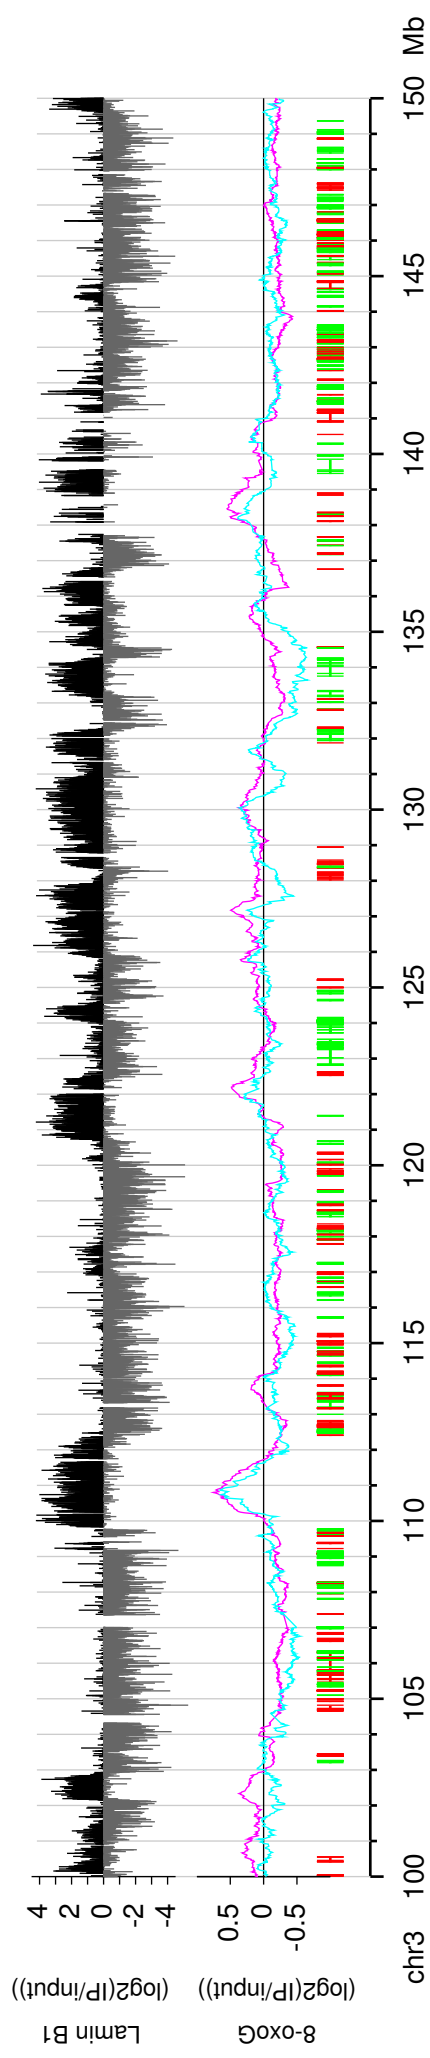

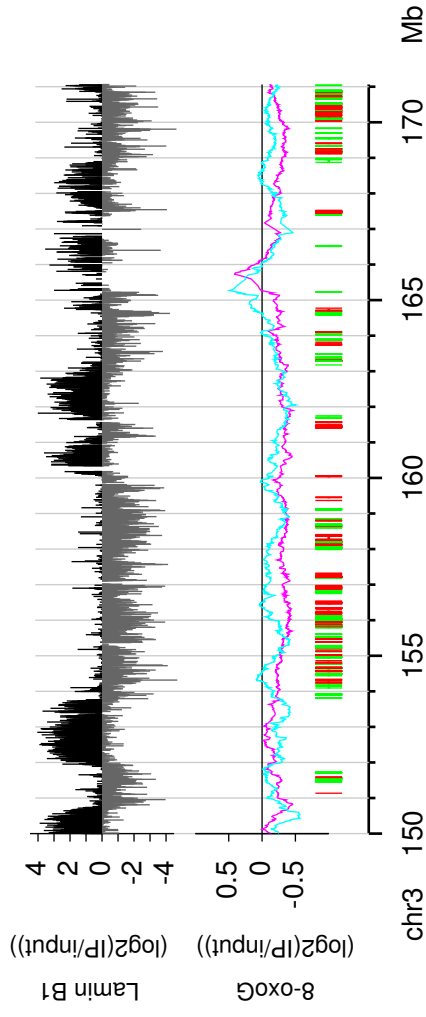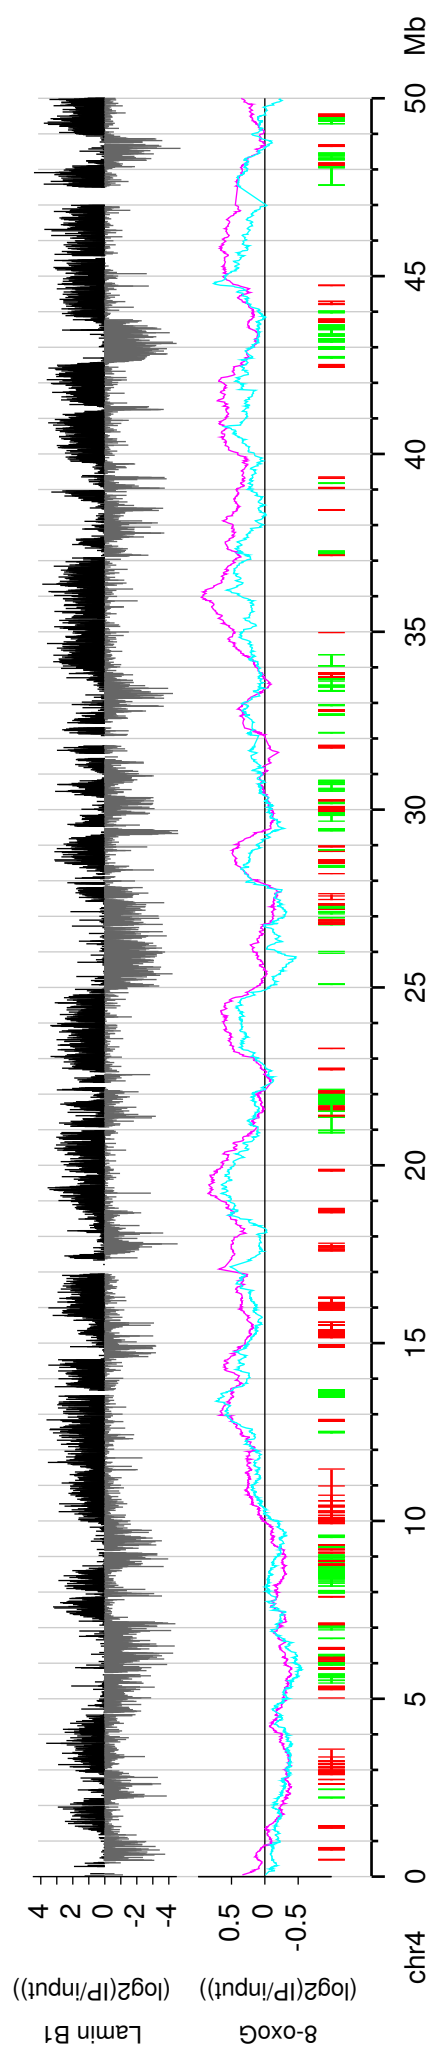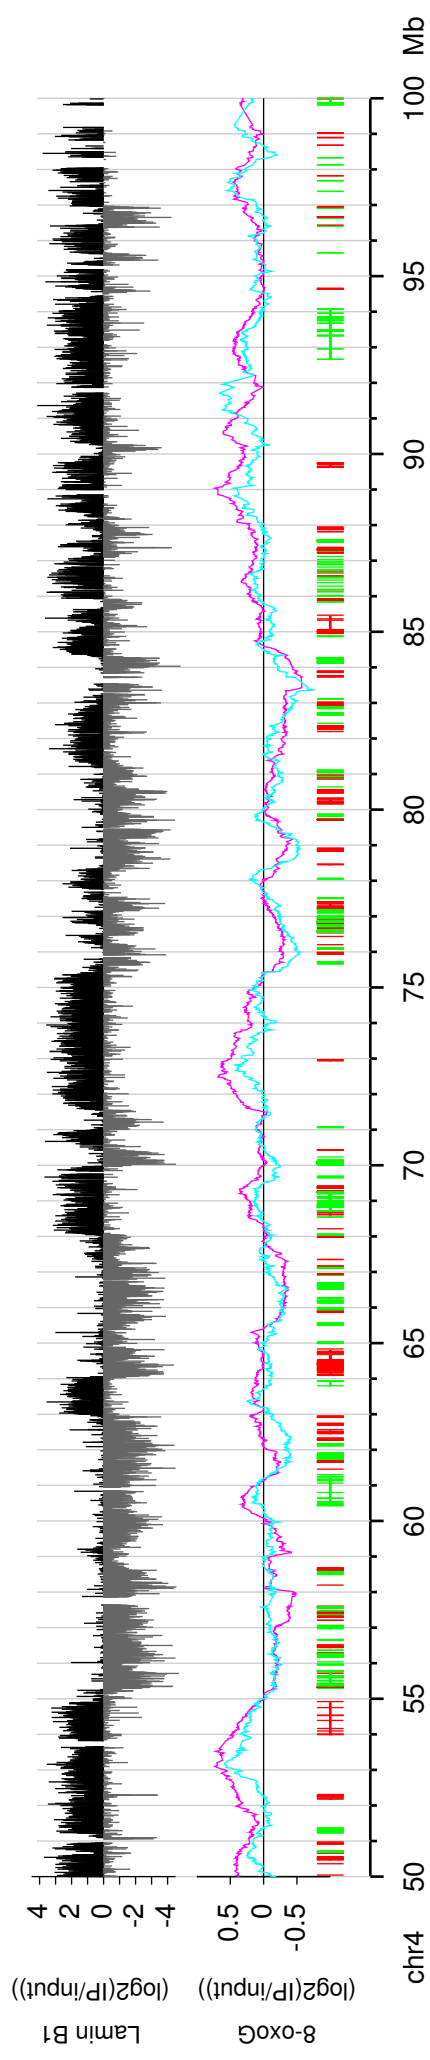

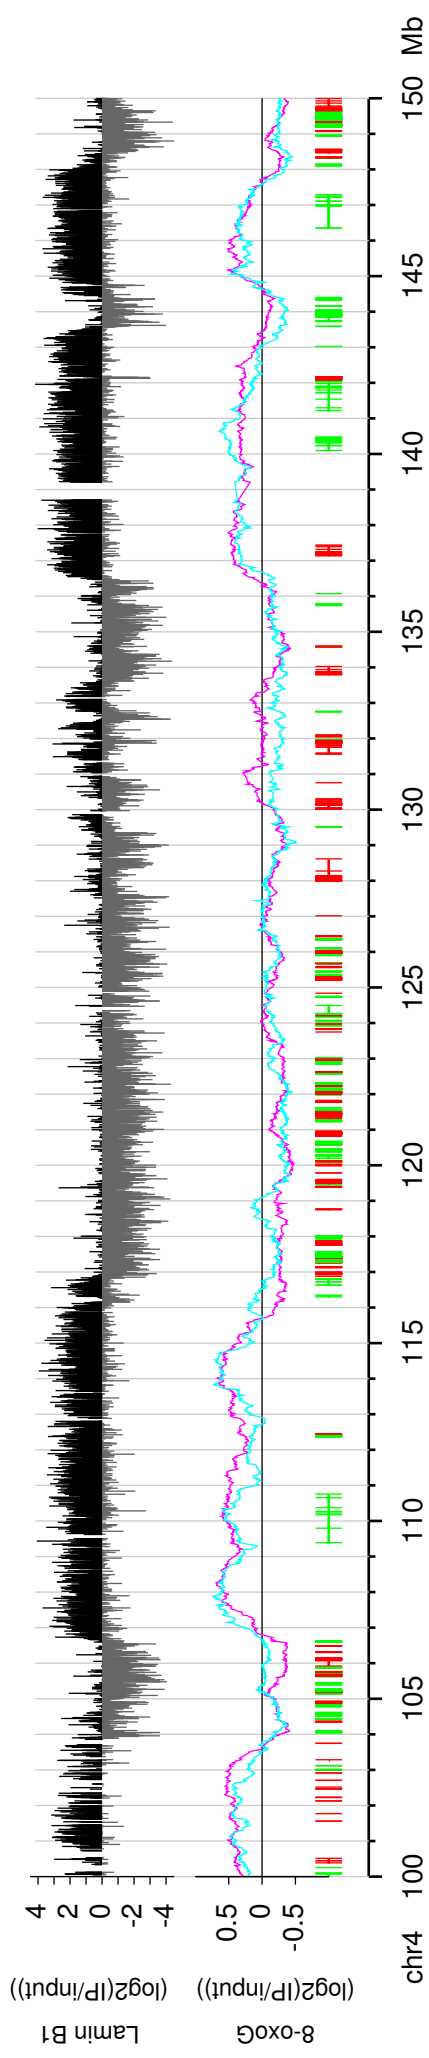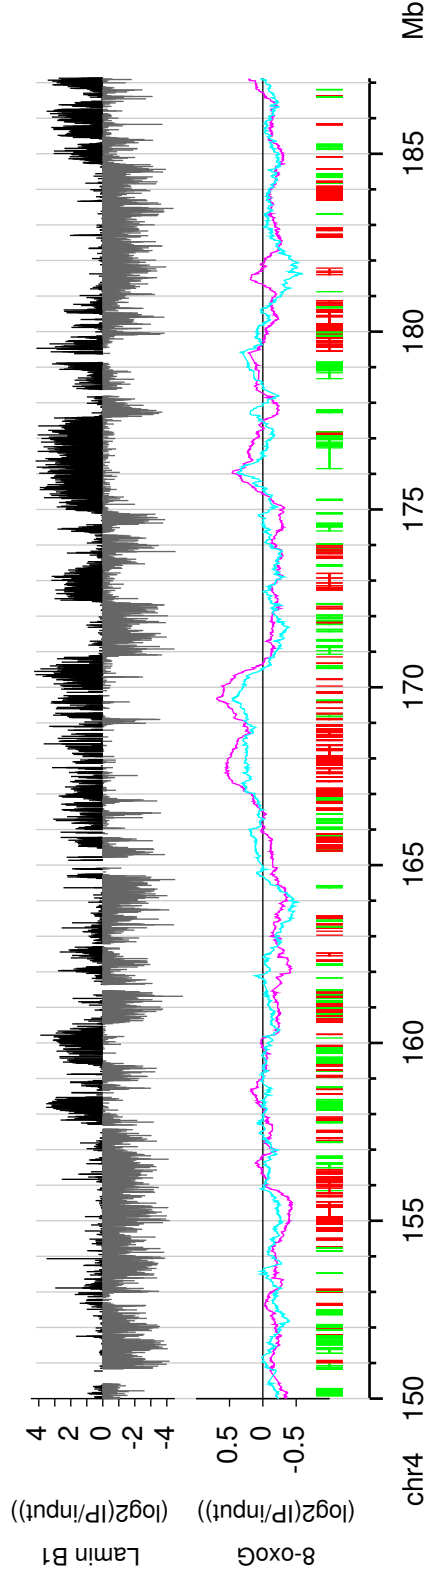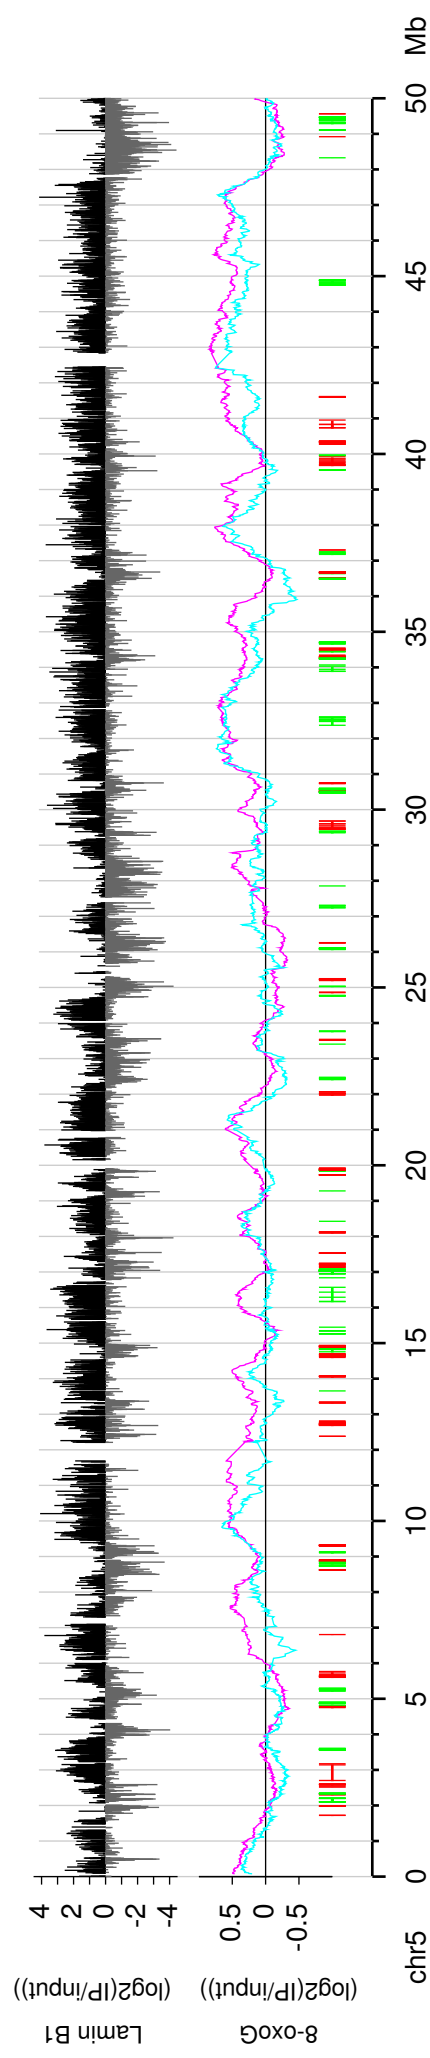

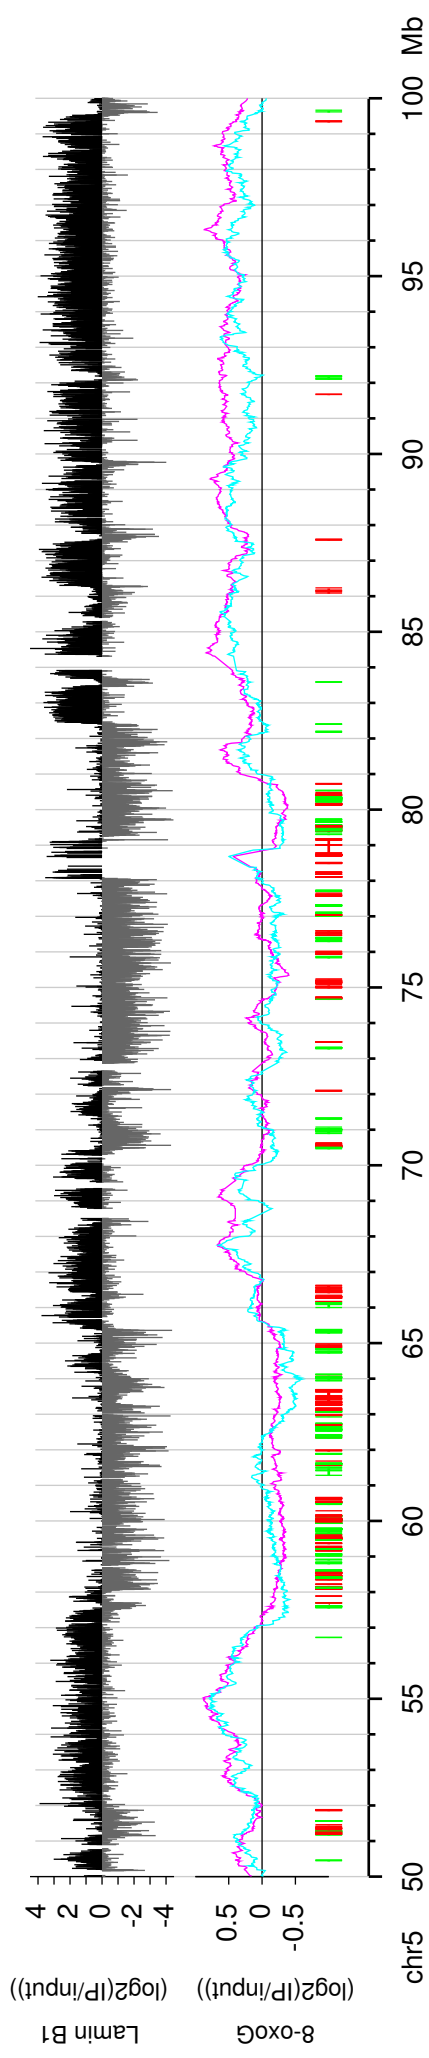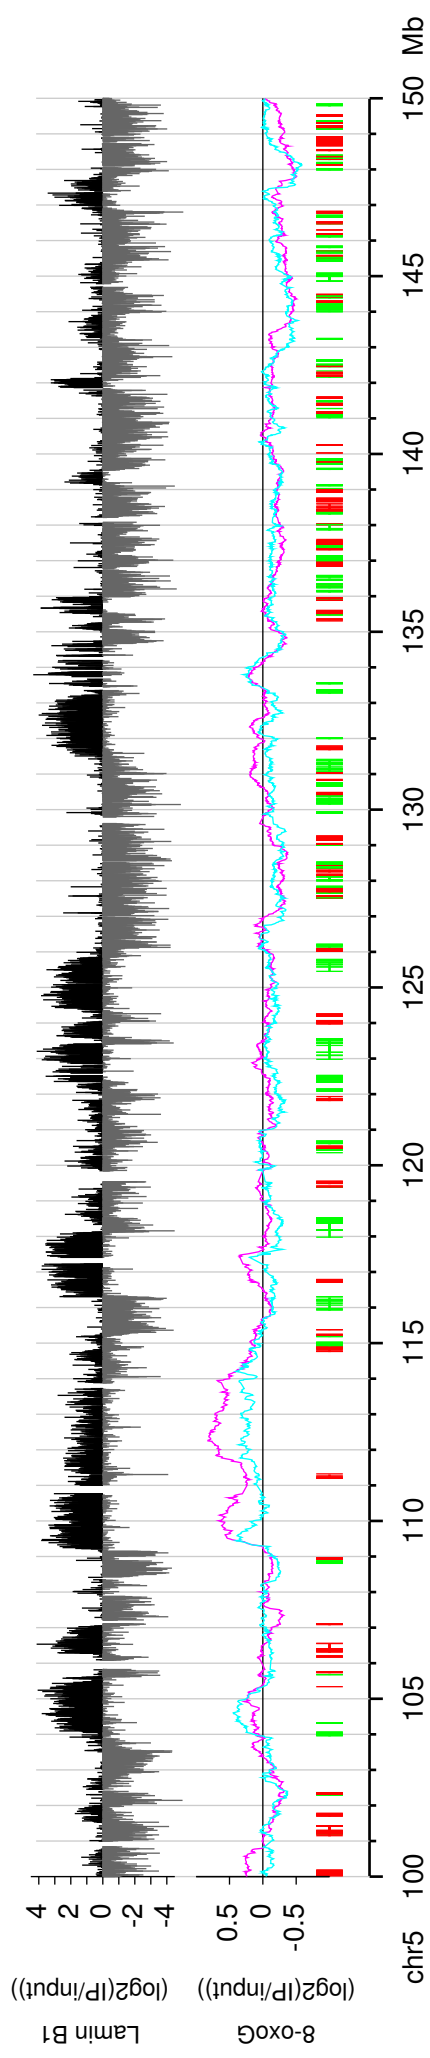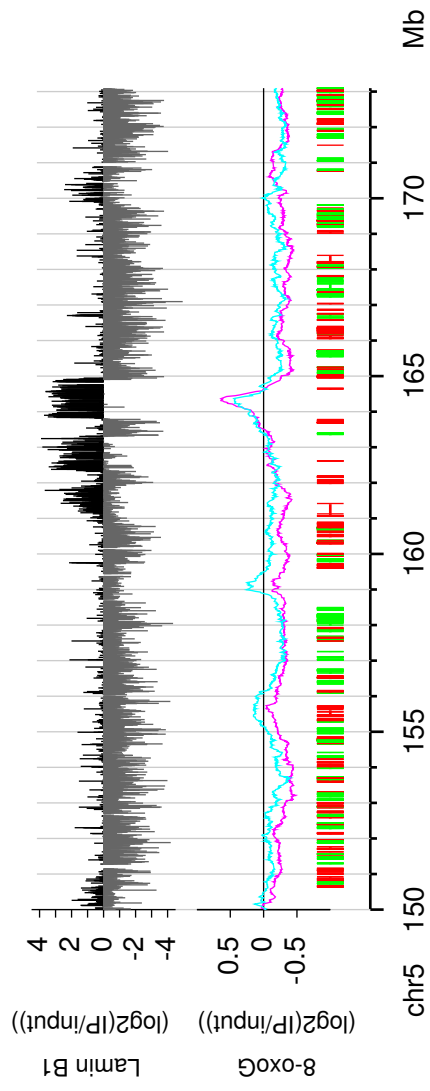

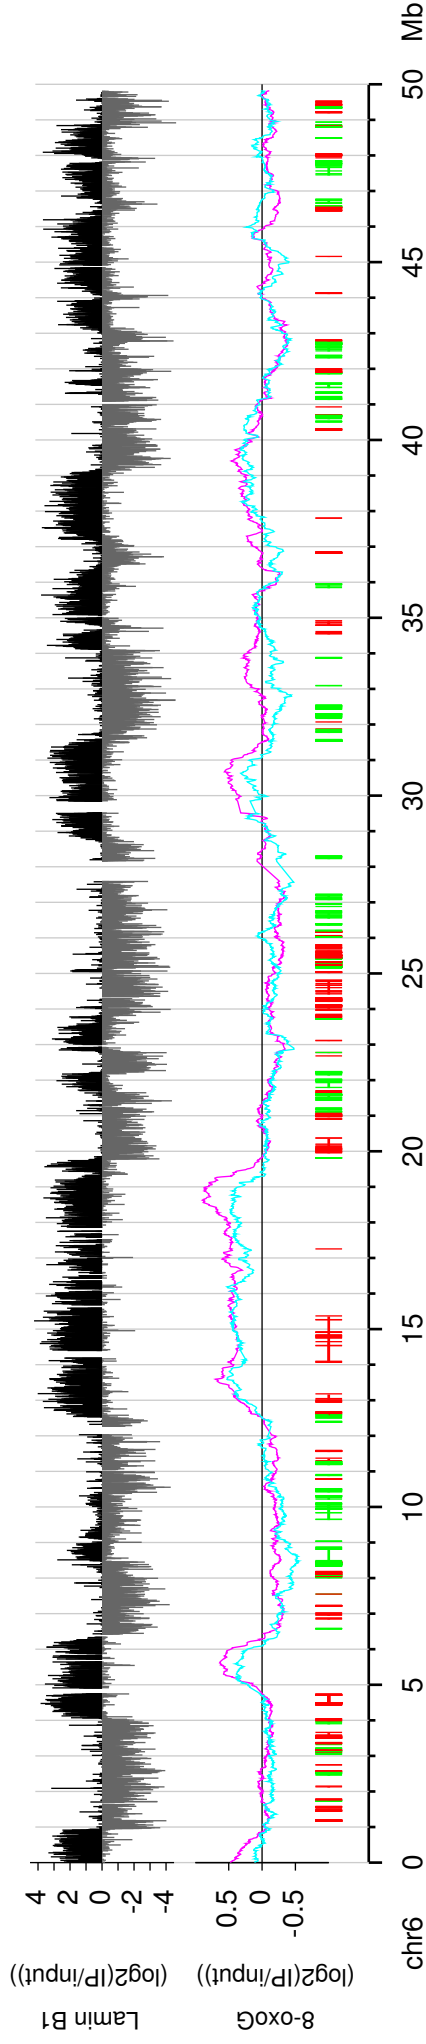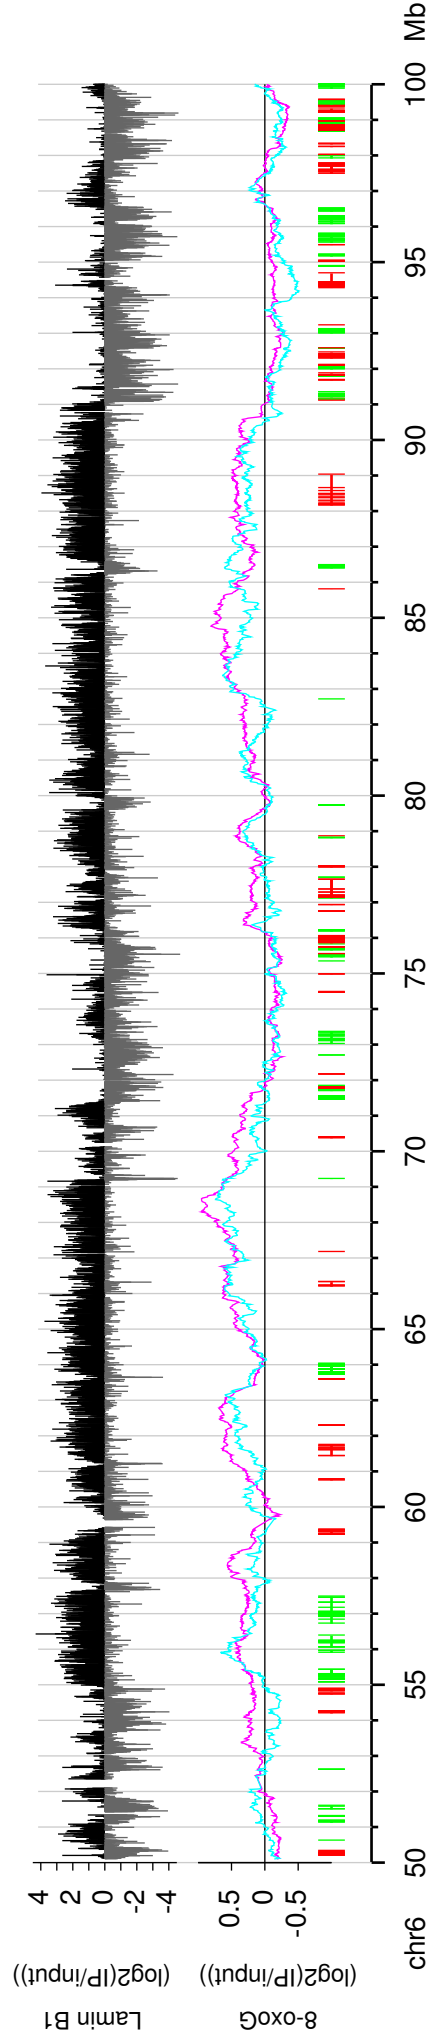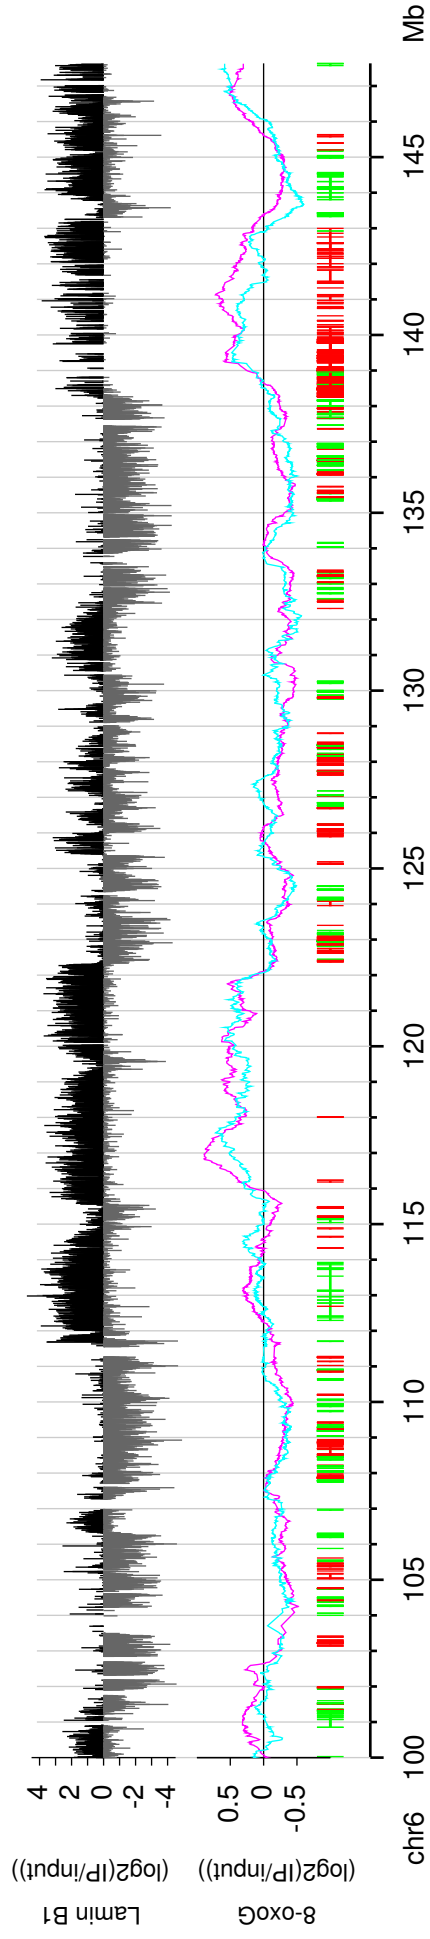

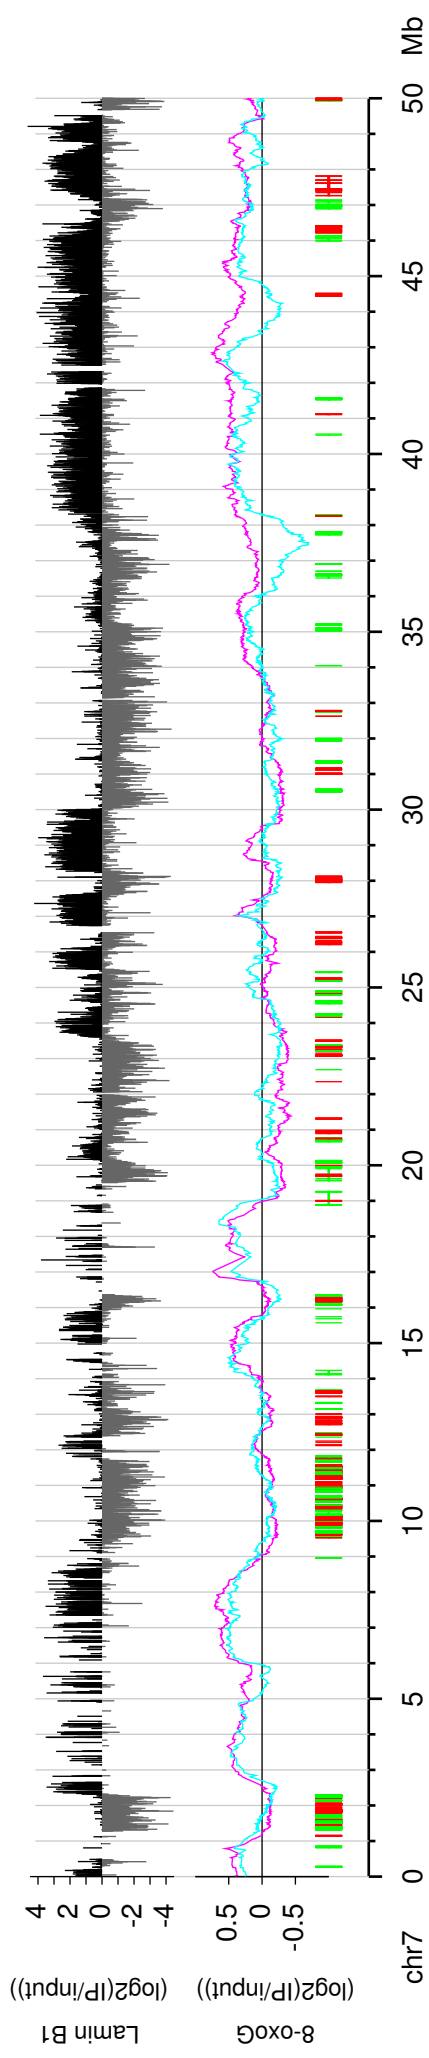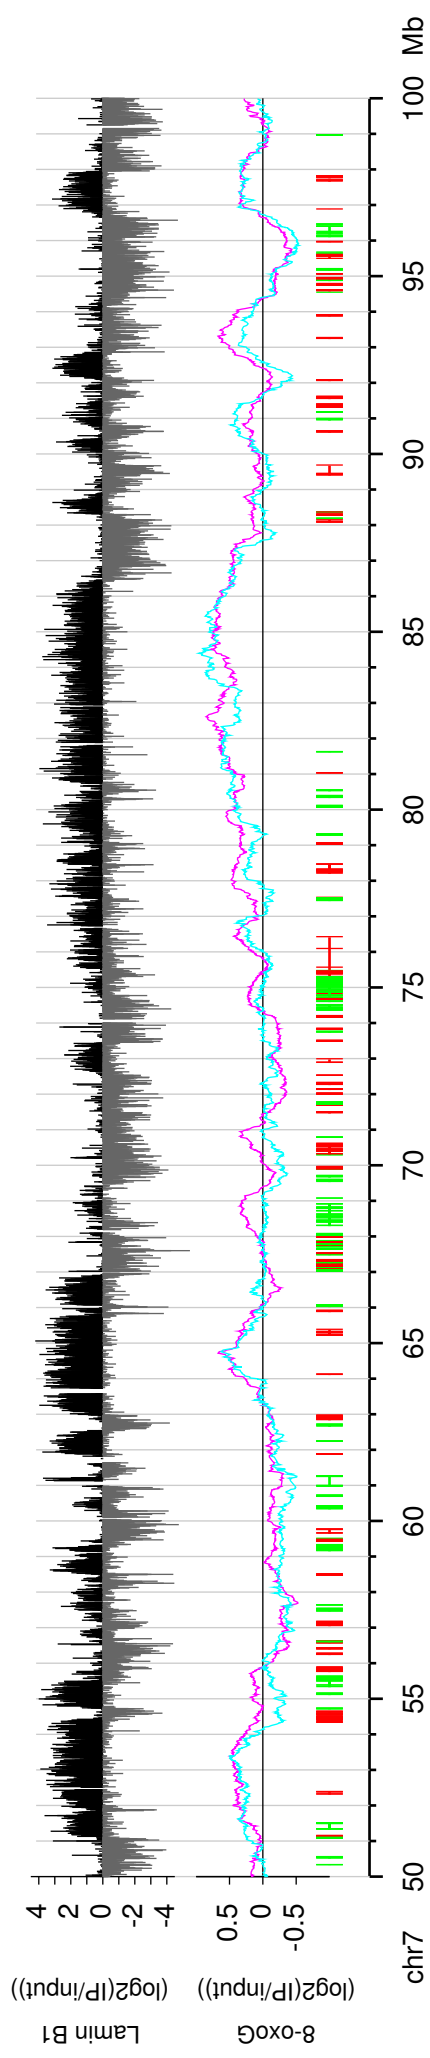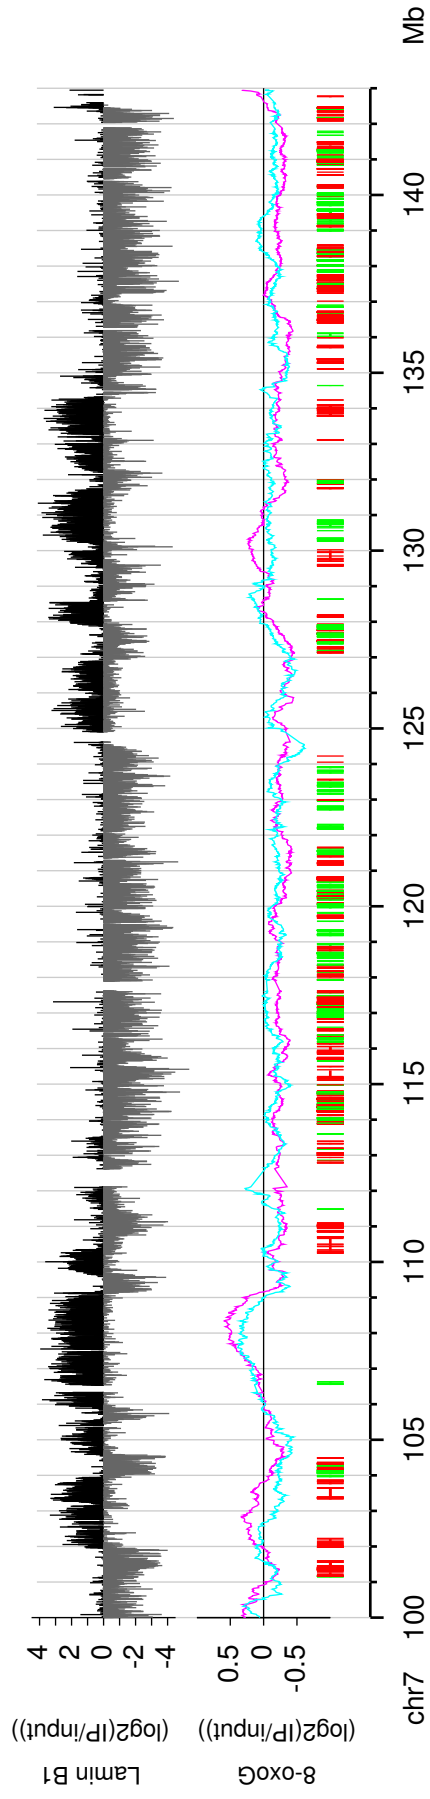

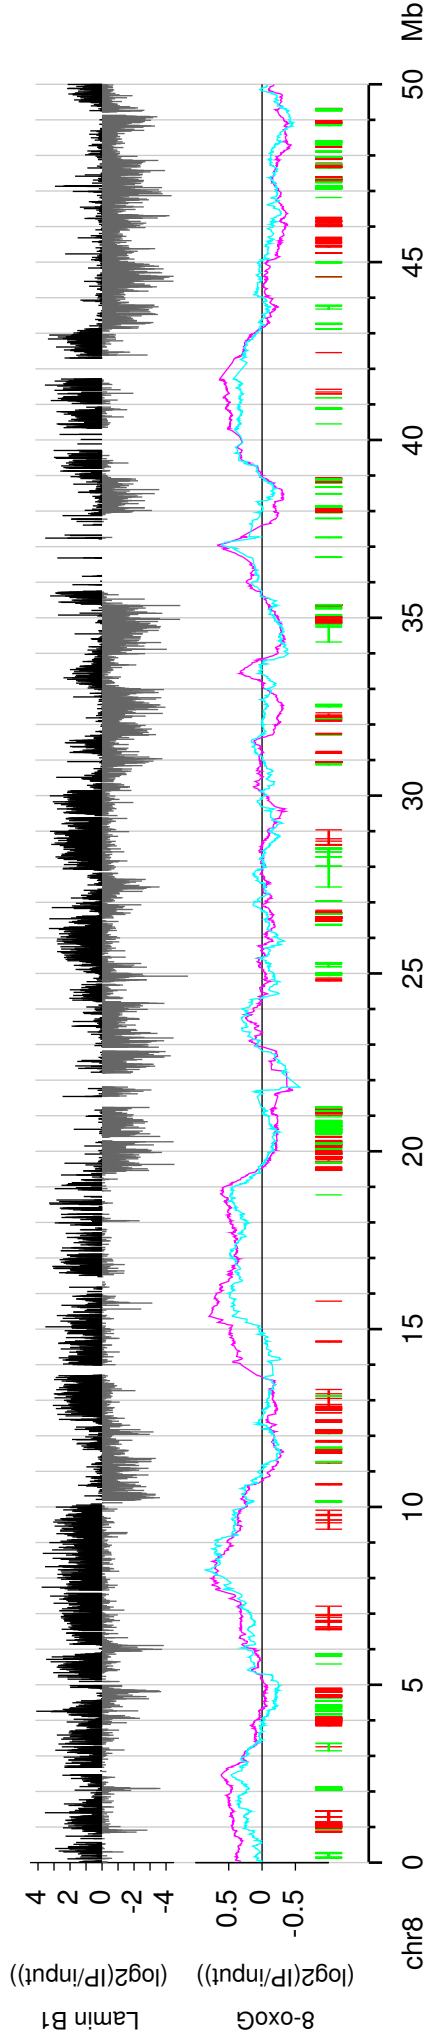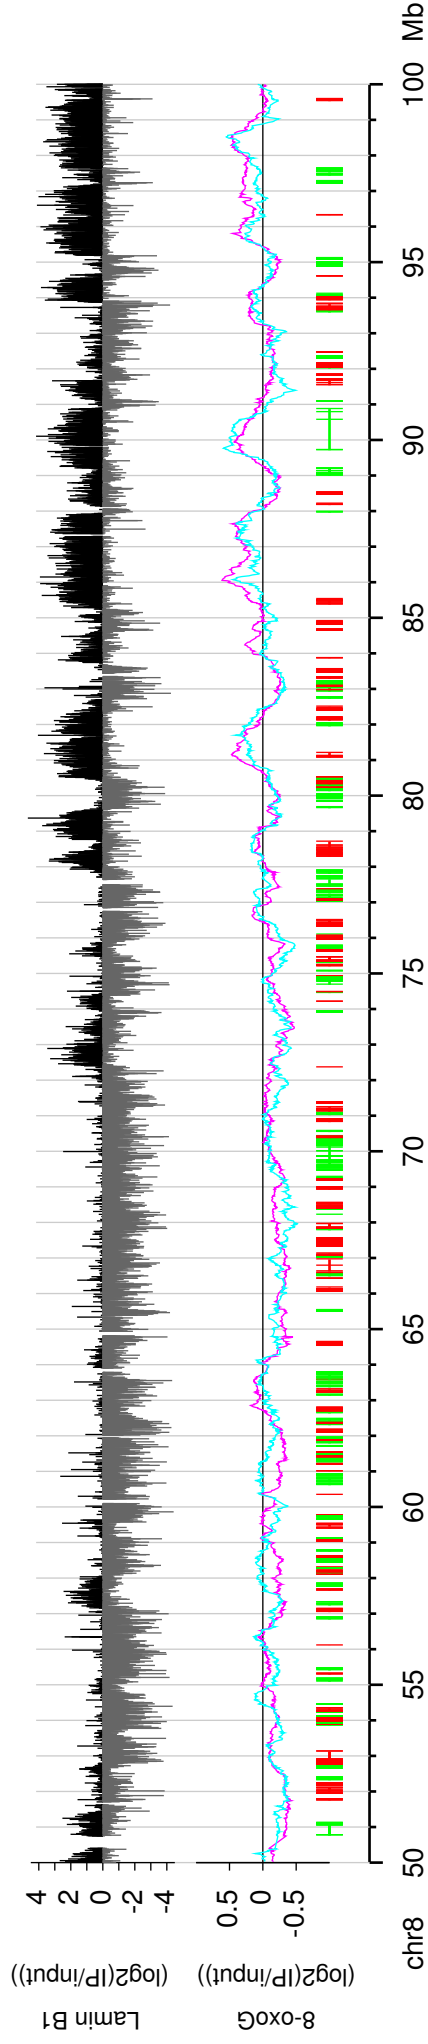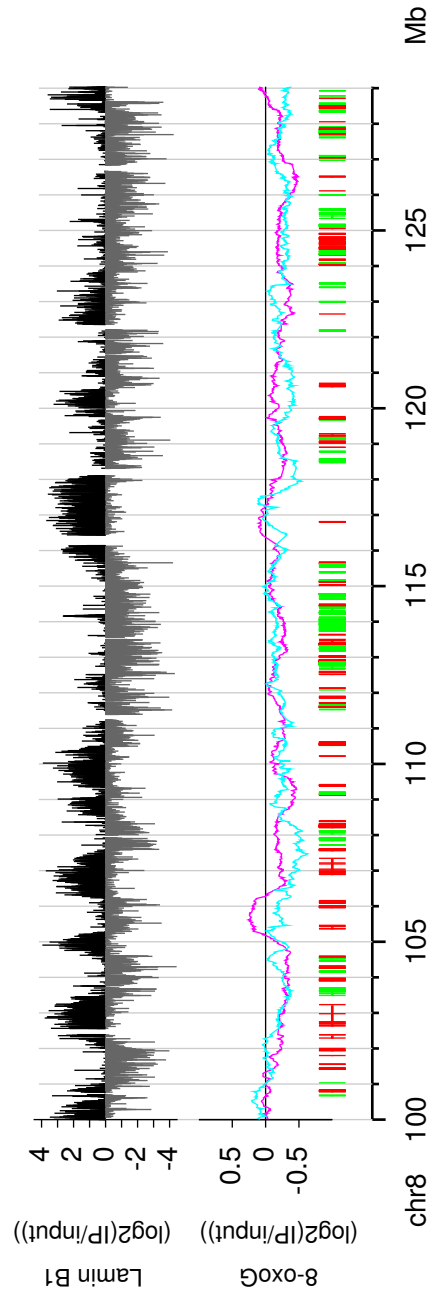

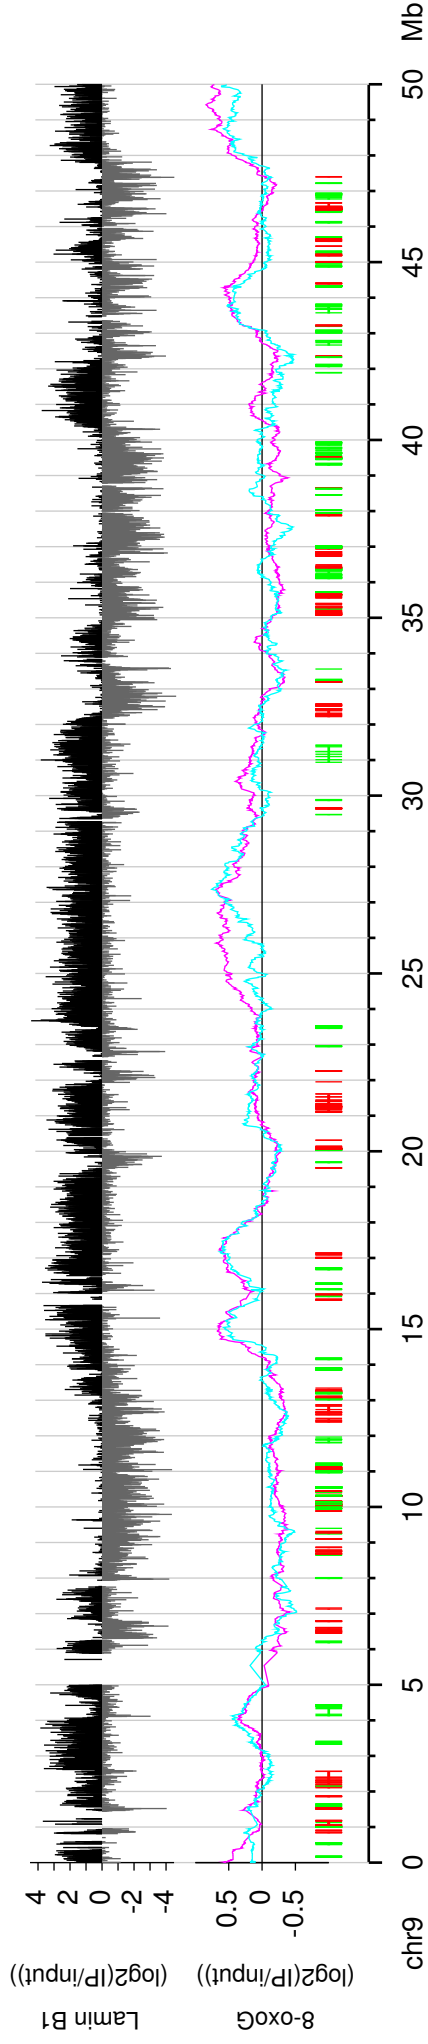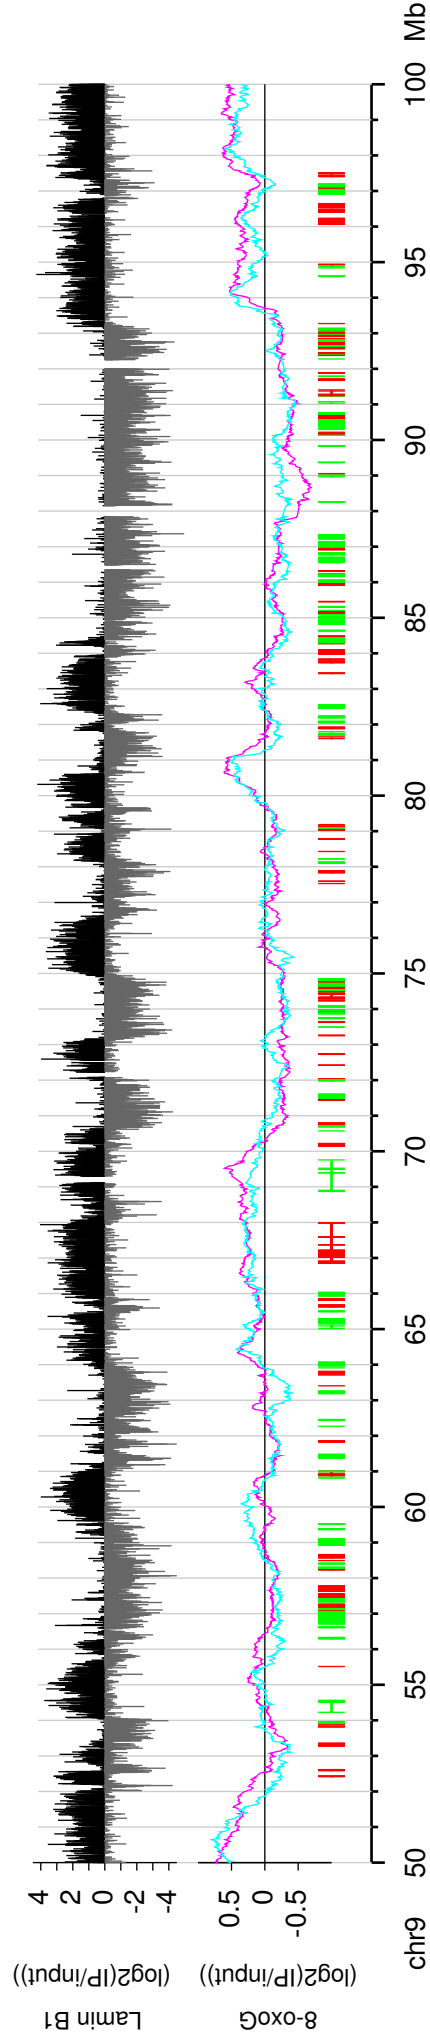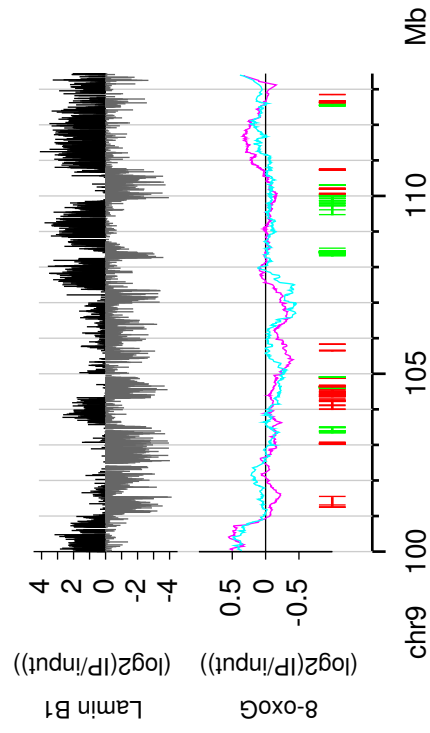

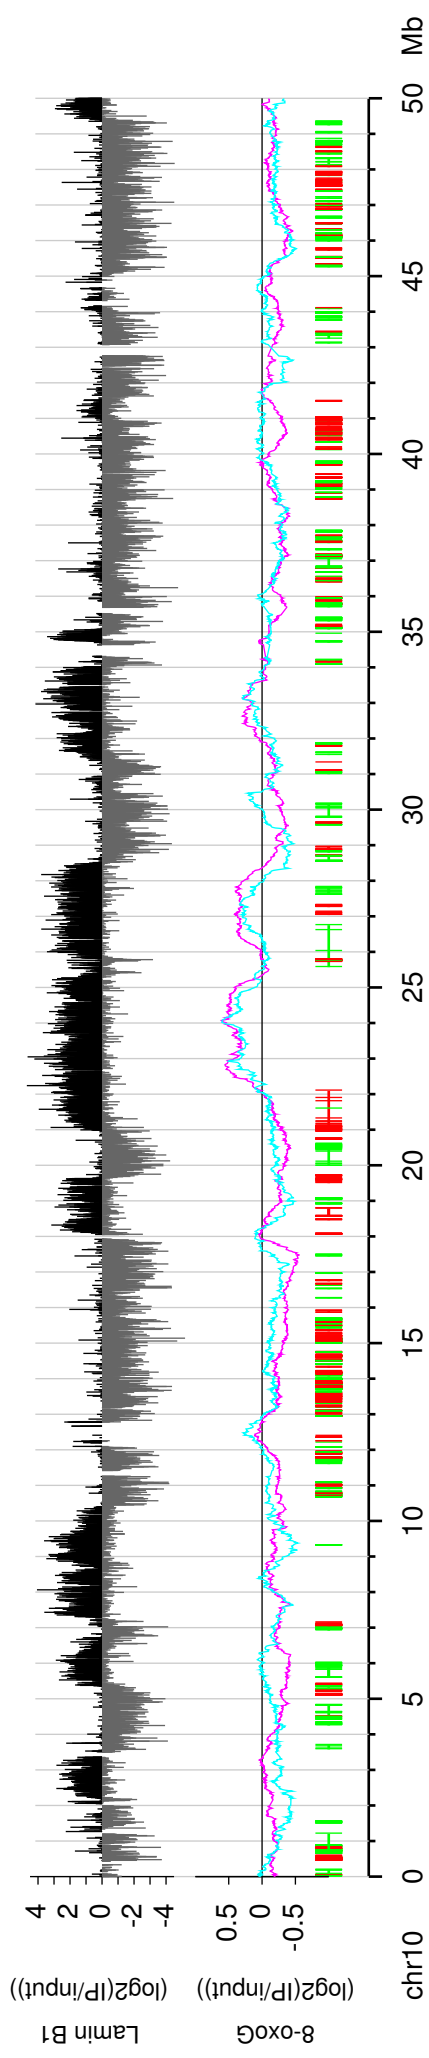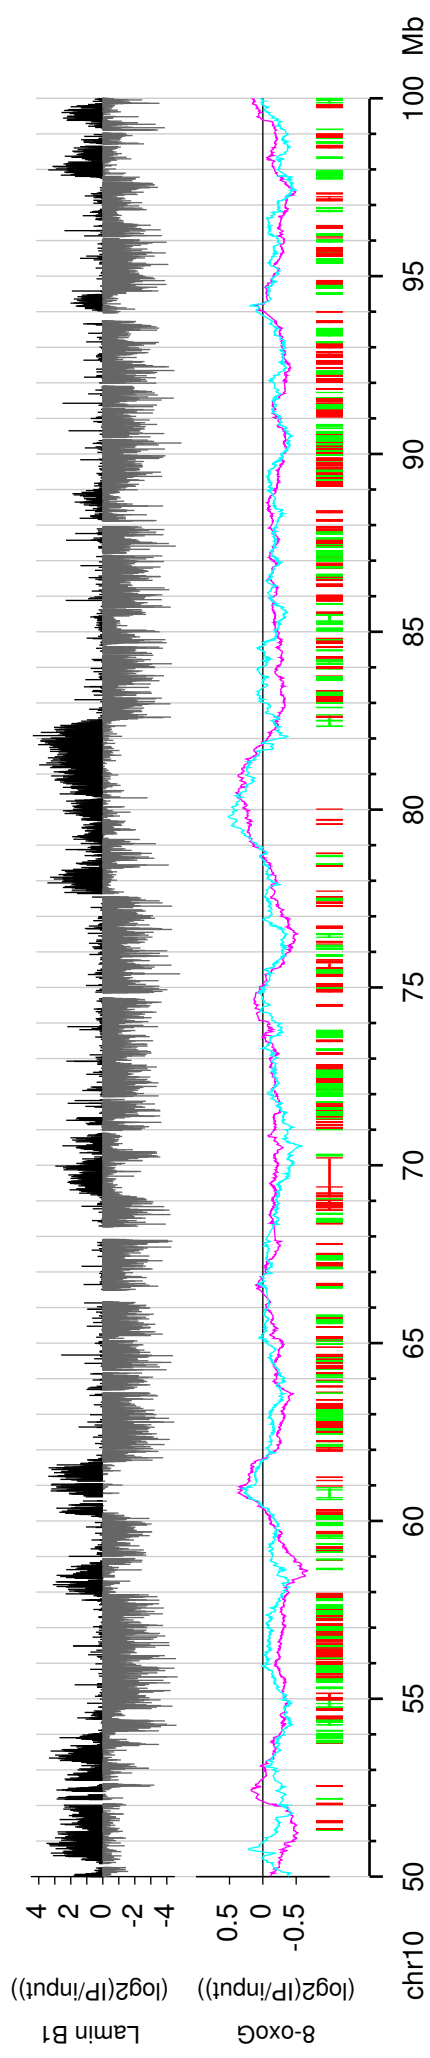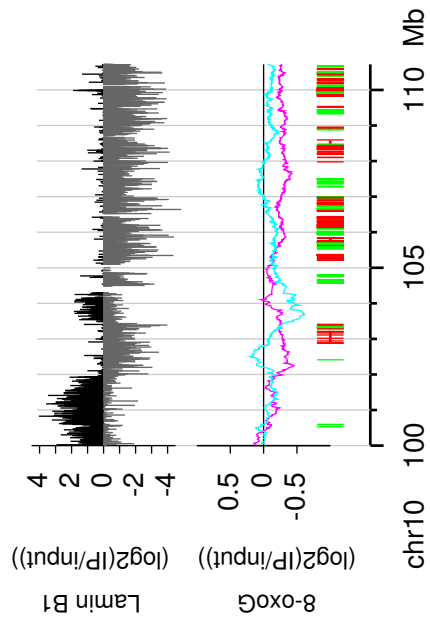

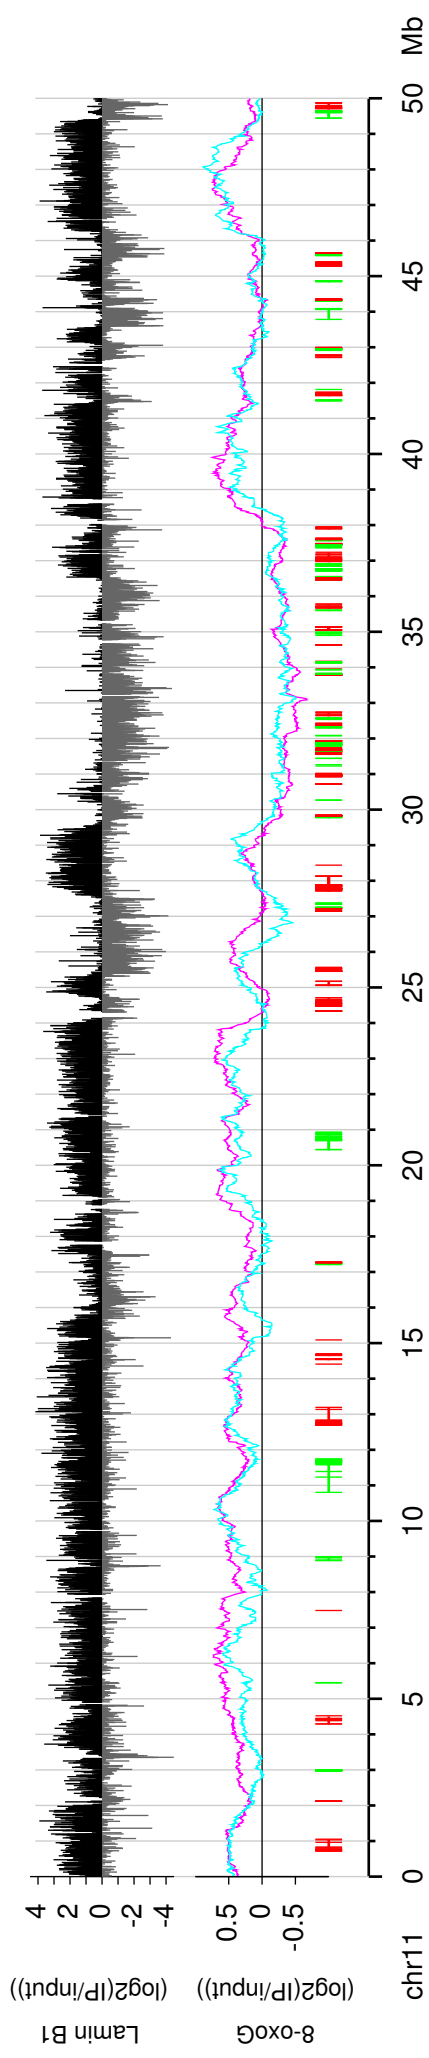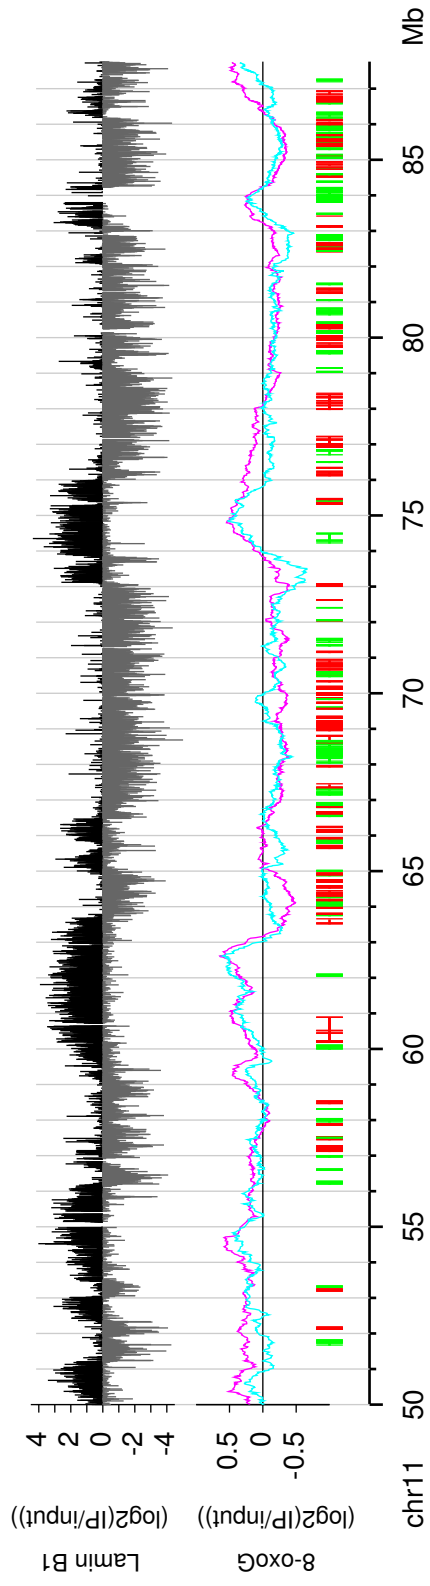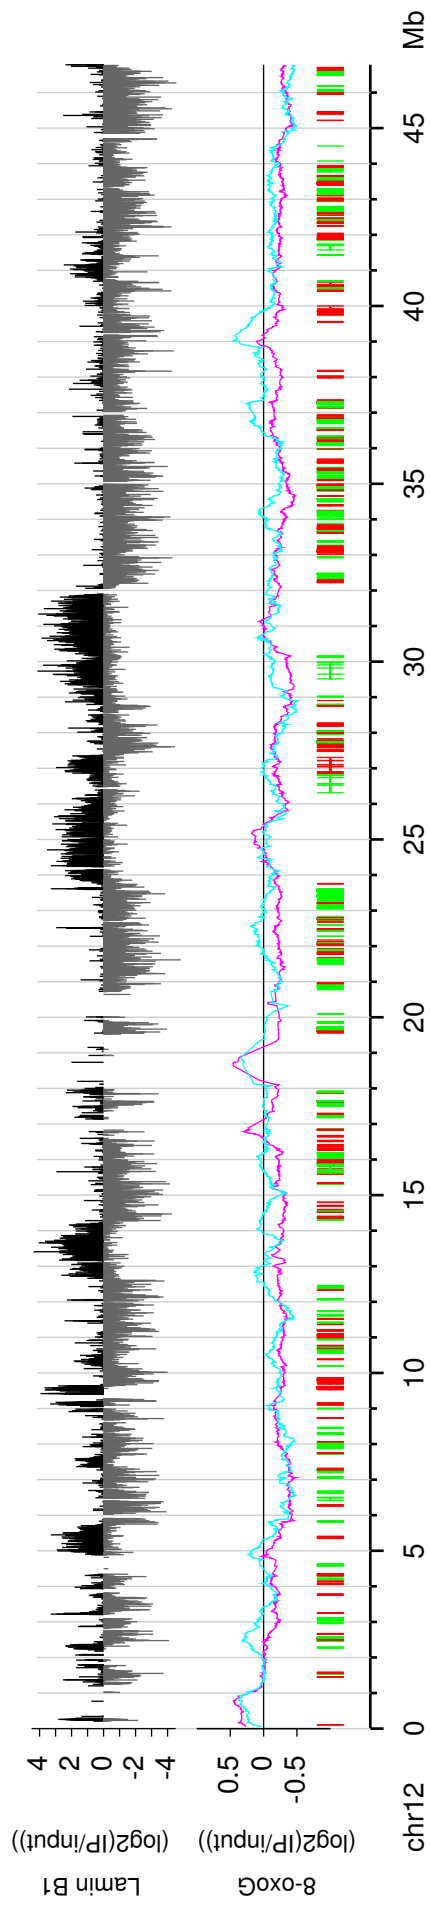

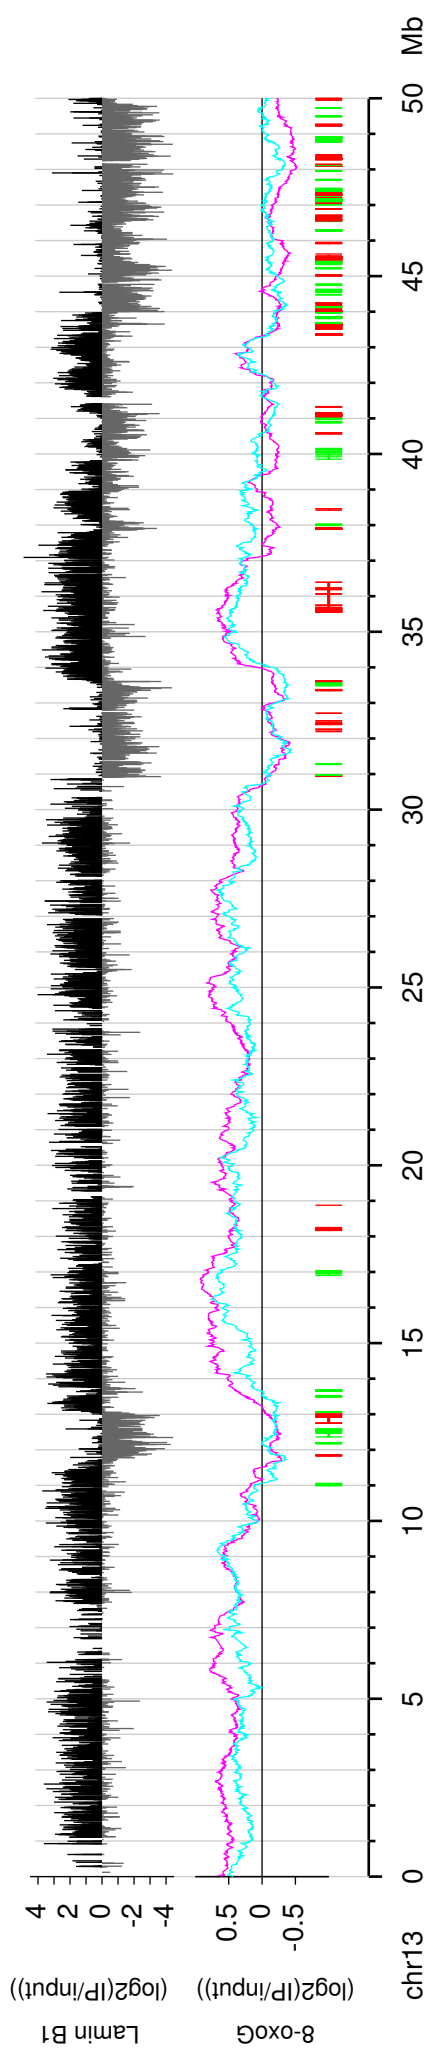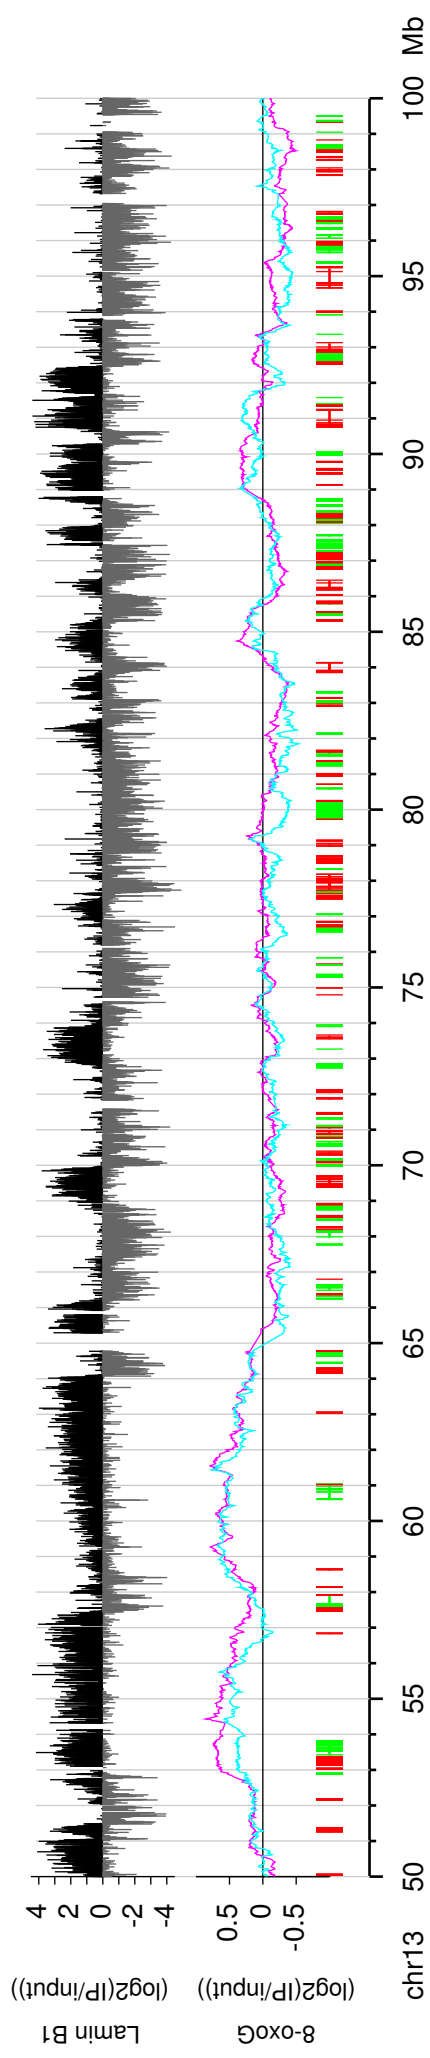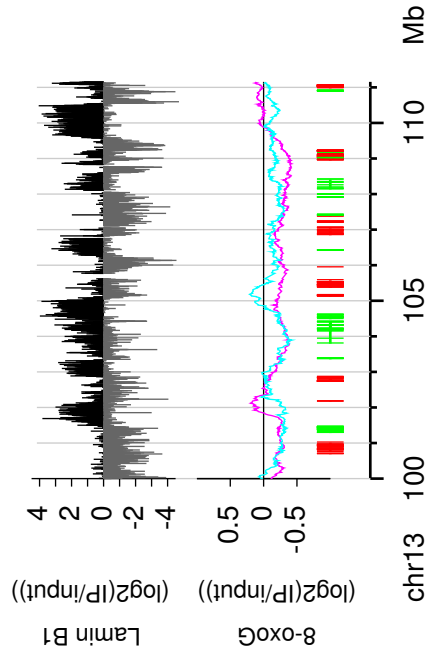

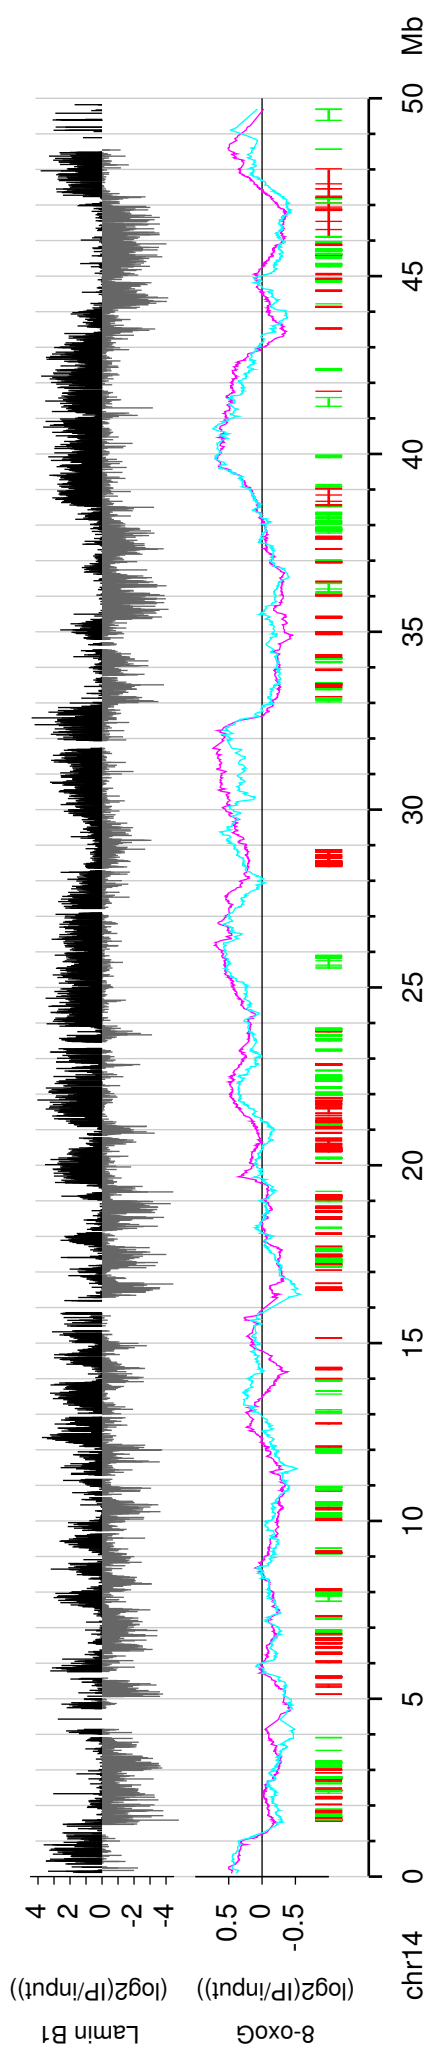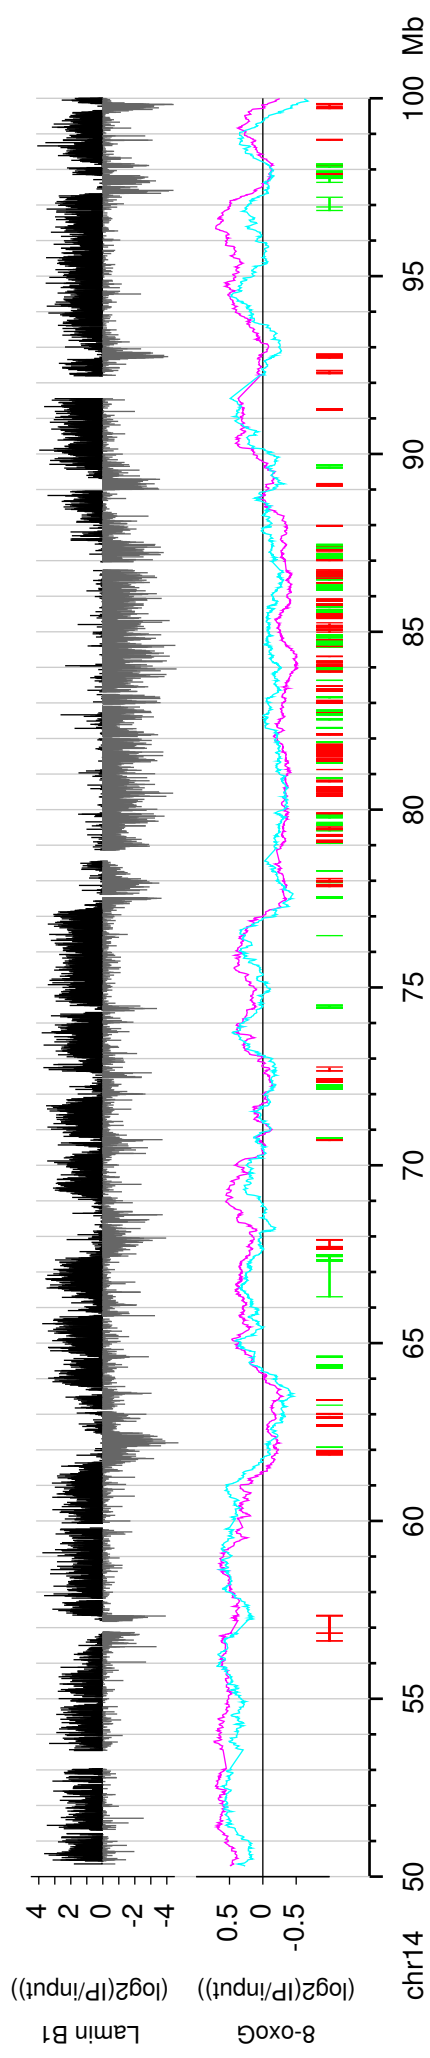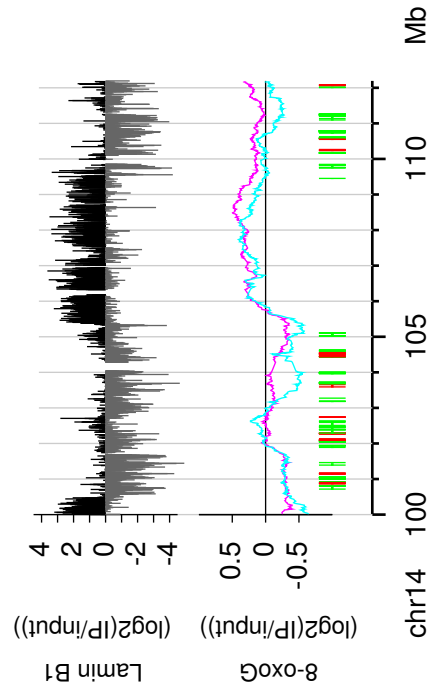

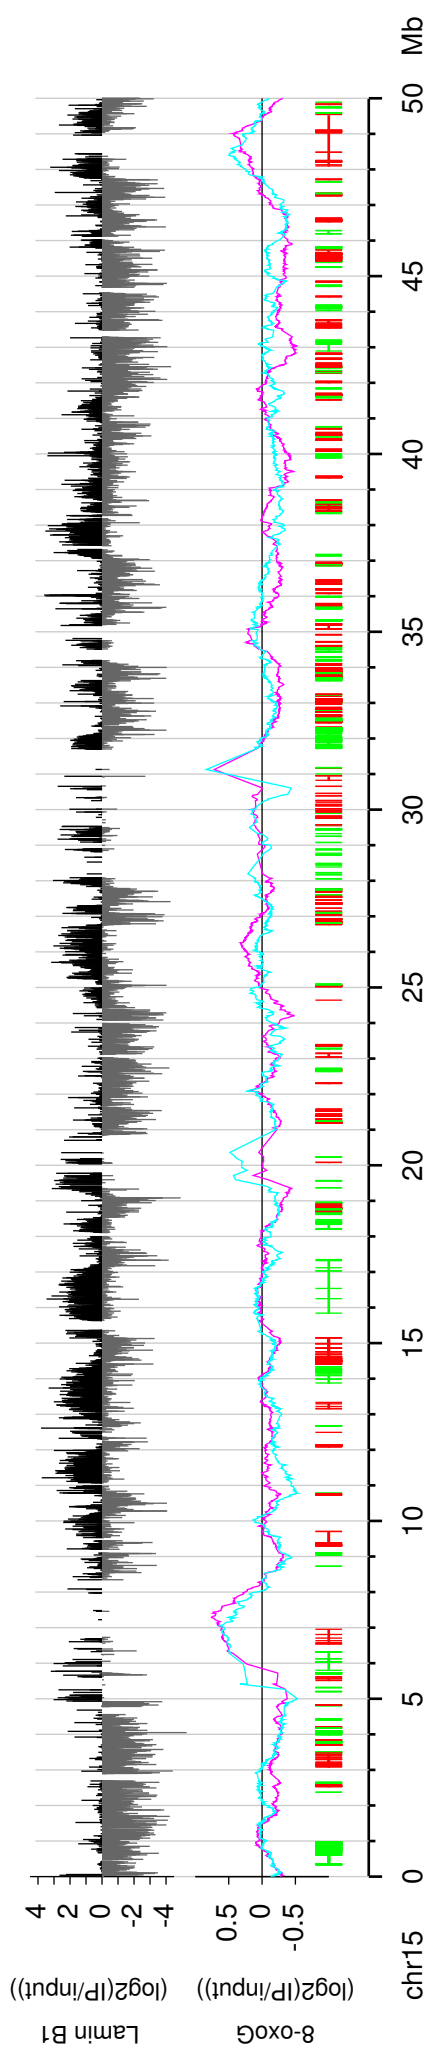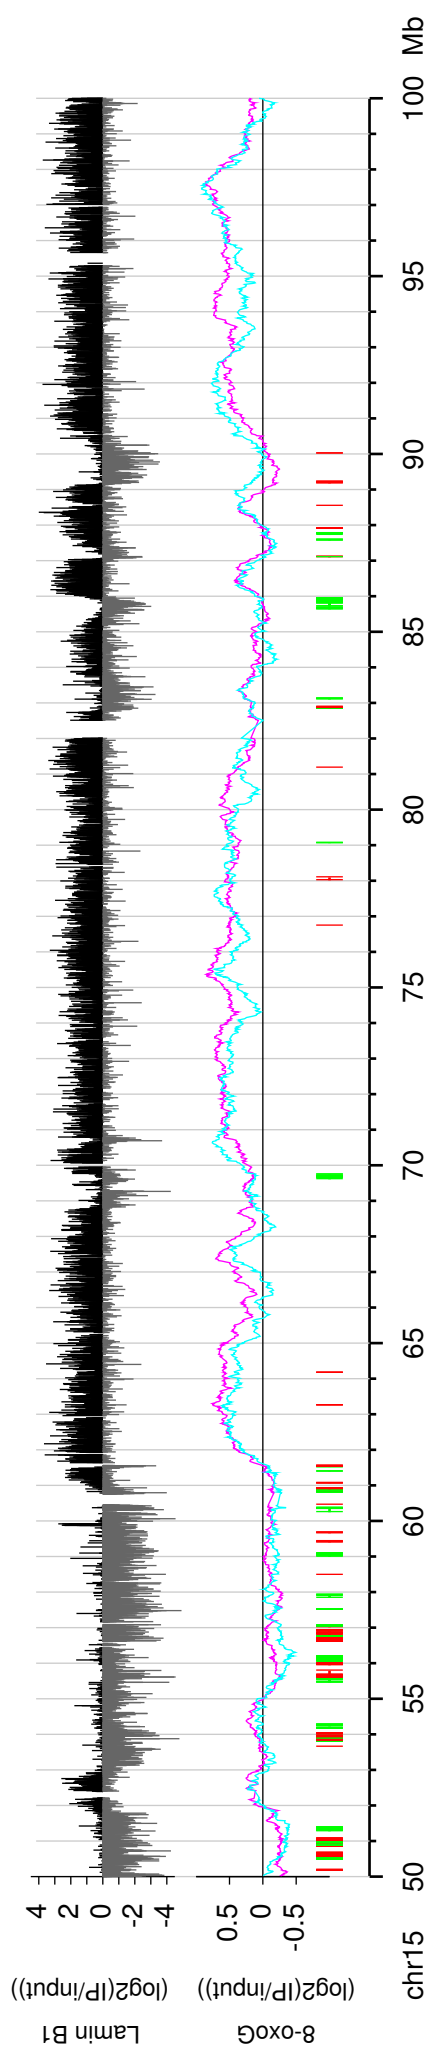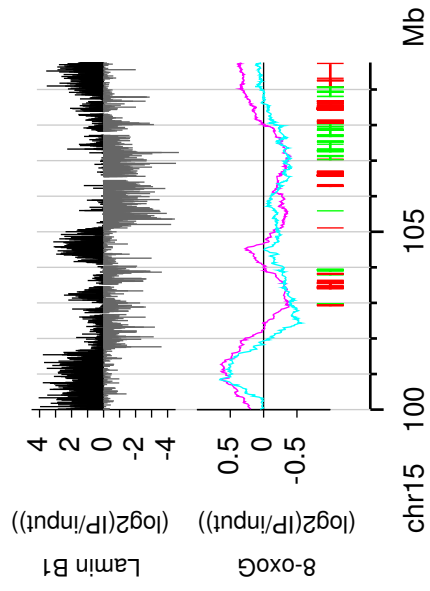

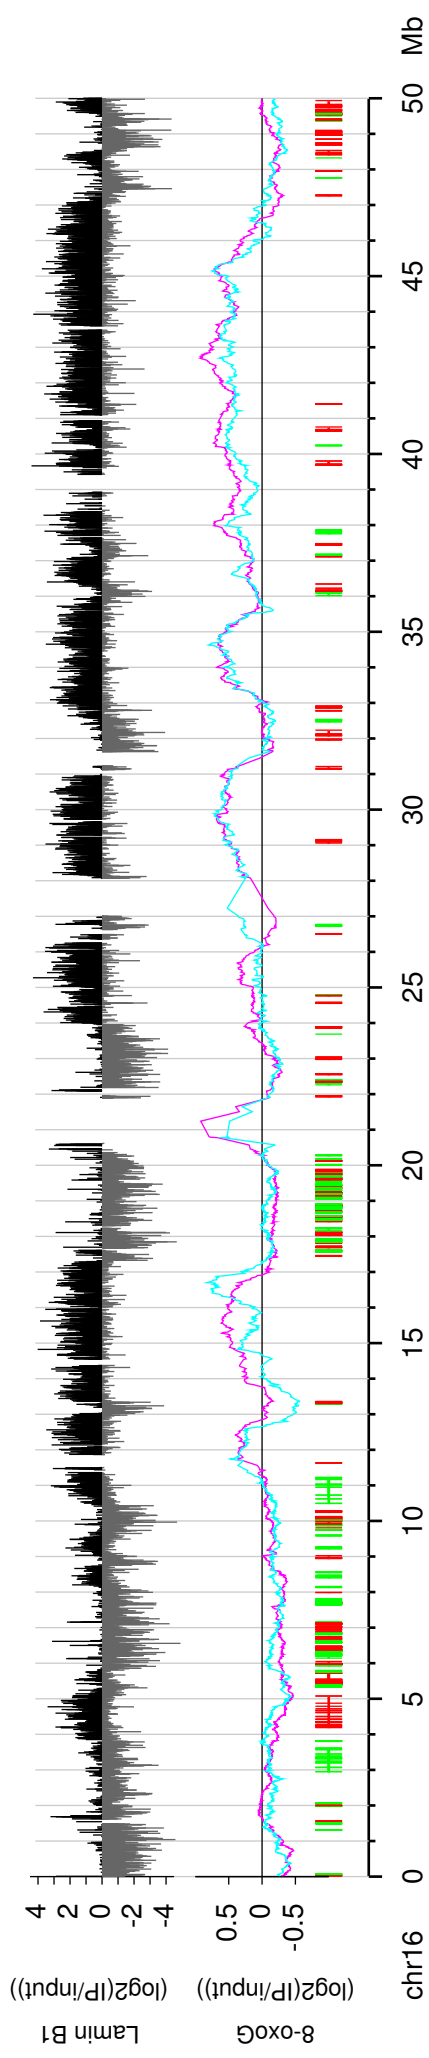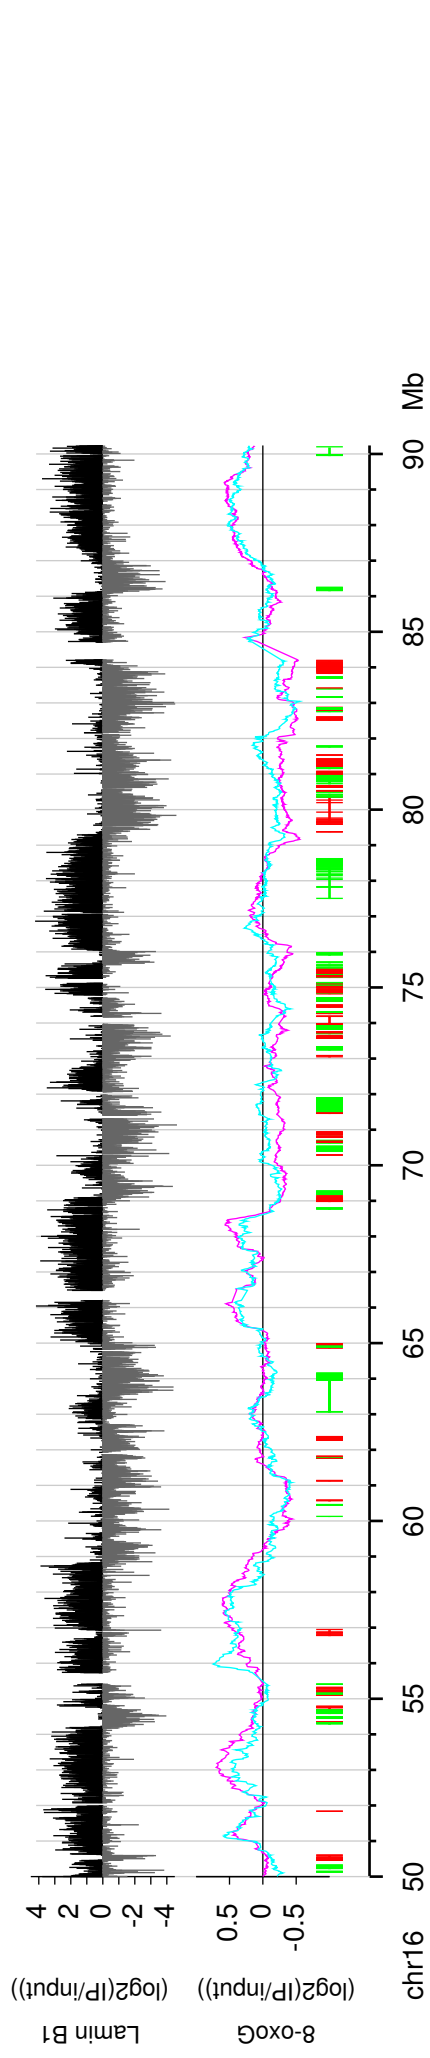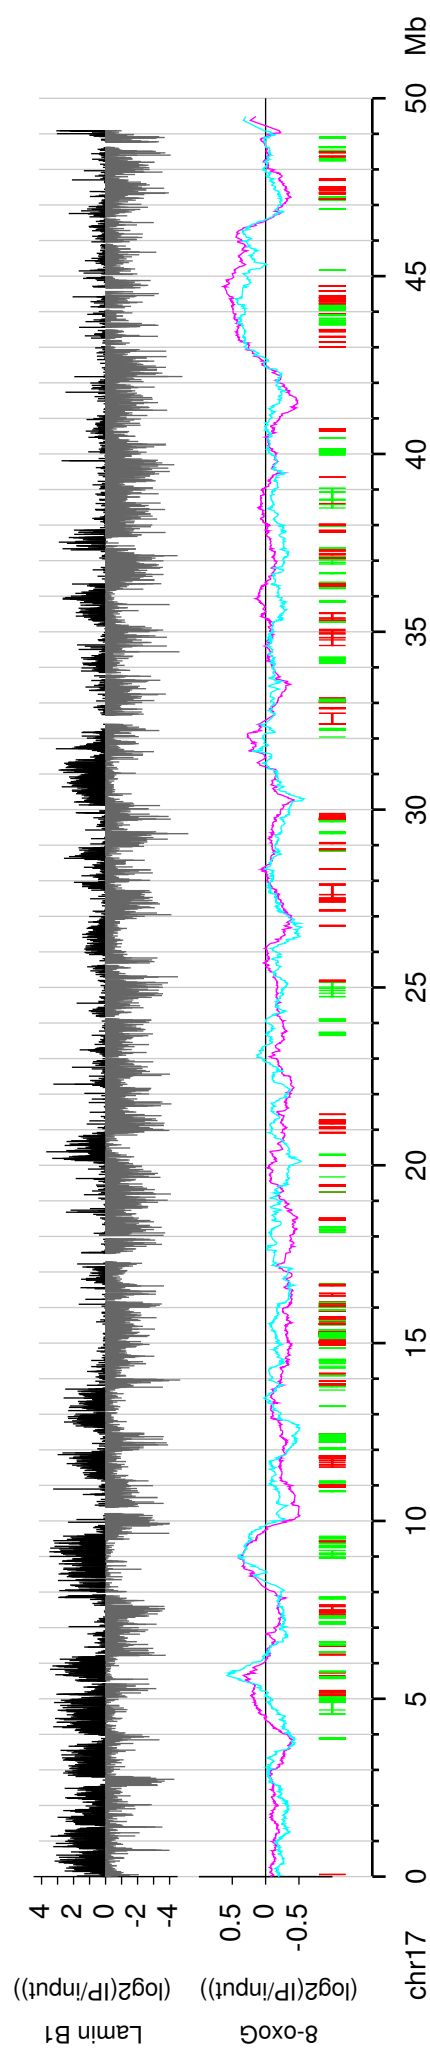

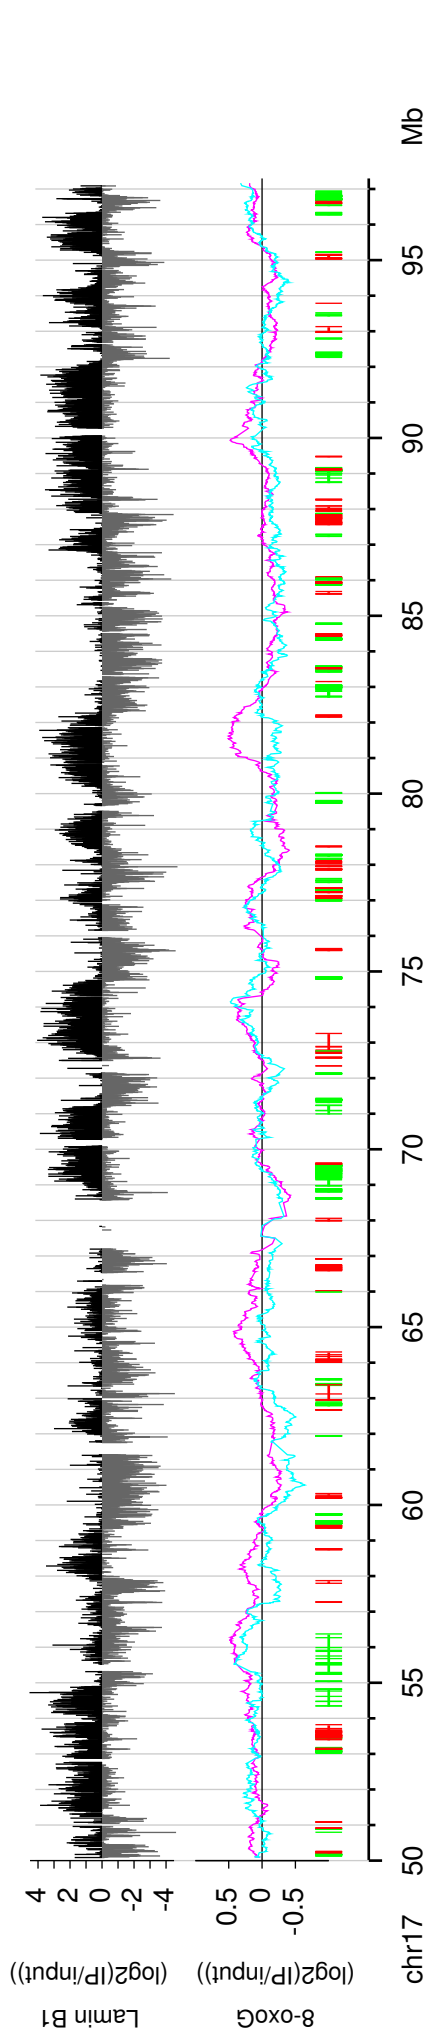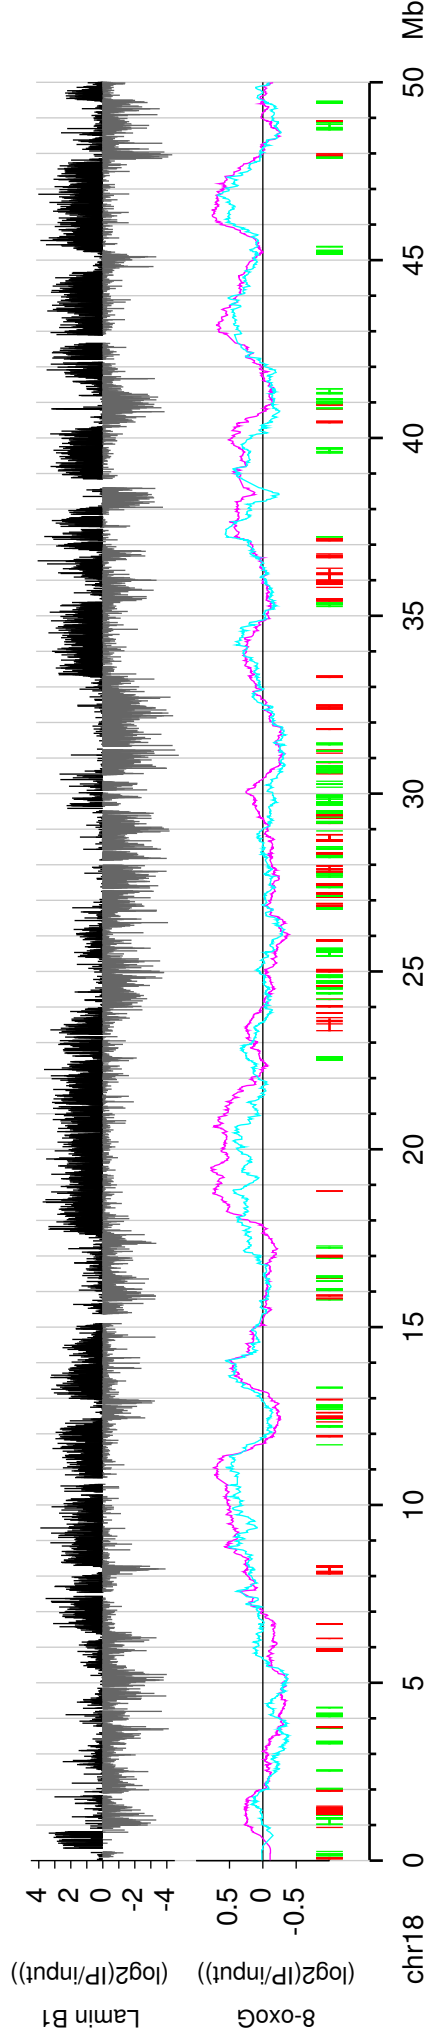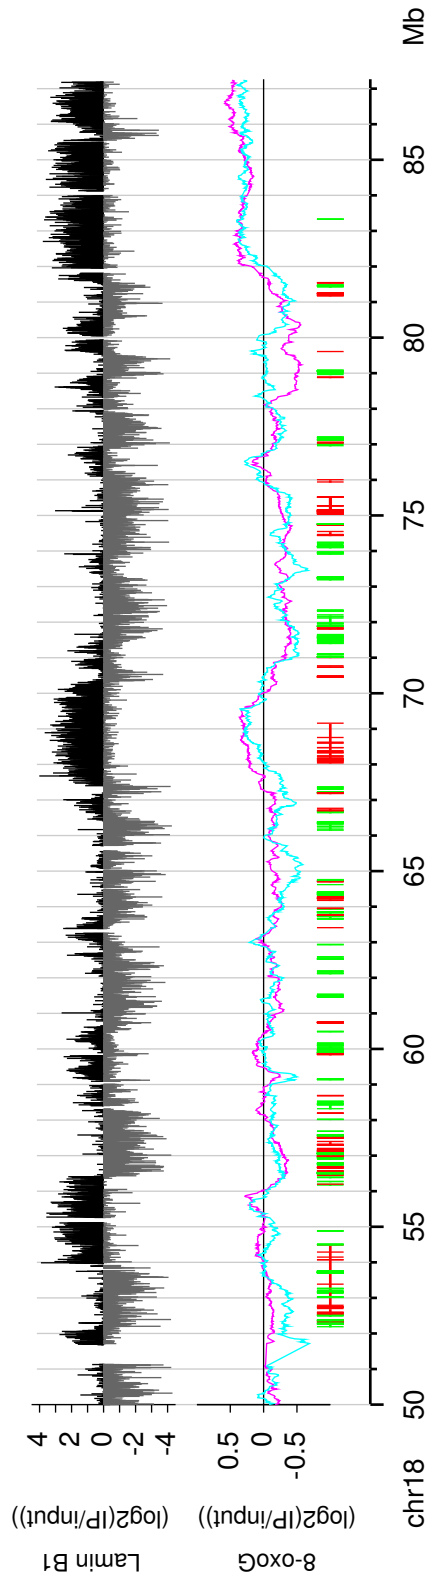

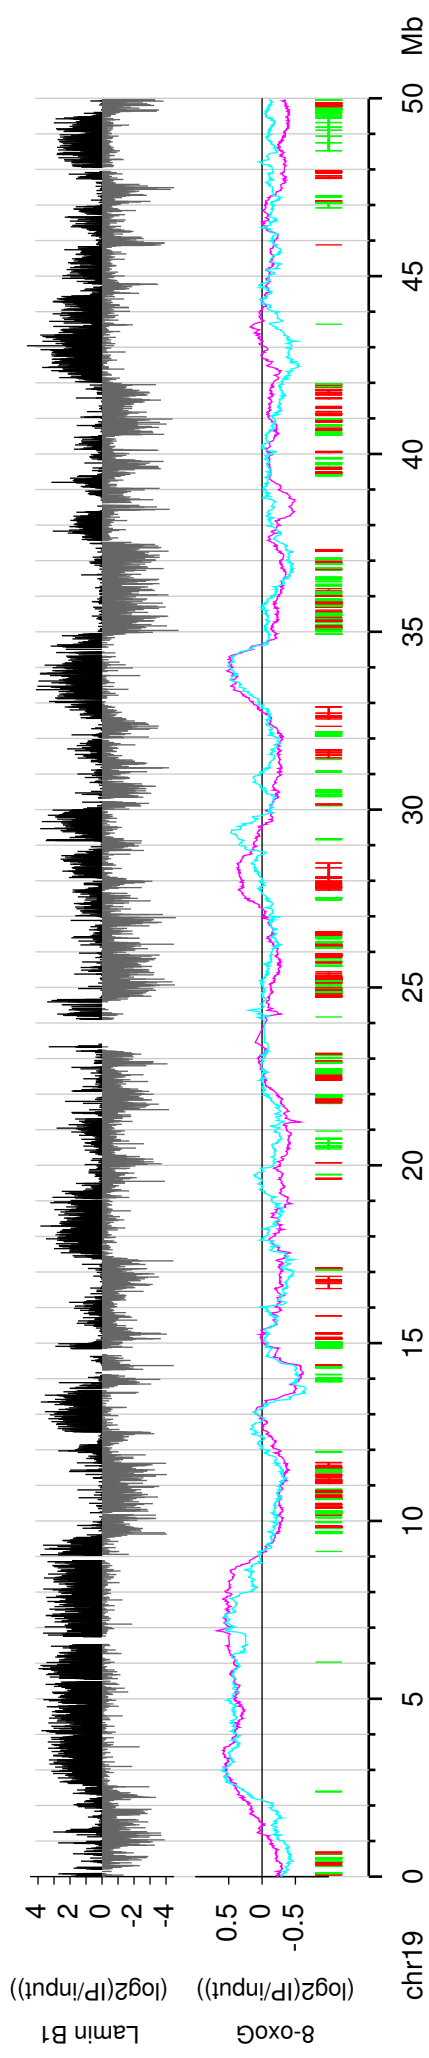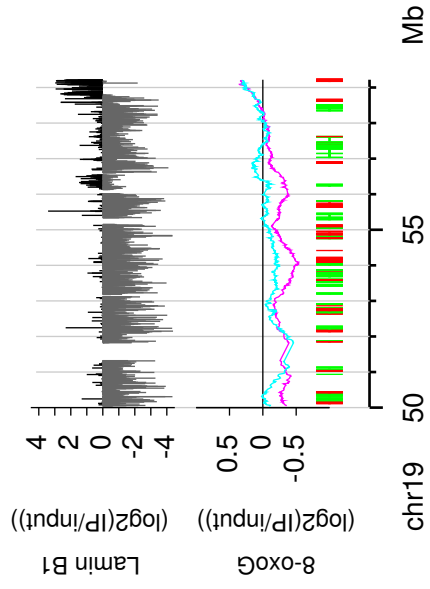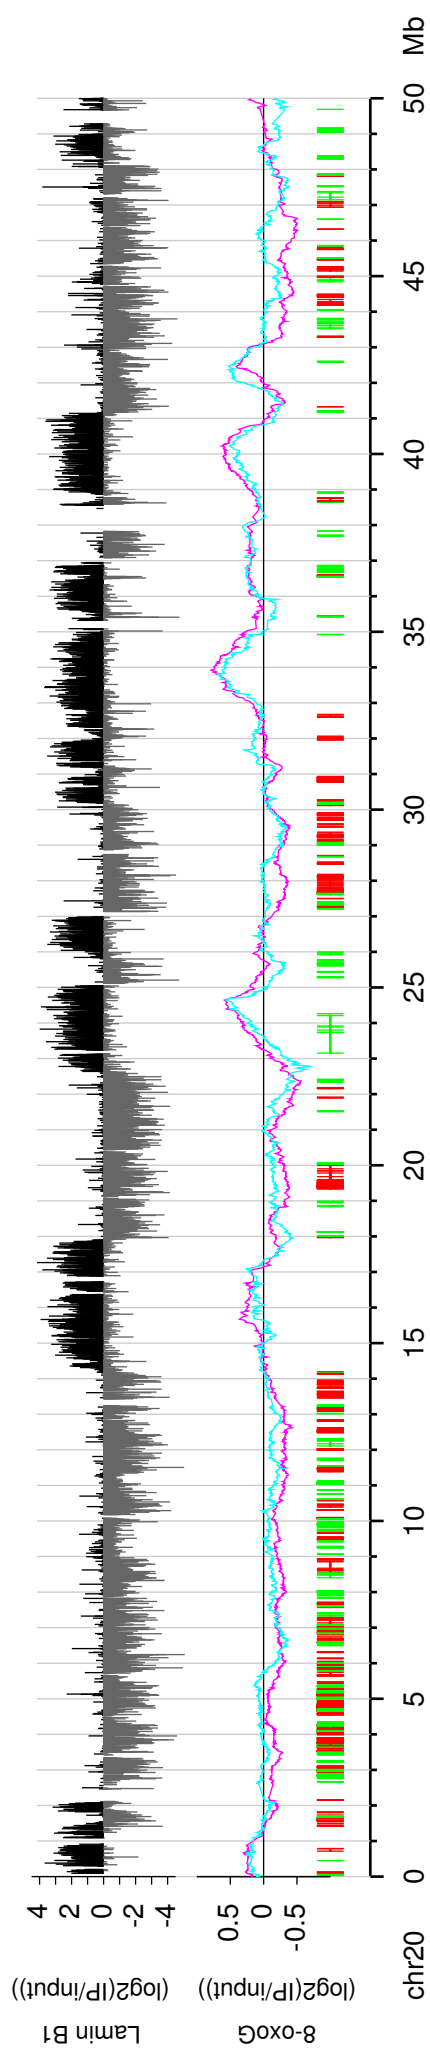

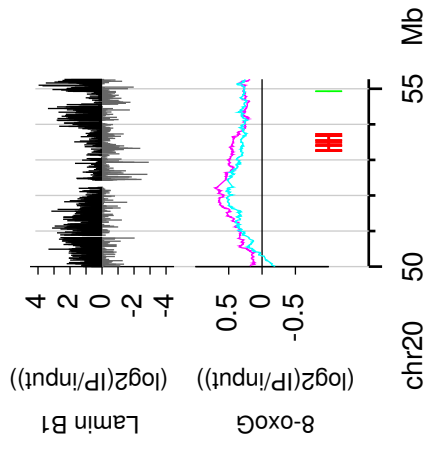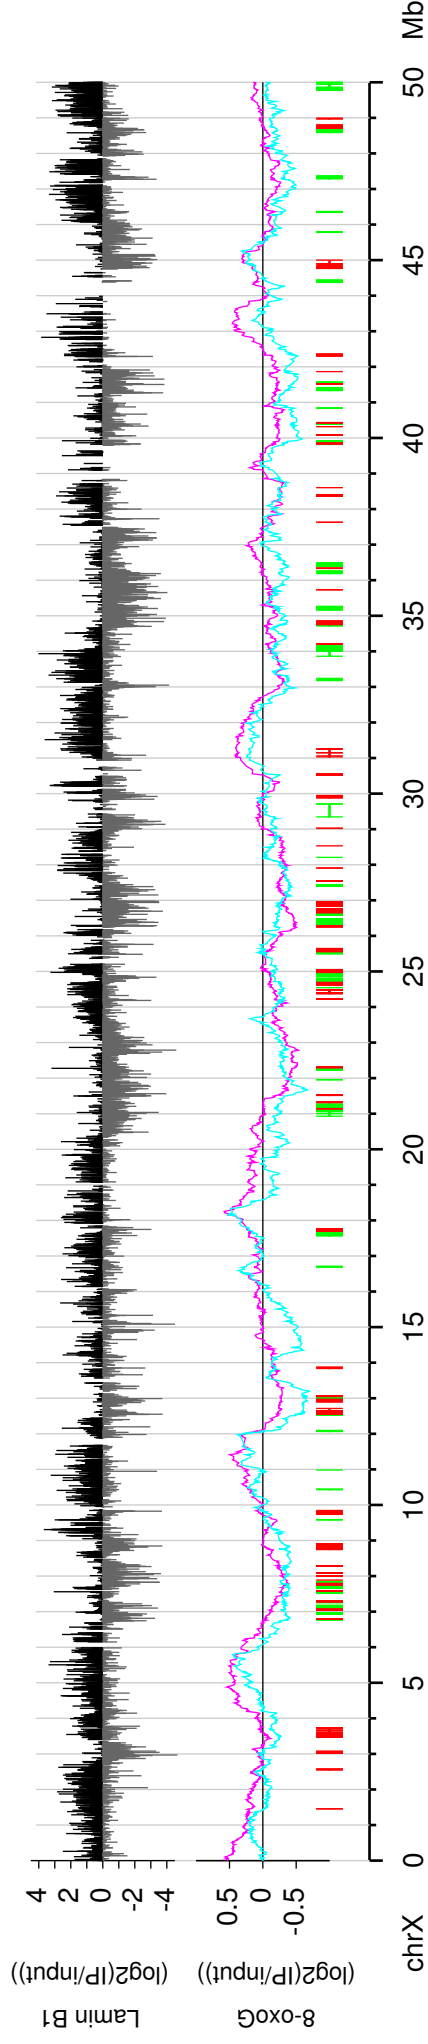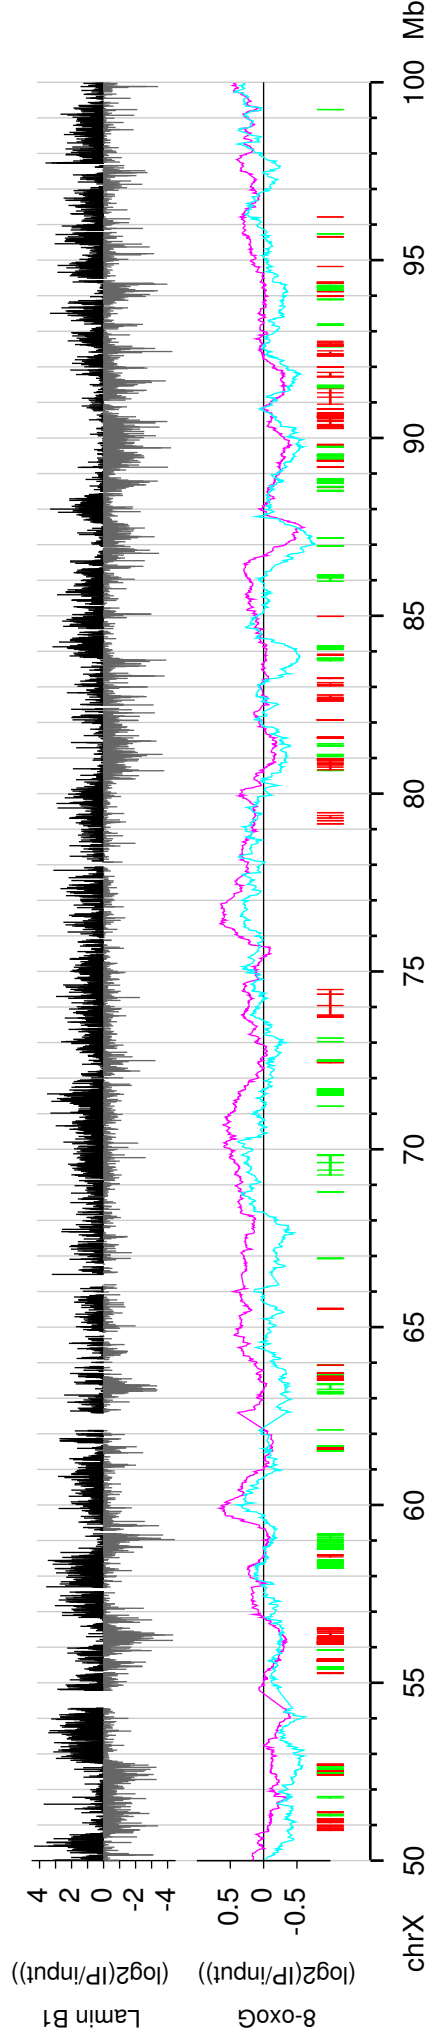

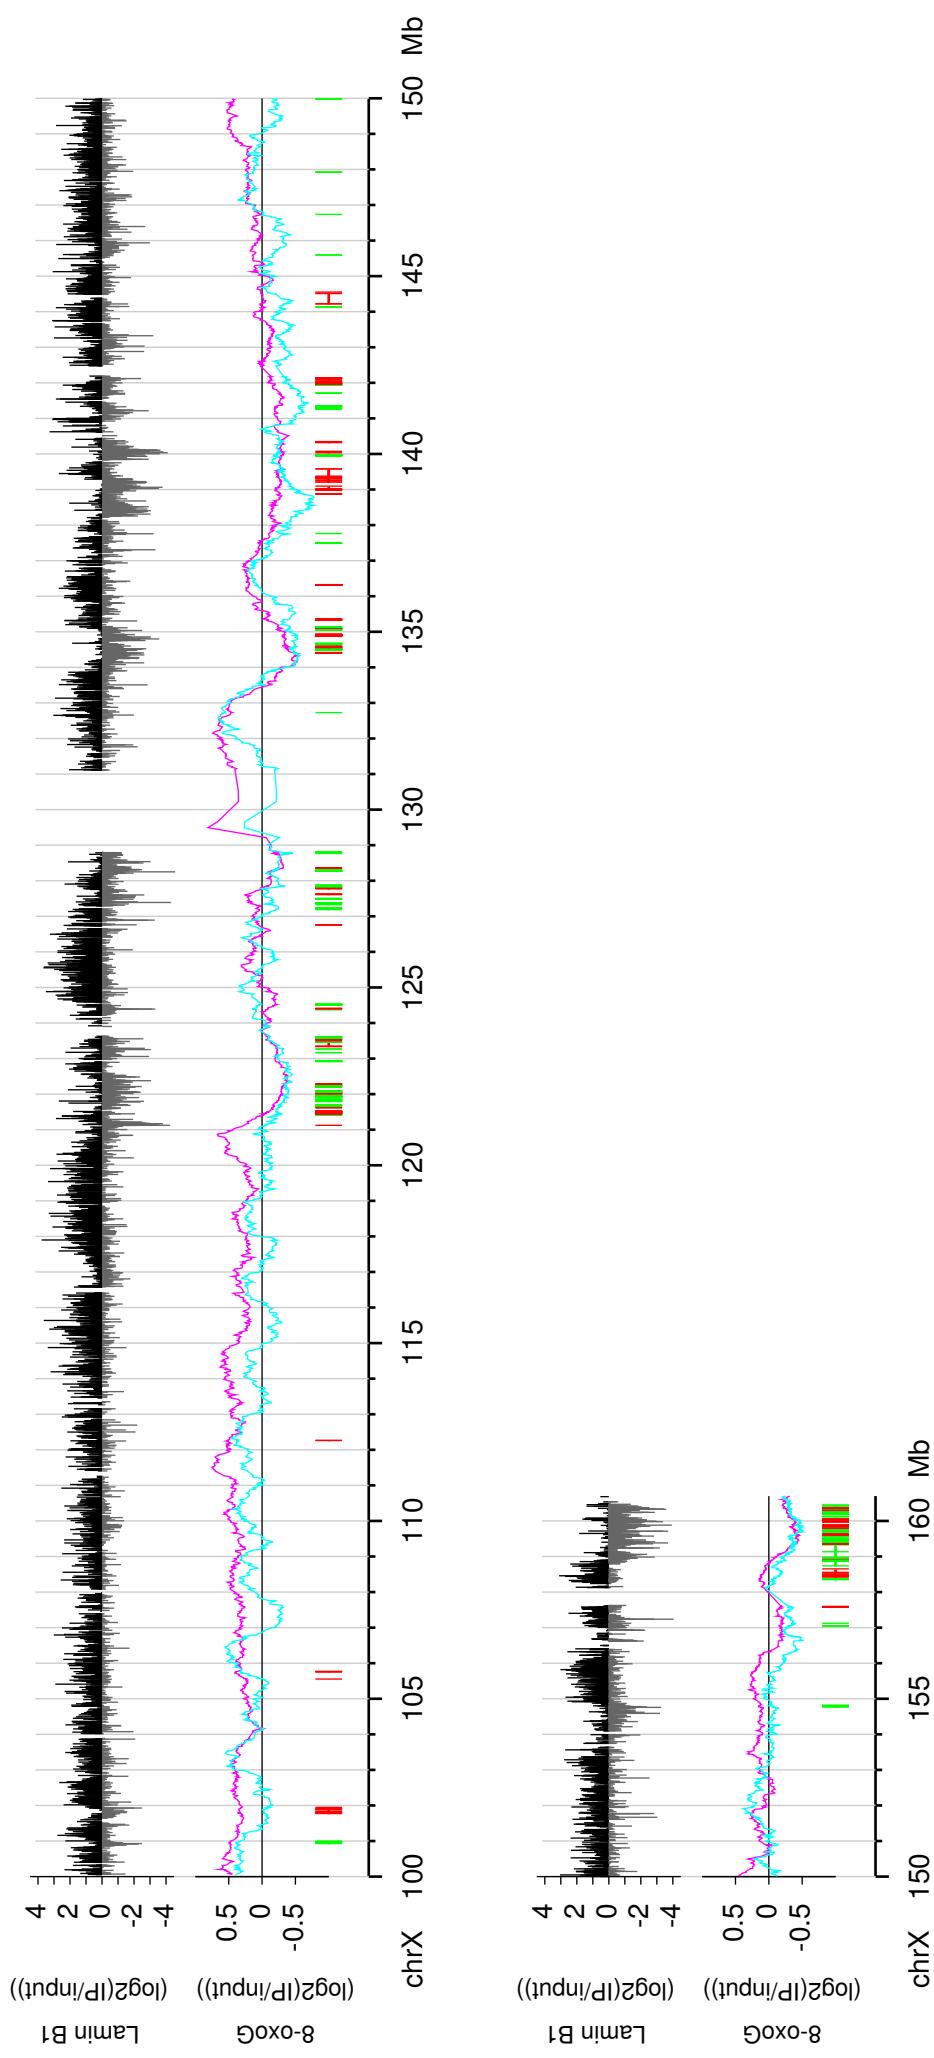

Figure S2. 8-oxoG profile (middle track) and the profile of LADs (upper track) along the chromosomes. The profile of 8-oxoG was calculated by averaging the intensities over a 1-Mb sliding window. Two biological replicates are shown in pink and cyan lines. Gene structures are shown below the 8-oxoG profile. The directionality of the genes, i.e., forward and reverse orientation, is shown in green and red, respectively.

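The 2 rats can be compared at each position of the genome. Across the 2731 fragments of 1 Mb, Pearson's r between replicates was 0.795, with a 95% interval from 0.764 to 0.818 over 2000 resamples of the chromosomes, and Spearman's rho was 0.780. Across single probes rho was 0.361. Both rats were on the same side of 0 in 81.7% of the 1 Mb fragments and for 63.1% of the probes. Averages were higher on replicate 1 by a mean of 0.10, although both arrays were centred on their medians, and the difference between rats had an SD of 0.18. Normexp background correction changed the correlation to 0.533 across probes and 0.688 across 1 Mb fragments.

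**Figure D5:**
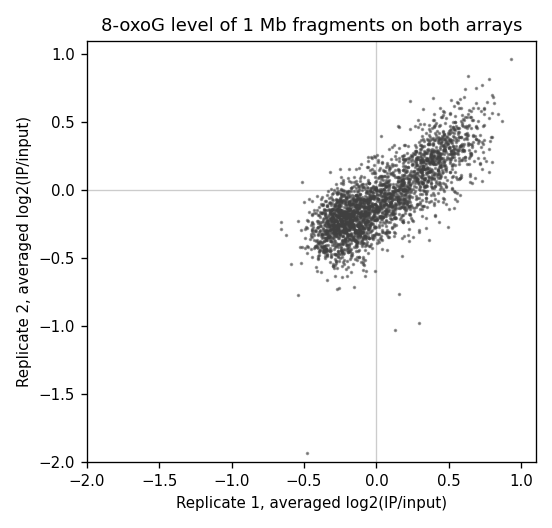
Averaged log2(IP/input) of each 1 Mb fragment on replicate 1 (horizontal axis) and replicate 2 (vertical axis), with 1 point per fragment. The points follow a rising line, with r = 0.795.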

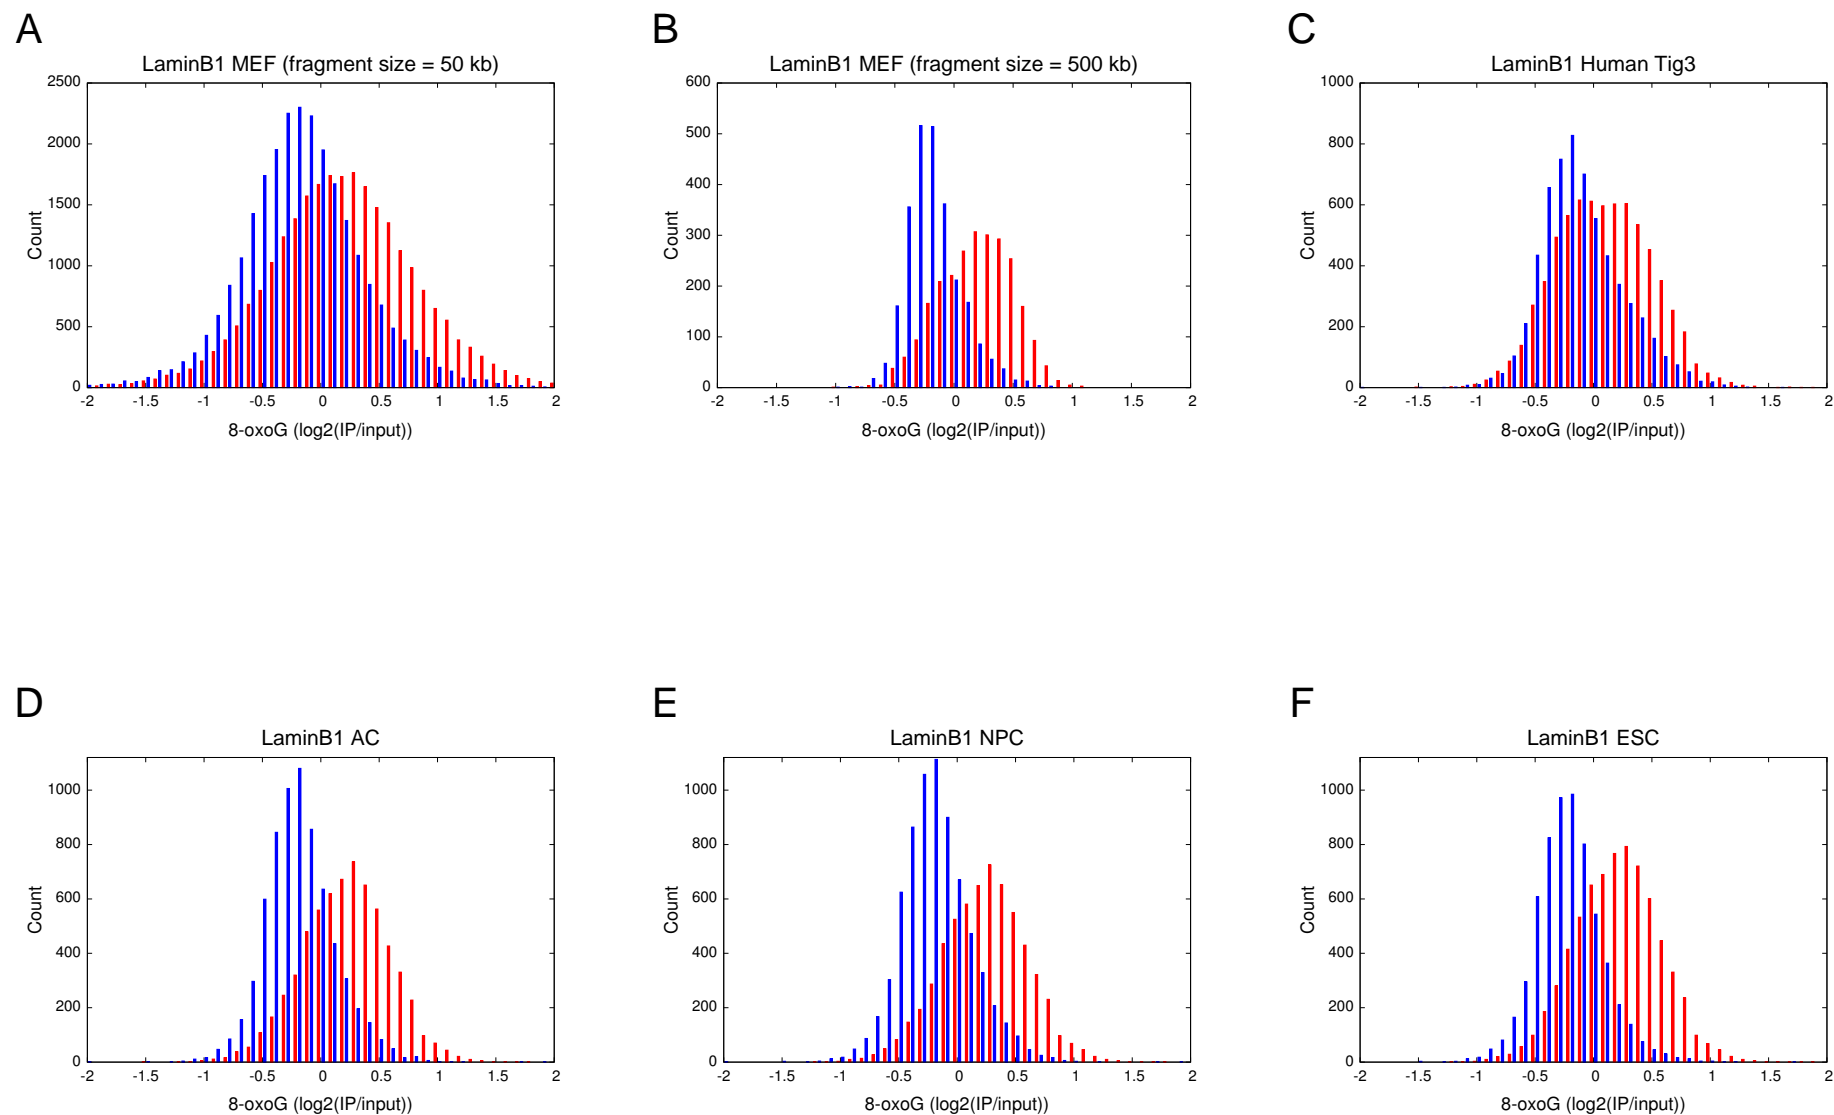

Figure S3. Histograms of averaged values of 8-oxoG in genomic fragments. The fragment size for averaging is 200 kb, unless otherwise stated. The fragments are grouped into two subsets using the averaged lamin B1 value of 0 as cutoff. Sets with high and low content of lamin B1 are shown in red and blue, respectively. (A and B) mouse embryonic fibroblasts, (C) human Tig3 lung fibroblasts, (D) mouse astrocytes, (E) mouse neural progenitor cells, and (F) mouse embryonic stem cells.

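The spread of averaged 8-oxoG values depended on the fragment size. With 50 kb fragments there were 52390 averages over a median of 3 probes, and their SD was 0.58. With 500 kb fragments there were 5443 averages over a median of 38 probes, and their SD was 0.30.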

How the deposited data were processed for this re-analysis (not part of the article)

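8-oxoG was profiled in the kidneys of 2 normal male rats by immunoprecipitation of DNA and 2-colour hybridisation on Agilent Rat Genome CGH arrays, with 1 array per rat. Both arrays form 1 group, with no control group and no dye swap. For each spot the authors deposited the processed intensity of both channels, made by Feature Extraction 10.5.1.1 with background subtraction, spatial detrending and lowess dye normalization. The protocol named in the header of the files is an adapted CGH protocol. The deposited files also hold the log10 ratio of red (IP) over green (input) with substituted values for dim spots, the intensity before dye normalization, and median intensities of spot and background. In addition, the authors deposited a table of log2 values for the series. Set against the scanner values, it equals log2 of processed red over processed green intensity, with a largest difference of 6.2e-15, and it is not centred.

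The 8-oxoG level of a probe was computed as log2 of the processed IP intensity over the processed input intensity, centred on the median of each array, without loess or quantile normalization between arrays. Control spots and 305 spots with an outlier flag were left out, saturated spots were kept, and spots of a probe were averaged. Of the 235872 probes kept, 184406 were well above background in both channels on both arrays. The 4625 probes on unplaced or randomly placed sequence were left out of the profiles. Coordinates are those of the files, on rn4.

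The profile was smoothed over 500 kb in both directions, and regions were taken as stretches of consecutive probes on one side of 0. Fragments of 1 Mb were tested against 0 by limma 3.58.1 in R 4.3.3 (intercept fitted with lmFit, then eBayes, two-sided, Benjamini-Hochberg adjusted p under 0.05). With 2 arrays there is 1 residual degree of freedom per fragment, and limma pooled the spread completely over fragments. The test was tested on simulated fragments with the observed spread between arrays, drawn independently for each fragment. The mean difference of 0.10 between the arrays, which the data hold, was removed for it. With 200 of 2731 fragments shifted by 0.5, 97.5% of them were recovered with 10 false calls, while with shifts of 0.25 none was recovered. With no shifted fragment there were 3 false calls. These numbers hold for the simulated setting and do not give the rate of false calls in the data. In the data, calls reached down to levels of 0.243 and -0.243. Correlations along the genome were tested by all rotations of one series against the other, and intervals come from 2000 resamples of the chromosomes. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

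Named regions follow a rule set before the data were examined. They are the regions that the paper names or enlarges, each chromosome, the 3 longest rich and the 3 longest depleted regions, and the 3 highest and 3 lowest 1 Mb fragments with at least 50 probes and the same sign on both arrays. The pair of 1 Mb intervals set beside the curves of Fig. 3 and Fig. 5 falls outside this rule and was chosen after its values were seen. Alternatives covered the ratio and its centring, normexp background correction with an offset of 50, the table of the authors, the filters on spots, each replicate alone, the window, the grid and size of fragments, and the number of probes per fragment. The files hold no mean signals, so normexp was applied to the median signals of spot and background, without spatial detrending or dye normalization.

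Results planned on numbers of genes per fragment, genic against intergenic probes, single genes and GC content were not run, since neither a gene annotation nor a genome of rn4 was used here. Expression data, lamin B1 profiles and chromosome bands were not used here.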

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

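Alternatives were set before the data were examined, except the intensities before dye normalization, the removal of the trend on input brightness, the minimum of 20 probes for the correlation between rats, and the spot filters for the probe interval, which were chosen after seeing the data.

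Normexp background correction moved the numbers of fragments and of long regions, the level of the peak on chromosome 14, the levels of the highest and lowest fragments and of the longest regions, the smoothed extremes in the regions of Fig. 3 and Fig. 5 and the correlations between the rats, and it was not run for the SD over 200 kb averages. It left 7 fragments above 0 and 99 below 0, against 572 and 557, and at an unadjusted p under 0.05 there were 22 and 790. It left 1 rich region longer than 10 Mb and raised the depleted ones to 55. The mean level of chromosome 14 from 50 to 60 Mb was 0.038. Pearson's r between the rats was 0.533 across probes and 0.688 across 1 Mb fragments. The mean level of the region of chromosome 2 enlarged in Fig. 3 was reversed, at -0.034. The means of chromosomes 12, 10 and 19 moved to -0.08, -0.08 and -0.07. The offset of 50 in both channels draws levels towards 0 by construction, and dye normalization is left out in this setting. Which of these steps moved the counts, signs and correlations was not tested.

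The uncentred ratios of Agilent and the table of the authors kept the counts of fragments within 1.5 times the main counts, with 706 and 713 above 0 and 513 and 503 below 0. Requiring a level beyond 0.25 on both arrays in place of limma gave 355 fragments above and 285 below 0. With the median over probes, 226 fragments were below 0. Restriction to probes well above background gave r = 0.375 across probes. The 2 Mb window gave 24 rich and 42 depleted regions longer than 10 Mb, as a wider window bridges short gaps by construction. The SD over fragment averages was 0.58 for 50 kb and 0.30 for 500 kb, in place of 0.36 for 200 kb.

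With single replicates, the number of rich regions longer than 10 Mb ranged from 2, without replicate 1, to 21, without replicate 2, and that of depleted regions from 18 to 20. The SD over 200 kb averages ranged from 0.40 to 0.42, and the level of chromosome 14 from 50 to 60 Mb from 0.38 to 0.52. With 1 array left, limma has no residual degrees of freedom, so the calls of fragments were not run without each replicate.

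Before dye normalization, r was 0.429 across probes and 0.840 across 1 Mb fragments, and chromosome 14 from 50 to 60 Mb reached 0.60. Under this setting the mean level of chromosome X went from -0.08 to 0.09 and that of chromosome 16 from -0.04 to 0.00017. Chromosomes 4, 14 and 15 also changed sign, to 0.0028, 0.03 and 0.02. After removal of the trend on input brightness on the autosomes, 200 fragments were above and 180 below 0, and r across 1 Mb fragments was 0.636. The cause was not tested.

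For 40 levels, which are those named by the rule and the smoothed extremes of the regions of Fig. 3 and Fig. 5, 252 values were computed under alternatives. Single replicates were left out for mean levels, since each lies within the SD of 2 arrays by construction. The sign changed in 19 values, which belong to 10 levels. Another 166 kept their sign and stayed within the spread between the rats, and 67 kept their sign and moved beyond it. Of the 166, 40 came from the omission of the outlier filter, which restores only 305 spots. The table of the authors, which differs from the main ratios only by the centring, gave 27 of them. Such settings could change little by construction, so the count of 166 is a weak measure of stability. Normexp accounted for 4 of the changes of sign and 21 of the moves. With the table of the authors, which is not centred, the means of chromosomes 4, 14 and 15 were above 0, at 0.0074, 0.02 and 0.02. Not run were the alternatives on gene counts, on genic probes, on single genes and on GC content, including the fragment sizes, the gene density measures and the intensity trend planned for gene counts. No paired analysis was possible because there is only 1 group. Signal over background limits the values of dim probes, since 184406 of 235872 probes were well above background in both channels on both arrays.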

Differences from the paper's values

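The paper gives an average probe interval of 6000 bases. The mean interval between neighbouring probes on chromosomes 1 to 20 and X was 11754 bases here, and the median was 7982 bases. No alternative was set for the interval before the data were examined. Both filters were applied to it after seeing the data. Without the outlier filter, with all placed probes kept, the mean was 11749 bases. The restriction to probes well above background takes probes away and widened it to 15032 bases. Neither setting could bring it to the paper's value, so filters on spots do not account for the difference.

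The curves of the paper's enlarged regions were read by eye. The highest smoothed level in the region of Fig. 3 was 0.70, against about 0.7 in Fig. 3, and the lowest was -0.33, against about -0.35 in Fig. 3. Between 151000001 and 152000000 of chromosome 2, which was chosen after its values were seen, the highest smoothed level was 0.40 for the mean of both rats, 0.68 without replicate 2 and 0.17 without replicate 1, against about 0.68 in Fig. 3, read by eye. In the region of Fig. 5 the highest level was 0.78, against about 0.85 in Fig. 5, and the lowest was -0.40, against about -0.35 in Fig. 5. Between 106000001 and 107000000, also chosen after its values were seen, it was 0.27 for the mean of both rats, 0.49 without replicate 2 and 0.13 without replicate 1, against about 0.5 in Fig. 5, read by eye. None of these differences of the mean of both rats exceeds the spread between the rats, but with 2 arrays this comparison does not separate the mean from replicate 1 alone, which lies within the same spread for all 6 readings. In both 1 Mb intervals the readings lie close to replicate 1 alone and farther from the mean. For the highest and lowest levels of the regions, the mean and replicate 1 differ too little for a reading by eye to tell them apart. The uncentred ratios of Agilent, the table of the authors, the omission of the outlier filter and the setting without replicate 2 were also within the paper's values for all 6 readings. Normexp background correction and the setting without replicate 1 were outside them for all 6, and the restriction to probes well above background and the 2 Mb window for some. The paper's text does not name how the replicates were combined, so whether these curves show both rats or a single one is open.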

Other observations

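The tests with chromosome X and with rotations of the probe number were chosen after the result was seen. The design has 1 group, so no biological explanation was tested. Base composition stays open throughout, since probe sequences were not used here.

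On the autosomes, 1 Mb averages were higher where the input signal was dim. To keep the noise of a spot out of the comparison, each array was set against the input of the other. Pearson's r across 2570 fragments was -0.69 for replicate 1 and -0.65 for replicate 2, and no other rotation along the genome gave as large a value (p = 0.00039, the smallest that rotations can give). A candidate explanation is that dim spots raise the ratio. Chromosome X, present once in male rats, differed from the autosomes in log2 input signal by -1.06 and -0.999 on the arrays used for comparison, so the autosomal slope predicts levels above the autosomes by 0.37 and 0.30. The observed differences were 0.04 and -0.10. Its mean distance from the autosomal line was -0.36, below the lowest autosome on both arrays (-0.16 and -0.07). This argues against dimness as the whole cause if the line holds for signals as dim as those of X. With only the probes well above background, the mean level of X was -0.01, against -0.08 with all probes. The distance from the line was not computed for those probes alone. Before dye normalization X lay above the autosomes by 0.18 and 0.03, where the slope predicts 0.46 and 0.39, and its distance from the line was -0.28 and -0.36, again below the lowest autosome (-0.17 and -0.07). Among probes of the same fragment, the slope was 25.1% of that across fragments on replicate 1 and 49.9% on replicate 2 (95% intervals from 21.8 to 29.7 and from 42.2 to 59.9). A part of the relation may therefore come from the dimness of spots, and the interval of replicate 2 includes 50. Lowess dye normalization as the source is argued against by a mean r of -0.74 before it.

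Fragments with fewer probes had higher levels, with r = -0.40 across 2731 fragments. The median level was 0.23 in 115 fragments with fewer than 40 probes and -0.20 in 471 fragments with more than 120 probes. The former was 0.31 on replicate 1 and 0.10 on replicate 2, and the latter -0.19 and -0.18. Among the 2222 fragments with at least 50 probes r was -0.26. A permutation test over all 2731 rotations along the genome argues against a chance match of smooth series (p = 0.00037, the smallest that rotations can give). Whether probe density follows genes or repeats was not analysed here.

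Single probes were more alike between the rats than neighbouring probes were. The correlation of a probe with itself on the other array was 0.34, against 0.05 for probes 2 to 5 kb apart. Among probes well above background the difference was 0.33, which argues against probes near background. An effect that belongs to the probe itself, such as its sequence, remains open.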
